# Tomato flowering depends on overlapping functions of *AP1/FUL*‐like genes in reproductive meristem specification

**DOI:** 10.1111/nph.70451

**Published:** 2025-08-19

**Authors:** Xiaobing Jiang, Iris E. Zahn, Kai Thoris, Chris Roelofsen, Edelin Roque, Concepción Gómez‐Mena, Cristina Ferrándiz, Hongru Wang, Gerco C. Angenent, Marian Bemer

**Keywords:** *AP1/FUL*‐like genes, flowering, inflorescence development, reproductive meristem, Tomato

## Abstract

- AP1/FUL‐clade transcription factors (TFs) are essential for the initiation and regulation of flowering and have clearly separated functions in Arabidopsis. However, how these functions have diverged across eudicots remains unclear.
- Here, we performed a detailed analysis to unravel the distinct and overlapping functions of the tomato *AP1*‐ortholog *MACROCALYX* (*MC*) and the *FUL*‐like genes *FRUITFULL2* (*FUL2*) and *MADS‐BOX PROTEIN 20* (*MBP20*) through integrated molecular, genetic, and genomic approaches.
- We find that AP1/FUL‐like TFs redundantly regulate the floral transition in both the primary shoot and sympodial shoot. In the latter, loss of *MC*, *FUL2*, and *MBP20* leads to extremely delayed flowering. In the floral and inflorescence meristem, MC is the major player, but FUL2 and MBP20 contribute as well, with a complete loss of reproductive identity in the inflorescence meristem of the triple mutant. The functional differences between the three genes can mainly be attributed to differences in expression level, as the DNA‐binding properties of MC and FUL2 are highly similar. Only the *TFL1*‐ortholog *SP* appears specifically regulated by MC.
- We reveal that the combined action of AP1/FUL‐clade TFs is needed to acquire and retain reproductive activity in tomato, which is probably conserved in many other crops.

## Introduction

The initiation of flowering and inflorescence development is essential for the reproductive success of plants and therefore controlled by extensive gene regulatory networks. The timing of the floral transition depends on a network that allows the integration of both environmental and endogenous cues by a few key regulators (Fornara *et al*., 2010). In Arabidopsis, these are FLOWERING LOCUS T (FT), the florigen that travels from the leaves to the shoot apex, and the MADS‐domain transcription factor SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1) (Lee *et al*., 2000; Samach *et al*., 2000; Corbesier *et al*., 2007). Subsequently, the FM identity genes *LEAFY* (*LFY*), a plant‐specific protein, and *APETALA 1* (*AP1*), which also belongs to the MADS‐domain family (Weigel *et al*., 1992; Liljegren *et al*., 1999), control the establishment of the floral meristem (FM). The activity of FM identity genes is counteracted by the PEBP‐family protein TERMINAL FLOWER 1 (TFL1), which represses *LFY* and *AP1*, and thereby FM identity, to maintain an indeterminate inflorescence meristem (IM) from which the FMs arise on the flank (Shannon & Meeks‐Wagner, 1991; Alvarez *et al*., 1992; Liljegren *et al*., 1999).

The functions of these genes appear largely conserved in other species (e.g. for *FT*, Kojima *et al*., 2002; Lifschitz *et al*., 2006; Yan *et al*., 2006; Laurie *et al*., 2011; Cheng *et al*., 2021; Abdulla *et al*., 2024), but shifts in their expression patterns as well as in the protein–protein and protein‐DNA interactions have contributed to the large diversity that exists in flowering traits among angiosperms (Kagale *et al*., 2014; Leijten *et al*., 2018). Interestingly, genes that only have a modest function in flowering in Arabidopsis, such as the MADS‐box gene *FRUITFULL* (*FUL*), appear to play essential roles in other species (Ferrándiz *et al*., 2000; Balanzà *et al*., 2014; Jiang *et al*., 2022; Martínez‐Fernández *et al*., 2024). This illustrates that Arabidopsis is not always the optimal model species, possibly because genome multiplications in the Brassicaceae have been followed by major diversification in recent evolutionary history (Kagale *et al*., 2014).

In the context of flowering, one of the still open questions is how *AP1*‐ and *FUL*‐like genes diverged in function in the eudicots, where two duplications have resulted in three subclades, named euAP1, euFULI, and euFULII (Litt & Irish, 2003). Genes from all clades have been reported to regulate aspects of flowering in different species (Ferrándiz *et al*., 2000; Kobayashi *et al*., 2012; Morel *et al*., 2019; Jiang *et al*., 2022). In Arabidopsis, AP1 has in particular an essential role in the establishment of FM identity, together with its Brassicaceae‐specific paralog CAULIFLOWER (CAL) (both euAP1‐subclade), and *AP1* is additionally considered an A‐class gene important for sepal and petal identity. FUL, on the other hand, belongs to the euFULI‐subclade and has a more minor role in the timing of the floral transition together with SOC1 (Ferrándiz *et al*., 2000; Melzer *et al*., 2008) and in the regulation of FM identity together with AP1 and CAL (Ferrándiz *et al*., 2000). Besides its role in flowering, FUL has an important function in Arabidopsis silique development (Gu *et al*., 1998; Bemer *et al*., 2017). The euFULII‐subclade gene in Arabidopsis is called *AGAMOUS‐LIKE 79* (*AGL79*), a gene that is very weakly expressed (Parenicova *et al*., 2003), not capable of dimerization (de Folter *et al*., 2005), and under relaxed constraints. Because the euAP1 and euFUL clades split at the base of the core eudicots, the functions of the *AP1*‐ and *FUL*‐like genes have likely diverged in the different eudicot lineages. Indeed, while both genes have largely specialized in Arabidopsis, with a prominent role for *AP1* in FM specification and for *FUL* in fruit development, studies in other species show a more prominent role for the euFULII‐clade gene, for example, in *Medicago truncatula* (Cheng *et al*., 2018) and pea (Berbel *et al*., 2012), or more overlapping roles for the *AP1/FUL*‐clade genes, such as in petunia (Morel *et al*., 2019).

In tomato, the euAP1‐clade gene *MACROCALYX* (*MC*), the euFULI‐clade genes *FUL1* and *FUL2*, and the euFULII‐clade gene *MBP20* all function in the regulation of flowering (Yuste‐Lisbona *et al*., 2016; Jiang *et al*., 2022), a process very different from that in Arabidopsis. Another euFULII‐clade gene, *MBP10*, may become a pseudogene due to its weak overall expression and loss of putative TF binding sites (Maheepala *et al*., 2019; Jiang *et al*., 2022). Upon the floral transition in both the primary and sympodial tomato shoot, the vegetative shoot apical meristem (SAM) differentiates into a transition meristem (TM), which further develops into a determinate FM. However, before the FM initiates floral organs, a new meristem arises on its flank and adopts IM fate. This IM follows a similar developmental trajectory as the TM, resulting in sequential FM‐IM maturations, generating a zigzagged inflorescence with multiple flowers (Lippman *et al*., 2008). In recent years, it has been shown that orthologs of all major players from Arabidopsis, SOC1, FT, AP1, LFY, and UNUSUAL FLORAL ORGANS (UFO), also regulate tomato flowering (Lifschitz *et al*., 2006; Zahn *et al*., 2023;Allen & Sussex, 1996; Molinero‐Rosales *et al*., 1999; Lippman *et al*., 2008), but there are also differences, such as the prominent role for the *WOX9* ortholog *COMPOUND INFLORESCENCE* (*S*) (Lippman *et al*., 2008), and the BTB/POZ‐domain protein TERMINATING FLOWER (TMF) (MacAlister *et al*., 2012; Xu *et al*., 2016). Also, the *TFL1*‐ortholog *SELF PRUNING* (*SP*) does not appear to play a major role in tomato inflorescence formation but acts in the maintenance of vegetative growth in the sympodial shoots (Pnueli *et al*., 1998; Shalit *et al*., 2009; Park *et al*., 2014).

In particular, the contributions of MADS‐domain proteins seem to have evolved differently than in Arabidopsis. *SOC1* co‐orthologs play a less essential role in the initiation of flowering (Zahn *et al*., 2023), while *FUL*‐like genes are more important for this initiation and additionally contribute to FM maturation (Jiang *et al*., 2022). Moreover, the *SHORT VEGETATIVE PHASE* (*SVP*)‐ortholog *JOINTLESS* (*J*) and the *AP1*‐ortholog *MC* are both essential to maintain reproductive fate in the emerging IMs (Molinero‐Rosales *et al*., 2004; Szymkowiak & Irish, 2006; Nakano *et al*., 2012; Yuste‐Lisbona *et al*., 2016). Although the *AP1* and *FUL* orthologs appear to have shifted functions compared to Arabidopsis, it is unclear to what extent these transcription factors together control the regulation of the transition to flowering in the primary and sympodial shoots, FM meristem development, and IM meristem fate, and how they are executing these functions.

In this study, we therefore investigated the distinct and overlapping functions of the AP1/FUL‐like transcription factors in tomato. We analyzed the spatiotemporal expression patterns of these genes in reproductive meristems and their protein–protein interaction profiles with MADS‐domain proteins. Through CRISPR/Cas9 mutagenesis, we examined the roles of MC, FUL2, and MBP20 in regulating flowering and inflorescence development. Additionally, we identified target genes associated with these functions by integrating qPCR, RNA‐seq, and DAP‐seq data. This revealed novel targets that are probably involved in the regulation of meristem identity, including homologs of *KINASE‐INDUCIBLE DOMAIN INTERACTING 9* (*KIX9*), *WRINKLED3/4* (*WRI3/4*) and WRKY28. Our findings suggest that the functional separation observed in Arabidopsis *AP1/FUL‐*like genes is not universal across angiosperms, but rather, the combined action of these genes is essential for flowering and maintaining reproductive activity in tomato. However, MC appears to have an additional functionality in the suppression of *SP*.

## Materials and Methods

### Plant materials and growing conditions

*Solanum lycopersicum* L. cultivar Moneyberg (a TMV‐resistant version of Moneymaker, van Rengs *et al*., 2022) was used in all experiments. Seeds were germinated either on ½ MS for tissue culture or on filter paper in trays with 50 ml water for genotyping. Tissue culture transformation was conducted in a growth chamber with 16 h : 8 h, light : dark at 25°C. Seedlings from tissue culture and seed germination were transplanted in rockwool plugs (Grodan, Roermond, the Netherlands) and cultivated in another growth chamber (16 h : 8 h, light : dark at 21°C) for *c*. 4 wk. Finally, plants were transplanted to the glasshouse of Unifarm, Wageningen University & Research, and grown under natural light supplemented with artificial light if needed. Side shoots were removed once a week, and flowers were pollinated by vibrating each flower/truss two to three times a week with an electric toothbrush.

### Yeast two‐hybrid (Y2H)

Protein–protein interaction assays were performed using the GAL4 System as described (De Folter & Immink, 2011). In short, full‐length coding sequences of *MC* and *LIN* were amplified from meristem cDNA and cloned into pDONR201 and subsequently into the pDEST32 and pDEST22 destination vectors using the Gateway™ system. The vectors for the other MADS‐domain proteins had been previously generated (Jiang *et al*., 2022; Zahn *et al*., 2023). The expression vectors were transformed into the PJ69‐4A (pDEST22) and PJ69‐4α (pDEST32) yeast strains, and the different combinations were acquired by mating. Protein–protein interactions were screened on ‐LWH dropout medium, supplemented with 3 mM 3‐amino‐1,2,4‐triazole (3‐AT), and on ‐LWA dropout medium. Plates were incubated for 5 d at 20°C. All primers used for cloning are listed in Supporting Information Table S1.

### CRISPR/Cas9 genome editing and plant transformation

The construct to create mutations in the *MC* gene using CRISPR/Cas9 was generated by GoldenGate cloning and the MoClo toolkit according to Weber *et al*. (2011). In brief, the online tool http://www.rgenome.net/cas‐designer (Park *et al*., 2015) was used for sgRNA design. Two sgRNAs were fused to the synthetic U6 promoter as U6p:sgRNA and ligated in level 1 constructs pICH47761 and pICH47772. The level 1 constructs pICH47732‐NOSpro:NPTII:OCST, pICH47742‐35S:Cas9:NOST, pICH47751‐35S:GFP:ter35S, pICH47761‐sgRNA1, pICH47772‐sgRNA2, and the linker pICH41800 were cut/ligated into the level 2 vector pICSL4723 as described in Jiang *et al*. (2022). The level 2 construct was transformed into *Agrobacterium tumefaciens* C58C1 and further transformed into Moneyberg and the *ful2 mbp20* mutant (previously generated by Jiang *et al*. (2022)) through *Agrobacterium tumefaciens*‐mediated transformation (Van Roekel *et al*., 1993). Cas9‐free T1 plants were selected by PCR for phenotyping. All primers are listed in Table S1.

### Phenotyping

Each genotype was represented by at least 10 biological replicates (plants) in the glasshouse. The primary floral transition was determined by the number of leaves below the first inflorescence, and the sympodial flowering time by the number of leaves in at least seven successive sympodial units. The inflorescence architecture was characterized after it had fully developed.

### GUS assay

The GFP‐GUS reporter constructs were cloned using the standard Golden Gate cloning strategy. In the case of *MC*, the selected promoter fragment included most of the 5' UTR and stretched until the next upstream gene (MADS‐RIN), including its 3' UTR (*c*. 3.3 kb). In the case of *FUL2*, we used a 5 kb fragment encompassing all conserved regions we identified with MEME and mVista (primers are listed in Table S1). The promoter fragments were amplified from genomic DNA and cloned into MoClo level 1 vector pICH47742. They were then combined with pICH47732‐NPTII and pICH47751‐GFP/GUS into pICSL4723 (Weber *et al*., 2011). The reporter constructs were transformed to tomato cultivar Moneyberg as described in Van Roekel *et al*. (1993). The GUS staining buffer for histochemical analysis contained 10 mM EDTA, 0.1% v/v Triton X‐100, 2 mM potassium ferricyanide, 2 mM potassium ferrocyanide, and 2 mg ml^−1^ 5‐bromo‐4‐chloro‐3‐indolyl‐beta‐d‐glucuronic acid (X‐gluc) in 50 mM phosphate buffer (pH 7.0). Tissue was infiltrated with the GUS buffer in a vacuum pump for 2 × 5 min, then incubated at 37°C overnight and immersed in 70% ethanol to remove chlorofyl. Representative samples were imaged as described below.

### RNA *in situ* hybridization

*In situ* hybridization was conducted following the protocol as described in Gómez‐Mena & Roque (2018). Briefly, reproductive meristems from WT shoot apices were dissected and fixed in FAE (3.7% formaldehyde; 5% acetic acid; 50% ethanol; v/v), cleared in Histoclear, and embedded in paraffin for sectioning. The paraffin blocks were then sectioned at 8 μm. For specificity, probe regions were designed from the 5' and 3' cDNA sequences of *FUL1*, *FUL2*, and *MBP20*, while for *MC*, only a 3' fragment was used. These fragments were amplified, cloned into the pGEM‐T vector, and transcribed *in vitro* using T7 and SP6 RNA polymerase, with Digoxigenin labeling. Both probes were then mixed for the *in situ* assay. Primer sequences for probe synthesis are listed in Table S1.

### Meristem imaging

Shoot apices of young plants were dissected using a forceps, and older leaf primordia were removed to expose the meristems for imaging under the stereomicroscope (Stemi 508; Zeiss) with a coupled camera (AxioCam IC; Zeiss). Live meristems were imaged immediately after dissection, and stained meristems were imaged after removal of Chl using incubation in 70% EtOH.

### RT‐qPCR

For RT‐qPCR analysis of gene expression, a batch of plants was grown as a biological replicate, and the first sympodial shoot vegetative meristems (SVMs) of WT, *ful2/mbp20*, and *mc/ful2/mbp20* plants were harvested. At least 30 meristems were collected for one sample using a stereomicroscope (Stemi 508; Zeiss). FM and IM were collected together to validate DEGs in FM and IM. For floral bud sampling, at least 5 small buds (*c*. 0.5–1 cm in length) were pooled as a sample; RNA was isolated by a CTAB/LiCl method (Porebski *et al*., 1997). Three batches of plants of each genotype were grown in the glasshouse consecutively for triplicate sampling. During meristem sampling, an acetone fixation technique was used to stabilize the RNA (Park *et al*., 2012), and RNA was extracted using the PicoPure RNA Extraction kit (Arcturus/Thermofisher, Landsmeer, the Netherlands). After DNase treatment with Ambion Turbo DNase (AM1907), cDNA was synthesized with the iScript cDNA synthesis kit (Bio‐Rad). Real‐time RT‐PCR was performed with the iQ SYBR Green Supermix from Bio‐Rad with a standard 2‐step program of 40 cycles, annealing at 60°C. Some primers were derived from previous work (Jiang *et al*., 2022), while the remaining primers are listed in Table S1.

### RNA‐seq

The developmental stage of the first sympodial inflorescence was visually scored under a stereomicroscope. Before the visible formation of any floral organ primordia, the first FM and IM of the inflorescence were hand‐dissected and separated using a needle. Meristems were directly frozen in liquid nitrogen after dissection and pooled before RNA extraction. RNA was extracted using the PicoPure RNA Extraction kit (Arcturus). Samples were prepared in quadruplicate, meaning that plants were grown in 4 consecutive weeks and meristems were harvested when the plants had reached the developmental stage of interest. The samples FM *mc*, FM *ful2 mbp20*, and IM *ful2 mbp20* did not contain sufficient meristems in one batch and were analyzed in triplicate. Each biological replicate contained 12–34 meristems harvested from the same batch of plants, yielding 0.4–1.9 μg total RNA.

RNA‐Seq was performed by BGI Genomics using 2 × 150 bp paired‐end DNB‐Sequencing after quality control with an Agilent 2100 Bioanalyzer. Reads were filtered by removing adaptor sequences, contamination and low‐quality reads, and mapped to the tomato SL4.0 genome using HISAT2 (Kim *et al*., 2019) with default parameters. DEGs were calculated using DESeq2 (Love *et al*., 2014), either with a Wald test when comparing two groups (FM vs IM, or WT vs mutant), or with a likelihood ratio test (LRT) when comparing more than two groups. The PCA was performed with the built‐in R package prcomp using the top 500 DEGs with most variance.

### DAP‐seq

The method was carried out as previously detailed (Bartlett *et al*., 2017; Lai *et al*., 2020) with slight modifications. The experiment focused on the heterodimers/tetramers of interest: FUL2‐J, FUL2‐J2, FUL2‐TM3, MC‐J, MC‐J2, and MC‐TM3. Additionally, a control sample, generated using TnT reaction mixture without plasmid addition, was included to account for background signals and named ‘input’. Proteins were expressed *in vitro* using the TnT®SP6 High‐Yield Wheat Germ Protein Expression System (L3260; Promega) following the manufacturer's guidelines. All proteins were cloned into a pSPUTK (Stratagene, Amsterdam, the Netherlands) vector, with a 3×FLAG tag attached to FUL2 and MC. An equimolar ratio of plasmid (up to a total of 2 μg) was used for protein mixtures. Subsequent steps were conducted at RT, using DNA LoBind® tubes (0030108051; Eppendorf, Nijmegen, the Netherlands) to enhance sample recovery. The *in vitro* produced proteins (48 μl) and DNA library from tomato leaves (400 ng) were incubated in a total volume of 360 μl EMSA binding mix for 2 h to ensure optimal protein/DNA binding conditions (Smaczniak *et al*., 2012). The binding reaction was then added to 20 μl of washed anti‐FLAG® magnetic beads (M8823; Sigma‐Aldrich), and the volume was adjusted to 1 ml by adding lysis buffer (130‐091‐125; Miltenyi Biotec, Leiden, the Netherlands) containing protease inhibitor (11 697 498 001; Roche). This mixture was incubated for 2 h on a tube revolver rotator (88 881 001; Thermo Scientific, Breda, the Netherlands), followed by three washes with 400 μl TBS. Bound proteins were eluted from the beads by incubating with 400 μl TBS containing 150 ng μl^−1^ FLAG peptides (APExBIO A6001) for 45 min on a tube revolver. Then, the supernatant was collected on a magnetic stand. A second elution step was similarly performed to obtain a total volume of 800 μl. The supernatant was incubated at 95°C for 10 min, then immediately subjected to column purification (MACHEREY‐NAGEL 740609.50S) and eluted with 50 μl Elution Buffer. The eluted DNA fragments were amplified for 20 cycles with Q5® High‐Fidelity DNA Polymerase (M0491; NEB/BIOKE, Leiden, the Netherlands) using Illumina TruSeq adaptors carrying unique barcodes. The amplified fragments were purified with AMPure XP beads (A63880; Beckman Coulter, Woerden, the Netherlands). Samples with different barcodes were pooled in equimolar ratios and sequenced with NovaSeq (Novogene, Amsterdam, the Netherlands) for 150 cycles using paired‐end sequencing. Each sample condition, run in triplicate, yielded *c*. 10–30 million reads. The reads were trimmed with Trim Galore (https://github.com/FelixKrueger/TrimGalore) and mapped to the Moneyberg genome (van Rengs *et al*., 2022) with hisat2 (Kim *et al*., 2019). For each sample, peaks were called using MACS2 (Zhang *et al*., 2008) with a significance threshold of *P* < 0.0001, and BAM files are used for differential peak analysis with MACS2 bdgdiff (Zhang *et al*., 2008). The peaks were then annotated with ChiPseeker (Yu *et al*., 2015). To obtain motif files, we performed additional peak analysis with MEME (Bailey *et al*., 2015) and GEM (Guo *et al*., 2012). The IGV genome browser (Thorvaldsdóttir *et al*., 2013) was used to visualize all peaks and sequencing data. CArG‐box spacing analysis was performed as described by Lai *et al*. (2020). For the ampDAP‐qPCR, the DAP library was amplified according to O'Malley *et al*. (2016) and an aliquot was used for qPCR (primers in Table S1). *C*_t_ enrichment values were corrected based on the primer efficiencies.

### EMSAs

Electrophoretic mobility shift assays (EMSAs) were performed as described by Smaczniak *et al*. (2012) with minor modifications. The MC coding sequence was amplified from WT Moneyberg cDNA and cloned into pSPUTK (see Table S1 for primer sequences). The FUL2 and J coding sequences were cloned into pSPUTK as previously described (Jiang *et al*., 2022). The pSPUTK promoter facilitated *in vitro* protein synthesis using the TnT SP6 High‐Yield Wheat Germ Protein Expression System (Promega), following the manufacturer's instructions. Probe fragments, ranging from 80 to 150 bp and containing the CArG‐box centrally located, were amplified from genomic DNA. Oligonucleotides were fluorescently labelled with DY‐682 via PCR using vector‐specific DY‐682‐labeled primers, followed by purification with the NucleoSpin Gel and PCR Clean‐up Kit (Macherey‐Nagel, Dueren, Germany). Gel shifts were visualized using a LiCor Odyssey imaging system at 700 nm.

## Results

### The tomato AP1/FUL‐orthologs share functions in the reproductive meristems

The M‐ and K‐ domains of AP1/FUL‐like proteins are highly conserved, while their I‐domain and C‐terminus exhibit greater divergence, suggesting potential functional diversification (Fig. S1). To determine to what extent the functions of the *AP1/FUL*‐like genes overlap during reproductive meristem development, we investigated their expression profiles in detail in existing transcriptome data (Jiang *et al*., 2022) (Fig. 1a). *MC* is lower expressed than *FUL2* and *MBP20* in the vegetative meristem (VM), at a similar level as *FUL1*, but its expression sharply increases in TM and FM, reaching a much higher level than any of the tomato *FUL*‐like genes (*SlFULs*). This expression pattern is consistent with a prominent role for *FUL2/MBP20* in flowering time regulation (Jiang *et al*., 2022), and a more important role for *MC* in FM development (Molinero‐Rosales *et al*., 2004; Szymkowiak & Irish, 2006).

**Fig. 1:**
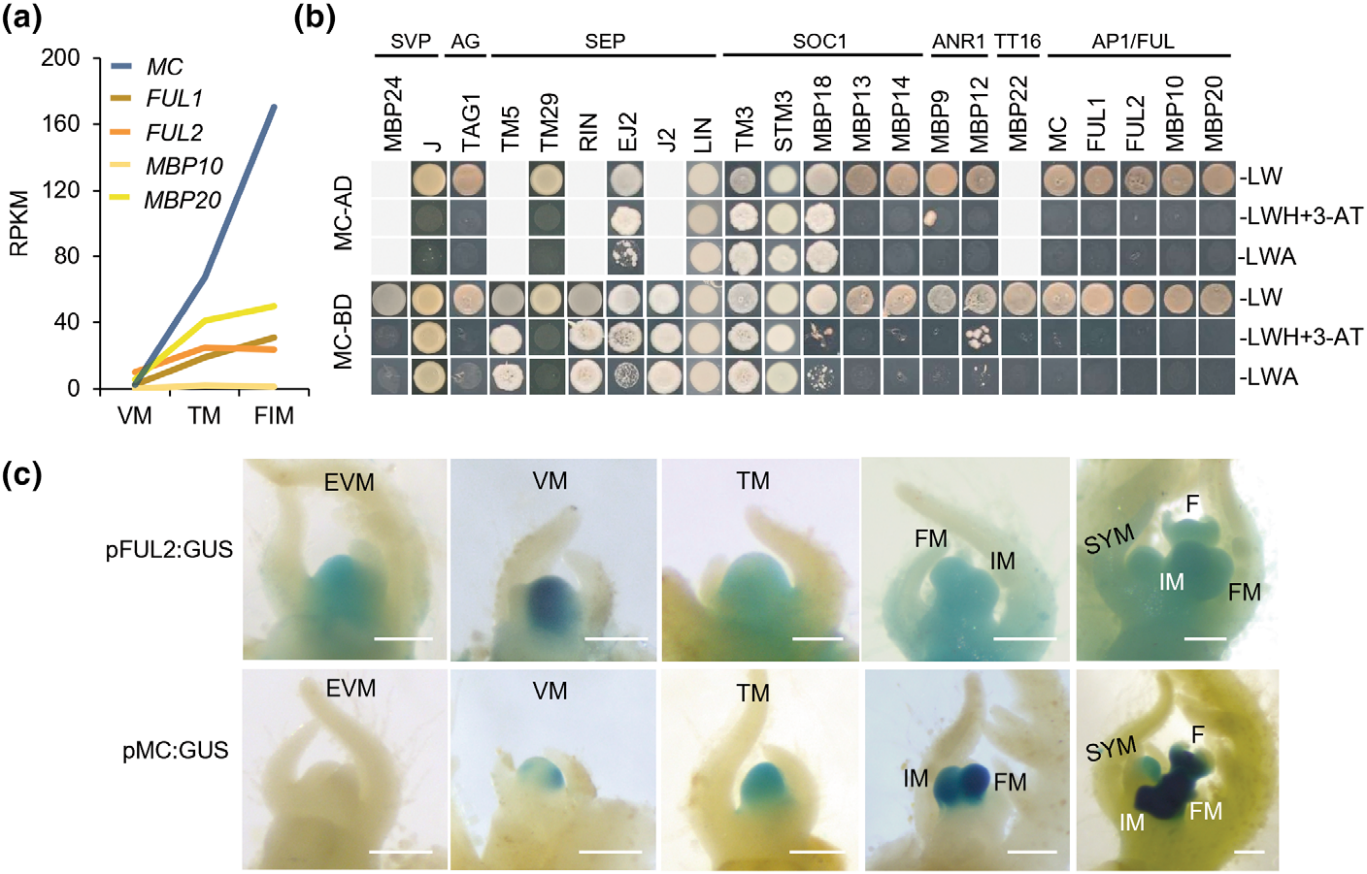
Characterization of the tomato AP1/FUL‐like MADS‐box genes/proteins. (a) Normalized gene expression (RPKM) of *AP1/FUL*‐like genes in the primary shoot meristem of wild‐type. The values shown are the average of three replicates. FIM, floral meristem and inflorescence meristem; TM, transition meristem; VM, vegetative meristem. (b) Protein interactions between the MC protein and other tomato MADS‐domain proteins in a yeast 2‐hybrid assay. Grey boxes indicate that the interaction was not tested, in most cases, because the bait gave auto‐activation. A, adenine; H, histidine; L, leucine; W, tryptophan; 3‐AT, 3‐amino‐1,2,4‐triazole (tested concentration: 3 mM 3‐AT). (c) GUS staining of pFUL2:GUS and pMC:GUS reporters in shoot apical meristems. EVM, early vegetative meristem; F, flower bud; FM, floral meristem; IM, inflorescence meristem; SYM, sympodial meristem. White bar, 200 μm.

To investigate the hypothesis that MC and the SlFULs act redundantly in the same protein complexes when co‐expressed, we tested the protein–protein interactions that can be formed by MC and compared them with the set that we identified before for the four FUL‐like proteins (Jiang *et al*., 2022; Zahn *et al*., 2023). Among the FUL‐like proteins, FUL2 displayed most interactions, with 11 of the 22 tested tomato MADS‐domain proteins, while FUL1 and MBP20 both interacted with a subset of these, and MBP10 hardly interacted at all (Jiang *et al*., 2022). We used the same set of MADS‐domain proteins to screen for the MC protein–protein interactions and found that MC could interact with the same proteins as FUL2, except for TAG1 and TM29, for which no interaction was observed (Figs 1b, S2 for a comparison of the MC and SlFUL interactions) (Leseberg *et al*., 2008; Jiang *et al*., 2022). Our results are consistent with earlier yeast two‐hybrid studies in which a few MC interactions were tested, with the exception of the interactions with TM5 and EJ2, which were not reported previously (Leseberg *et al*., 2008; Jiang *et al*., 2022; Zahn *et al*., 2023). Like the SlFULs, MC cannot form a homodimer, nor can it heterodimerize with any of the SlFULs. The similar protein–protein interaction patterns of MC and FUL2 hint towards overlapping biological functions.

To investigate in more detail the putative distinct and overlapping functions of *FUL2* and *MC* during reproductive meristem development, we generated pFUL2:GUS and pMC:GUS stable transgenic lines and performed a histochemical assay (Fig. 1c). The GUS stainings of pFUL2:GUS and pMC:GUS show that *FUL2* is active before *MC* in the VM, while *FUL2* and *MC* have similar expression patterns in the FM and IM, with more intense staining for *MC*. Notably, the *FUL2* signal is also present in the stem below the meristem. Together, our detailed expression analysis and protein–protein interaction studies suggest that FUL2 may be more important than MC in the primary transition to flowering, while both genes potentially have redundant functions in the IM, FM, and sympodial shoot meristem (SYM). Because *FUL1* and *MBP20* are also considerably expressed in reproductive meristems and share interaction partners with MC (Fig. 1a,b), we additionally performed *in situ* hybridizations with specific probes to assess their potential contributions. The results clearly showed that *MBP20* and *FUL1* transcripts are located in the IM, FM, and SYM (Fig. S3), and thus probably have overlapping functions. Additionally, the *in situ* hybridizations confirmed *FUL2* and *MC* expression in the FM and IM (Fig. S3), consistent with previous findings with a less specific probe (Yuste‐Lisbona *et al*., 2016).

### The tomato *AP1* /*FUL‐*like genes together regulate the transition to flowering, particularly in the sympodial shoot

To investigate the unique and redundant functions of *MC* and the *SlFUL*s *in planta*, we knocked out *MC* in the wild‐type (WT) as well as in the *ful2 mbp20* mutant (Jiang *et al*., 2022) (Fig. 2a). The *ful2 mbp20* double mutant was selected because *FUL2* and *MBP20* have previously been shown to regulate both the floral transition and inflorescence architecture in a redundant manner (Jiang *et al*., 2022). We confirmed the previously observed one‐leaf delay in flowering in primary shoots of the *mc* mutant (Yuste‐Lisbona *et al*., 2016). Additionally, we observed that the *mc* mutation enhanced the *ful2 mbp20* flowering phenotype (Fig. 2b). The delayed flowering is condition‐dependent and was much greater in an autumn glasshouse trial than in spring (Figs 2b, S4). The stronger flowering phenotype of *ful2 mbp20* compared to *mc* indicates a larger contribution of *FUL2* and *MBP20* to the primary floral transition. In sympodial shoots, however, which in wild‐type and *mc* single mutants make the transition to flowering after three leaves (Fig. 2c,d), the combined loss of *MC, FUL2*, and *MBP20* dramatically delayed sympodial flowering. While *ful2 mbp20* sympodial shoots flower after 4–5 leaves, *mc ful2 mbp20* shoots remain in a vegetative state progressively longer, with even a 24‐leaf floral transition in the third sympodial shoot, after which flowering was abolished. This phenotype was variable as well, and even more severe outside the growing season (autumn/winter). These results indicate that *FUL2/MBP20* are most important for flowering time in both the primary and sympodial shoots. However, *MC* also contributes, particularly in the sympodial shoots, where the *AP1/FUL*‐like genes turn out to be major determinants of the floral transition.

**Fig. 2:**
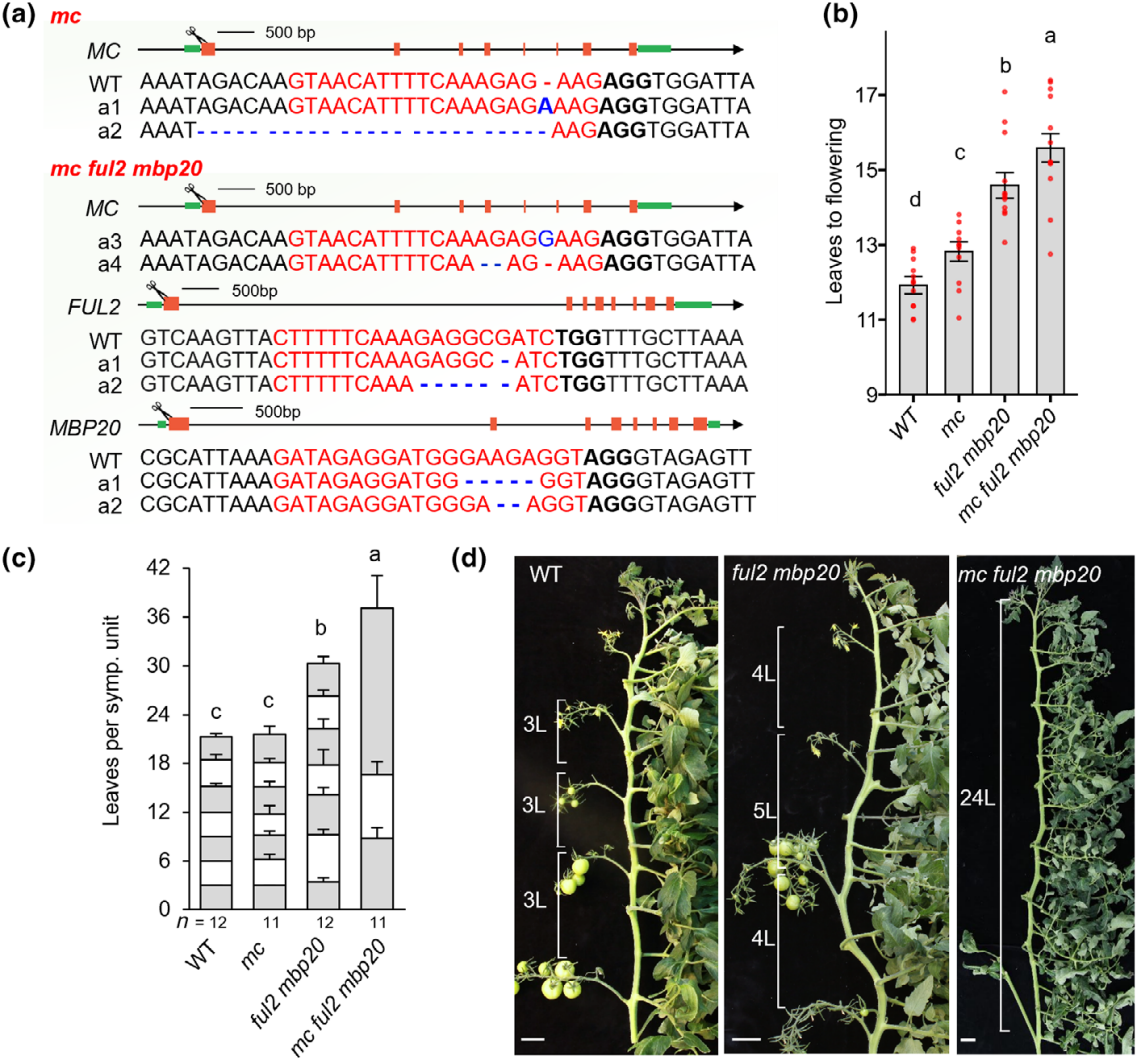
Floral transition phenotypes of the tomato *mc*, *ful2 mbp20* and *mc ful2 mbp20* mutants (a) CRISPR‐induced out‐of‐frame deletions and insertions (in blue) in the characterized lines. The red font highlights sgRNA targets with protospacer‐adjacent motif (PAM) sequences in black bold. Cartoon scissors indicate the targeted exons in the depicted gene model on top. (b) Primary shoot flowering time indicated by the number of leaves to the first inflorescence in wild‐type and mutants. Red dots indicate the value for each measured individual (c) Flowering times from the successive sympodial shoots of the same set of plants as in (b). The average leaf number of all sympodial shoots from each plant was used for statistical significance analysis. *n*, number of individual plants measured. (d) Representative main shoots from wild‐type and mutant plants. For the *mc ful2 mbp20* mutant plant, only the third sympodial unit is shown, and the third inflorescence was removed due to bushy vegetative growth. L, leaf. Bars, 5 cm. In (b, c), mean values (± SD) were compared between genotypes using one‐way ANOVA followed by a *post hoc* LSD test; different letters indicate the significance at *P* < 0.05.

### *mc ful2 mbp20* mutants show enhanced inflorescence defects

It has previously been shown that the inflorescences of *mc* plants revert to vegetative growth after a few flowers with leaf‐like sepals have been formed (Nakano *et al*., 2012; Yuste‐Lisbona *et al*., 2016). We observed the same in our *mc* single mutants but found that *FUL2* and *MBP20* mutations severely enhanced the vegetative reversion of the *mc* mutant inflorescences (Fig. 3), with vegetative reversion directly after the formation of the first flower. The resulting bushy inflorescence made occasionally again the transition to flowering, reminiscent of sympodial shoots (Fig. 3d). To explore the developmental basis for the inflorescence defects in each genotype, we dissected and compared the SAM growth dynamics at different reproductive stages. As previously shown, *ful2 mbp20* mutant inflorescences are branching due to delayed maturation of the FM, allowing more than one IM to form (Lippman *et al*., 2008; Jiang *et al*., 2022). Branching appears to occur less in *mc* single mutants, although this phenotype is also variable, ranging from non‐branched to multiple‐branched inflorescences (Figs 3c, S5a). In *mc*, after the initiation of a few flowers, the lateral meristem adopts a vegetative fate of either leaf development or shoot growth, and this vegetative reversion occurs much earlier in *mc ful2 mbp20*, initiating only one FM that develops into a flower with leaf‐like sepals (Figs 3b,d, S5b). In *ful2 mbp20* and *mc ful2 mbp20*, the maturation of the first FM is delayed, allowing additional IM‐like (IML) meristems to form on its flank, and these IMLs adopt vegetative fate to make a bushy inflorescence. Thus, *MC* controls IM specification with a contribution of *FUL2/MBP20*. This is supported by the fact that the inflorescences of *slful* higher order mutants (*ful1 ful2 mbp20*) revert to leaf and/or shoot growth occasionally, but more often than those of WT plants (Fig. S6).

**Fig. 3:**
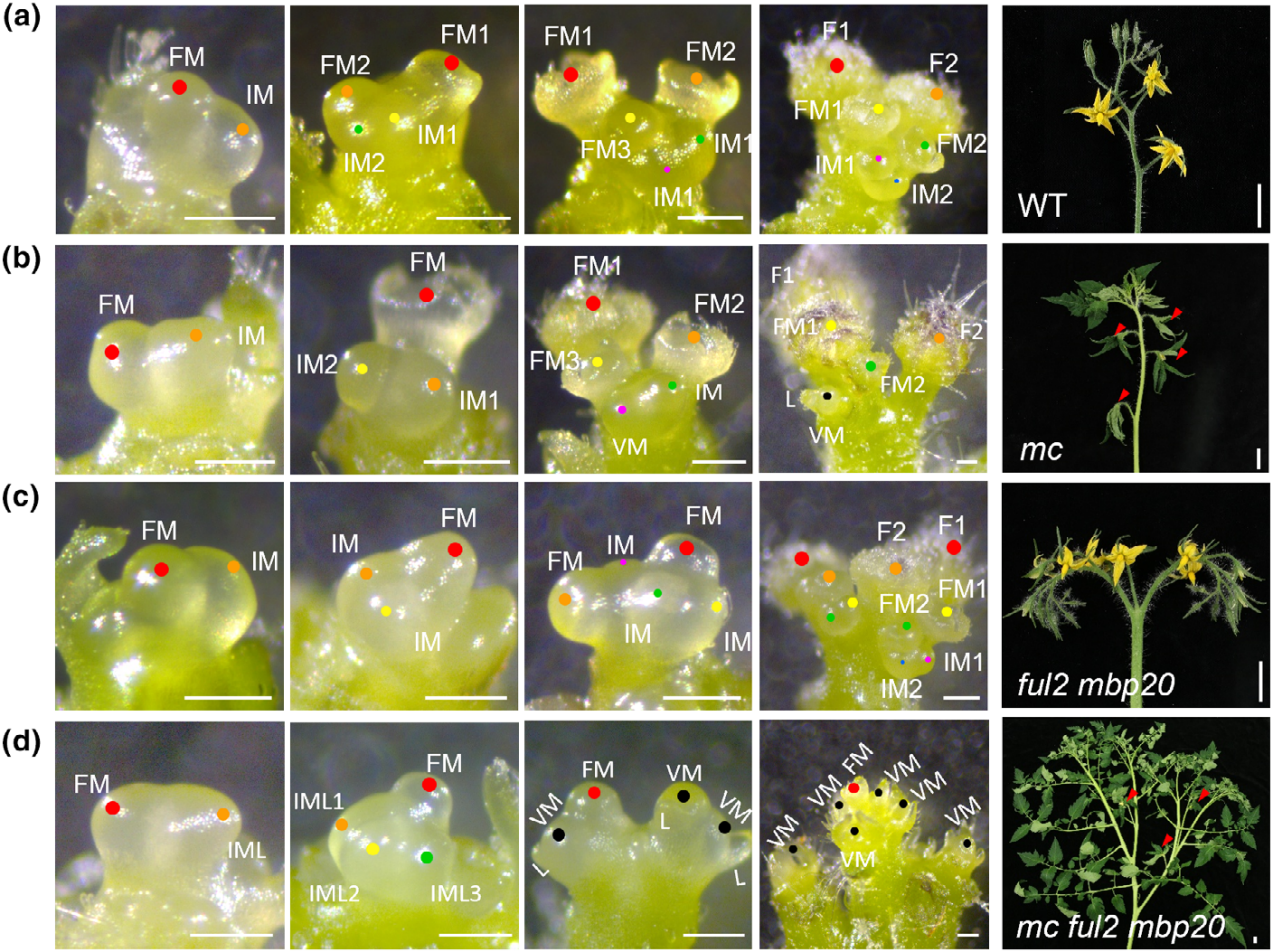
Loss of *AP1/FUL*‐like genes causes severe inflorescence defects in tomato by changing IM fate. (a–d) Developmental series of a sympodial meristem after the transition to flowering, from the FM stage to an inflorescence. (a) WT, (b) *mc* mutant, (c) *ful2 mbp20* mutant, and (d) *mc ful2 mbp20* mutant. F, flower; FM, floral meristem; IM, inflorescence meristem; IML, IM‐like; VM, vegetative meristem; L, leaf. Colored dots reflect sequential meristem initiation (order of appearance: red, yellow, orange, green, purple, and blue); black dots highlight VMs. White bar, 200 μm. The panels on the right show representative inflorescences from all genotypes. The red arrowheads indicate flowers. White bar, 2 cm.

### Potential downstream targets of MC and FUL2/MBP20 in the sympodial shoot floral transition

Since sympodial shoot flowering is unaffected in *mc* mutants, mildly delayed in *ful2 mbp20* mutants, but dramatically delayed in *mc ful2 mbp20* mutants, we wondered how the three genes together regulate sympodial flowering time. Interestingly, *MC*, *FUL2*, and *MBP20* have similar expression levels in the sympodial shoot vegetative meristem (SVM) (Fig. 4a), in contrast to the primary VM. To investigate if the dramatic delay was linked to upregulation of the known sympodial cycling regulator *SP* or its interactor, SP‐interacting G‐BOX (*SPGB*) (Carmel‐Goren *et al*., 2003; Shalit *et al*., 2009; Park *et al*., 2014), we harvested SVMs from WT, *mc*, *ful2 mbp20*, *ful1 ful2 mbp10 mbp20* (*quadful*) and *mc ful2 mbp20* mutants. Harvesting sufficient SVMs from *mc ful2 mbp20* plants was very challenging, given their highly variable delay in the primary and sympodial floral transitions. We obtained three samples, which each contained several pooled SVMs, but the degree of vegetativeness of these meristems was difficult to assess. There was no significant difference in the expression levels of *SP* and *SPGB* in the different mutant backgrounds, indicating that the delayed floral transition is not regulated via the SP‐SPGB module (Fig. 4b). Therefore, we tested other genes reported to regulate the floral transition or acting downstream of the tomato *FUL*‐like genes (Jiang *et al*., 2022; Zahn *et al*., 2023; Huerga‐Fernández *et al*., 2024). The vegetative markers *APETALA 2b* (*AP2b*) and *AP2c*, involved in the primary floral transition (Zahn *et al*., 2023; Huerga‐Fernández *et al*., 2024), were not significantly dysregulated in any of the mutants, nor was the expression of *BRANCHED 1b* (*BRC1b*) (Fig. S7). However, significant differences were observed in the expression levels of a close homolog of *AT‐HOOK MOTIF CONTAINING NUCLEAR LOCALIZED 15* (*AHL15*), a meristem maturation gene (Karami *et al*., 2020; Jiang *et al*., 2022) and the cytokinin oxidase genes *CKX5*, *CKX6*, and *CKX8*, which have been previously associated with the primary floral transition (Jiang *et al*., 2022) (Figs 4b, S7). *AHL15* was derepressed in all mutant combinations, indicating that it is controlled by both MC and the SlFULs. However, surprisingly, there was no additive effect detected in the *mc ful2 mbp20* triple mutant. By contrast, all three tested *CKX* genes were only strongly upregulated in the *mc ful2 mbp20* mutant, without significant effect in any of the other mutant combinations. This could indicate that the *AP1/FUL‐like* genes act completely redundantly in the regulation of the *CKX* genes in the SVM, but it may also indicate that the *mc ful2 mbp20* SVM samples have a different (more vegetative) stage than the other harvested samples. In conclusion, the results suggest that it is not the SP‐SPGB module, but rather the combination of a few other downstream genes, such as *AHL15* and *CKX5/6/8*, that are repressed by *AP1/FUL‐like* to promote the sympodial floral transition.

**Fig. 4:**
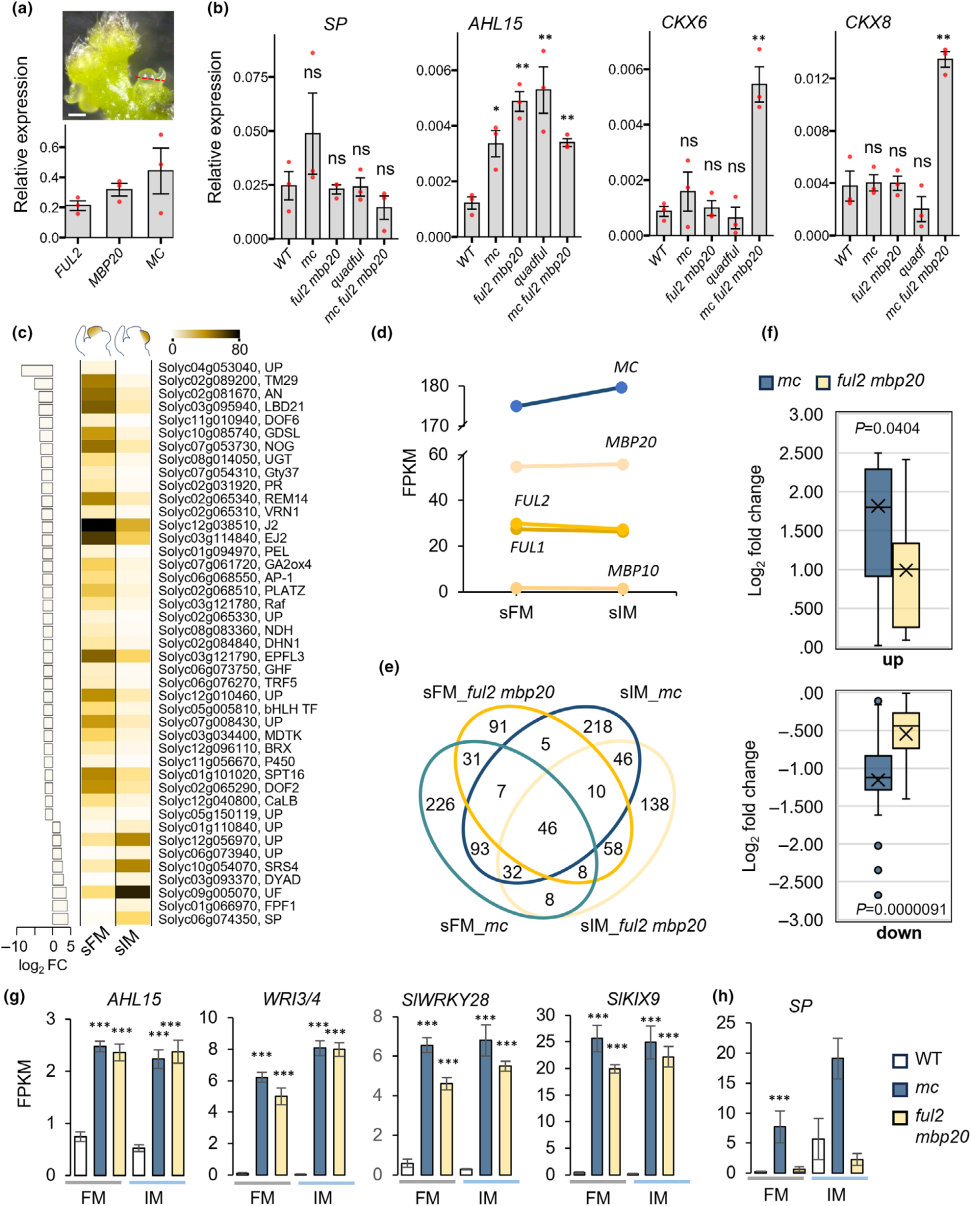
Target gene analysis in the tomato SYM, FM, and IM. (a) Upper panel: manual dissection of the SVM (sympodial shoot vegetative meristem), tissue above the red line was sampled; lower panel: the *AP1/FUL*‐like gene expression in SVM. White bar, 200 μm. (b) Gene expression in the SVM obtained by qRT‐PCR. Red dots indicate the value for each measured individual. (c) DEGs differentially expressed in FM and IM. Left bars, expression difference (log_2_ fold change) between FM and IM. The heatmap represents average FPKM values of four biological replicates. The schematic apices on top show the sampled meristems. The abbreviations for the gene names listed are derived from their respective full names. UP, unknown protein. (d) Expression of the *AP1/FUL*‐like genes in the FM and IM. (e) Venn diagram displaying the number of specific and common DEGs (*P*adj < 0.01). All genes in the Venn diagram are included in Supporting Information Dataset S2. (f) Boxplot displaying the distribution of log_2_ fold changes in gene expression for DEGs in *mc* and *ful2 mbp20* mutant FMs. The *P* value was calculated using a one‐tailed independent Student's *t*‐test. Upper plot: upregulated genes; lower plot: downregulated genes. (g) Strongly upregulated common DEGs in the FM and IM of WT, *mc*, and *ful2 mbp20* (qRT‐PCR validation in Fig. S13). (h) *SP* is specifically upregulated in *mc* mutants. The data represent mean FPKM values ± SE from three biological replicates (FM *mc*, FM *ful2 mbp20*, IM *ful2 mbp20*) or four biological replicates (FM WT, IM WT, IM *mc*). Significant differences compared to the respective WT (FM or IM) are indicated by asterisks (***, *P*_adj_ < 0.001, in (g, h)). In (b), values represent the mean ± SE of three biological replicates. Significant differences were determined using a one‐tailed Student's *t*‐test (*, *P* < 0.05; **, *P* < 0.01). ns, non‐significant.

### Transcriptome profiling of FMs and IMs

To further dissect the roles of MC and FUL2/MBP20 in the regulation of IM and FM identity, we performed transcriptomic profiling of WT, *mc*, and *ful2 mbp20* separated FMs and IMs. Due to the largely delayed flowering of the *mc ful2 mbp20* plants, we were unfortunately unable to harvest sufficient meristems from this mutant. We hand‐dissected the inflorescences of the first sympodial shoot (i.e. the second inflorescence) and separated the first FM and IM before the visible formation of floral organs (Fig. 4c). The first FM/IM was chosen to avoid harvesting dissimilar tissues, because after the production of a few flowers, *mc* mutant inflorescences revert to the vegetative stage. High‐throughput sequencing of these samples resulted in distinct transcriptomic profiles for both meristem types. To assess the quality of these profiles with respect to FM/IM tissue separation, and to gain insight into genes that specifically mark the FM or IM stages, we explored which meristem‐maturation markers are enriched in our FM and IM samples. For a complete time course, the generated FM/IM expression data were combined with data of the primary VM, TM, and pooled primary FM/IM from a previous study in Moneyberg (Zahn *et al*., 2023). We selected genes that have been reported as meristem‐maturation markers (Park *et al*., 2012; Lemmon *et al*., 2016; Meir *et al*., 2021) and that are dynamically expressed over the five stages of reproductive meristem development (*P*_adj_ < 0.05, 89% of reported markers). Clustering of these 2608 marker genes based on the developmental stage with the highest expression level revealed clear expression profiles for all developmental stages (Fig. S8; Dataset S1). The FM samples display high expression of the FM markers *FA* and *ANANTHA* (*AN*, ortholog of *UFO*) (Lippman *et al*., 2008), while the IM markers *UNIFLORA* (*UF*) and *LONG INFLORESCENCE* (*LIN*, ortholog of *SEP4*) peak in the IM samples (Dielen *et al*., 2004; Soyk *et al*., 2017), thereby confirming that the separation of the distinct meristems was successful. In the FM data, many specific or highly enriched genes were identified, including *J2* and *EJ2* (*SEP4* orthologs), of which the proteins interact with FUL2 and MC (Fig. 4c). Only a few specific genes were associated with the IM, namely *LIN* (Fig. S8), *SlWUS* (ortholog of *WUS*) (Fig. S8), the floral repressor *SP*, *UNIFLORA* (*UF*), the SHI‐RELATED SEQUENCE (SRS)‐family gene SlSRS4 (Lu *et al*., 2023), the GA‐signaling gene *FLOWERING PROMOTING FACTOR 1* (*FPF1*) (Lee *et al*., 2022), and three unknown proteins (Fig. 4c).

To learn more about the contributions of the *AP1/FUL*‐like genes in FM and IM regulation, we checked their expression levels in the first sympodial FM and IM and found that *MC* is highest expressed in both meristem types. Its levels are about three times higher than those of *MBP20*, which is the second highest expressed, followed by *FUL1* and *FUL2*. Finally, *MBP10* is not expressed in both meristem types (Fig. 4d). Notably, these expression values differ from those observed in the primary shoot meristems (i.e. the first inflorescence), where the expression of *FUL1* depends on FUL2/MBP20, and *MC* is weaker expressed than *FUL2/MBP20* in VM (Fig. 1a) (Jiang *et al*., 2022). The contribution of *FUL1* appears minor though, as *ful2 mbp20* and *ful1 ful2 mbp20* mutants have very similar phenotypes (Jiang *et al*., 2022). Interestingly, *MC, FUL1, FUL2*, and *MBP20* each have similar expression levels in FM and IM, suggesting that they play roles in both meristem types, in line with their capacity to interact with J2/EJ2 and LIN. The higher expression of *MC* compared to *FUL2* and *MBP20* points towards a more important function for the *AP1*‐ortholog.

### Largely overlapping target gene sets reflect the FM‐to‐IM identity shift in *mc* and *ful2 mbp20* mutants

To get more insight into the differences between the role of the *AP1*‐like gene *MC* and the *FUL*‐like genes *FUL2/MBP20* in sympodial FM and IM formation, we performed differential expression analysis. Principal component analysis (PCA) of all samples revealed that PC1, which explains 34% of the variance (Fig. S9), is associated with many of the FM or IM markers identified in Fig. 4(c), including *AN, TM5, TM29, REM14, LBD21, UF*, and *SlSRS4*. Thus, PC1 directly reflects FM/IM identity, while PC2 and PC3, which explain 13% and 11%, respectively, both appear to separate the samples based on their genotype (independent of meristem identity).

In the PCA plot, the WT FM and IM samples are extremities on the PC1 axis, while the FMs of the mutants are shifted toward the IM (Fig. S9). Especially, the *mc* FM is closer to IM than to FM identity, indicating that the *mc* FM is more similar to the IM on the transcriptome level. The *ful2 mbp20* FM is positioned between the FMs of WT and *mc*, suggesting a less important role for FUL2/MBP20 in the acquisition of FM identity. We observed that many differentially expressed genes (DEGs) displayed minor changes in expression level, probably reflecting the meristem identity shift (or FM maturation delay) rather than being a direct effect of loss of *MC/FUL2/MBP20* activity. To find a balance between the low fold changes and significance, we determined the DEG lists based on a *P*adj < 0.01, a fold change > 1.25 or < 0.8, and FPKM values > 1. For the FM samples, this resulted in 256 and 451 DEGs for *ful2 mbp20* and *mc*, respectively. The overlap between the DEGs from both mutants is 92 (Fig. 4e; Dataset S2), which is lower than we expected. Therefore, we inspected the DEG lists in more detail and discovered that of the 359 ‘specific’ *mc* DEGs, 292 showed the same expression trend in *ful2 mbp20*, albeit not significant. In line with this, 291 of the 292 genes were more strongly dysregulated in *mc* than in *ful2 mbp20* (quantified in Fig. 4f). Similarly, of the 323 specific *mc* DEGs in the IM, 214 show a comparable trend in *ful2 mbp20* (Dataset S2). Moreover, 101 genes were differentially expressed in the *mc* mutant but had WT expression levels in *ful2 mbp20*, suggesting that the dominant effect of *MC* on IM fate is even more prominent than on FM fate. Notably, although some FM markers have changed their expression in *mc* and *ful2 mbp20*, most of them, such as *AN, S, LBD21, PUCHI, DOF2, DOF6*, *J2, EJ2*, and *TM2*9, have not significantly changed (Dataset S3), indicating that the shift towards IM/TM identity depends on the cumulative expression change of only part of the IM‐ and FM‐identity genes. It is plausible that this shift causes the delayed maturation in *ful2 mbp20* and *mc ful2 mbp20* FMs, associated with branching (Fig. 3c,d).

### MC and FUL2/MBP20 repress the same genes to control reproductive meristem identity

To better understand how MC and FUL2/MBP20 regulate reproductive meristem identity, we focused on several of their DEGs, which are strongly repressed by both and encode transcription (co‐)factors (Fig. 4g; Table S2; Dataset S3). These are: *AHL15‐like* (*AT‐HOOK MOTIF NUCLEAR‐LOCALIZED PROTEIN 15*, Solyc12g087950), a suppressor of axillary meristem maturation known to be regulated by FUL in Arabidopsis (Karami *et al*., 2020), *WRI3/4*‐like (Solyc06g068570), an AP2/ERF TF that regulates fatty acid accumulation and ABA response in Arabidopsis (Lee *et al*., 2009; To *et al*., 2012), a WRKY TF (*SlWRKY28‐like*, Solyc12g011200), a regulator of cell fate and leaf senescence in Arabidopsis (Zhao *et al*., 2018; Tian *et al*., 2020), and *SlKIX9*‐like (*KINASE‐INDUCIBLE DOMAIN INTERACTING 9*‐like, Solyc08g059700), which has a conserved role in the control of organ size in both rosid and asterid species (Liu *et al*., 2020; Swinnen *et al*., 2022). We confirmed the differential expression of these four genes by qRT‐PCR in independently sampled IM/FM pools (Fig. 4g). Notably, checking the *tm3 stm3* DEG list of Zahn *et al*. (2023) revealed that the four genes are also derepressed in *tm3 stm3* mutant meristems (Fig. S10). We then also checked their expression in SYMs of WT, *mc*, and *ful2 mbp20* by qRT‐PCR and found them also derepressed there (Fig. S11). This indicates that these DEGs are more generally repressed by MADS‐domain transcription factors to promote reproductive fate. Their annotations suggest that this involves regulation of cell division, meristem maturation, and repression of undesired processes such as fatty acid biosynthesis or ABA signaling.

Several MADS‐box genes are upregulated in the *mc* and *ful2 mbp20* mutant meristems (Fig. S12). In particular, the upregulation of *MBP10* is interesting, given its proposed pseudogenization (Maheepala *et al*., 2019; Jiang *et al*., 2022). It is in line, however, with its upregulation in the *jointless* mutant reported by Huerga‐Fernández *et al*. (2024). The misexpression of related genes may interfere with the interpretation of the mutant phenotypes. For example, the upregulation of *MBP20*, *FUL1*, and *MBP10* in *mc* meristems could explain why some *mc* phenotypes are rather mild.

### Identification of putative *MC* or *FUL2/MBP20* unique DEGs

The expression data suggest that the stronger vegetative reversion phenotype in the *mc* mutant is a result of the more pronounced effect of MC on the target gene set shared with FUL2/MBP20. However, there appear to be a few *mc*‐specific DEGs that are differentially regulated in *mc* reproductive meristems (at least two‐fold) but expressed at WT levels in *ful2 mbp20* (Table S2; Dataset S3). This list is very short, with only 21 genes, and of these, we could only confirm the specific upregulation of *KAN2*‐like (*KANADI 2‐like*) and *SP* using qRT‐PCR on independently harvested FM‐IM samples (Figs 4h, S13). In particular, the specific upregulation of *SP* is interesting. While *SP* is stably repressed in the WT FM, its expression in the WT IM is highly variable (Table S2; Fig. 4h), possibly reflecting a transient role in the IM. In *mc* FMs, *SP* is strongly derepressed, with levels *c*. 20‐fold higher than the WT (Table S1). In *mc* IMs, *SP* levels are also higher, on average about threefold compared to WT IMs, but this is only significant in the FM‐IM qRT‐PCR data (Fig. S13).

We also identified 19 putative FUL2/MBP20‐specific genes (Table S2). However, specific expression could not be confirmed for selected DEGs in new FM‐IM samples or floral buds using qRT‐PCR (Figs S13, S14), with the exception of an orphan gene (Solyc12g062200), which was highly derepressed in *ful2 mbp20* FMs/IMs and in *mc ful2 mbp20* floral buds (Figs S13, S14; Table S2). In conclusion, MC appears to have a stronger effect on the acquisition of IM identity than FUL2/MBP20 because it is a more potent regulator of the common target gene set, but possibly also because it has a specific effect on *SP*. The stronger effect of MC on target gene expression may be caused by its higher expression level in IM/FM, but it is also possible that the AP1‐ and FUL‐like proteins bind with different affinities to the DNA of their target genes.

### Genome‐wide identification of the direct downstream targets of FUL2 and MC

To test whether the AP1‐ and FUL‐like TFs bind to the same genomic loci with equal affinity, or display different binding affinities, we performed DNA affinity purification sequencing (DAP‐seq). 

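In DAP‐seq, a TF is made in a cell‐free expression system, incubated with a library of genomic DNA fragments and pulled down by its tag, and the fragments it holds are sequenced. The binding measured is therefore in vitro, on naked DNA. The library here was made from leaf DNA of the tomato cultivar Moneyberg and was not amplified before the incubation. FUL2 and MC, each combined with J, J2 or TM3, made 6 complexes with 3 libraries each, and 3 input libraries served as control. The authors trimmed the reads, mapped them to the Moneyberg genome with hisat2, merged the alignments of a complex and called narrow peaks with MACS2, and they deposited one peak list per complex. The name of the merged alignment refers to 2 input alignments in each of the 6 lists, and whether one of them already was a merge of several libraries is not stated in the paper's text. The lists hold no value per library, so the differences between complexes given here have no replicate error and were not tested against one. Each peak carries a position, a summit, a fold enrichment over the local background, a −log10 p and a −log10 q. These are the authors' values and were used to describe, rank or filter the peaks within their own list. An exception is the regions of one protein alone that are named one by one, which were ordered by −log10 q across lists. Another is the closing search for an outlying list, which compares medians of fold and −log10 q and the share of low folds. The total reads per library were not used here, and the depth behind the lists was recovered from the values of the peaks. MACS2 computes the fold as (pileup + 1)/(background + 1) and the p‐value from a Poisson distribution, and both formulas together give the pileup and the background at a summit. At the peaks with the background common to a list, the pileup rose in equal steps, each worth 1 read, and of the 1680 to 3978 peaks per list that were held out of this estimate 100% had a pileup of a whole number of reads. Because MACS2 scales the deeper library down to the shallower one, the steps give the depth of the merged treatment relative to the input, which was 1.53 for FUL2‐J, 2.18 for FUL2‐J2, 1.44 for FUL2‐TM3, 1.68 for MC‐J, 1.99 for MC‐J2 and 1.29 for MC‐TM3. A median of 78.0 (MC‐TM3) to 120 (FUL2‐J2) treatment reads covered a summit, and the common background was equal to 10.4 to 11.3 input reads. Peaks of different lists were called shared when they overlapped by at least 1 bp, and shares of peaks are given with 95% Wilson confidence intervals, which cover counting error over the peaks and no variation between libraries.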

Because tomato AP1/FUL‐like proteins cannot form homodimers (Fig. 1b), they need to heterodimerize/tetramerize with other MADS‐domain proteins to bind CArG‐boxes and regulate target gene expression. Based on expression pattern (Fig. S15), interaction capacity, and function, we selected three interaction partners to perform the DAP‐seq assay with: J, J2, and TM3. These three TFs are involved in the different aspects of reproductive meristem development regulated by the AP1/FUL‐like proteins: TM3 promotes the floral transition (Alonge *et al*., 2020; Zahn *et al*., 2023), J2 acts in the FM to promote its maturation (Soyk *et al*., 2017), and J controls IM reproductive identity similar to MC (Quinet *et al*., 2006; Yuste‐Lisbona *et al*., 2016). We therefore performed DAP‐seq with FUL2 and MC in combination with J, J2, and TM3 to investigate whether FUL2 and MC are binding to different target gene sets. EMSA analysis with the different complexes revealed that they all form predominantly tetrameric complexes (Fig. S16). 

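The deposited lists held 10449 peaks for FUL2‐J, 4940 peaks for FUL2‐J2, 10654 peaks for FUL2‐TM3, 10818 peaks for MC‐J, 4677 peaks for MC‐J2 and 11457 peaks for MC‐TM3. The lowest −log10 q of a list lay between 4.01 and 4.22 and the lowest −log10 p between 6.00 and 6.65, so that the value of 0.0001 bounded q in each of the 6 lists. The median width of a peak was between 309 and 366 bp, and the peaks covered 1.51 Mb of the genome in the MC‐J2 list and 5.61 Mb in the FUL2‐TM3 list. Of the alternatives set before the data were examined, a minimum of 10 for −log10 q moved a count most, to 6996 peaks for FUL2‐TM3, while 9245 peaks for FUL2‐J and 9899 for MC‐TM3 passed it. The J2 lists were the shortest, and their treatments were the deepest relative to the input. Treatments were scaled down to the input, so a greater depth adds no scaled pileup at a summit. Whether this scaling affected the number of peaks was not tested.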

We identified 10 450, 4941, and 10 655 significantly enriched regions (peaks) for FUL2‐J, FUL2‐J2, and FUL2‐TM3, respectively, and 10 819, 4678, and 11 458 peaks for MC‐J, MC‐J2, and MC‐TM3 (*P* ≤ 0.0001) (Dataset S4).

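Along the 12 chromosomes of the Moneyberg genome, the density of peaks of the J and J2 complexes differed little between chromosomes, with 10.9 to 13.4 peaks per Mb on a chromosome for FUL2‐J and 4.66 to 6.27 for MC‐J2. FUL2‐TM3 ranged from 6.68 to 20.0 peaks per Mb, and 4918 of its peaks (46.2%, 95% Wilson interval 45.2–47.1%) had their summit within 1 Mb of a chromosome end, where an even spread would put 2.91%. For MC‐TM3 this share was 12.4% (11.8–13.0%), and for the J and J2 complexes it was between 1.67% (MC‐J2) and 2.03% (FUL2‐J). The median fold enrichment of the FUL2‐TM3 peaks near chromosome ends was 2.94, against 3.78 for its other peaks. The position of peaks relative to genes was read from the authors' annotation in Dataset S4, of which 1724 of the 10449 peaks for FUL2‐J were used here. Chromosome 1 is complete in this part. Of its 1168 FUL2‐J peaks, 919 (78.7%, 95% Wilson interval 76.2–80.9%) were annotated as distal intergenic, 37 as intronic and 34 as exonic. Of all peaks on this chromosome, 204 (17.5%, 15.4–19.7%) were in a promoter class or up to 5000 bp upstream of a transcription start site, and 246 (21.1%, 18.8–23.5%) lay within 5000 bp of a start site on either side. The annotation of the other 5 complexes was not used here.

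**Figure D1:**
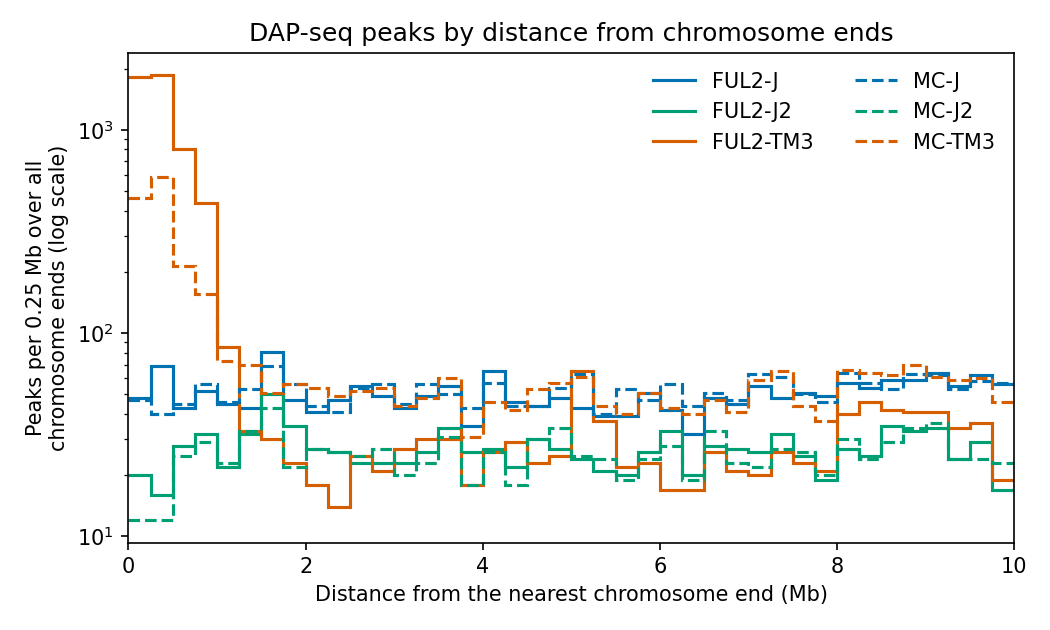
Number of DAP‐seq peaks (log scale) in 0.25 Mb steps of distance from the nearest end of the 12 chromosomes, for the FUL2 complexes (solid lines) and the MC complexes (dashed lines), coloured by partner. In the outermost 0.25 Mb, summed over all chromosome ends, there were 1822 FUL2‐TM3 peaks and 462 MC‐TM3 peaks, against 48 FUL2‐J peaks.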

We analyzed the genome‐wide distribution of the peaks for all protein complexes and found that *c*. 20–30% was in proximal regulatory regions (promotor ≤ 5 kb), while the vast majority were in distal intergenic regions (Fig. S17a). These numbers were different from an Arabidopsis DAP‐seq experiment that we recently performed for Arabidopsis FUL (Thoris *et al*., 2024), where only *c*. 4000 peaks were identified, of which > 75% were in the proximal regulatory region. However, the results are in line with other DAP‐seq experiments using larger genomes (e.g. potato, Shaikh *et al*., 2025). Probably, the large tomato genome offers many binding sites in (heterochromatic) intergenic regions that are not biologically relevant but still identified in *in vitro* approaches such as DAP‐seq. Therefore, the peaks of each protein complex were correlated with putative target genes by requiring the peaks to map within 10 kb upstream to 5 kb downstream of the gene. With this filtering, a variable number of potential direct targets was identified for each complex, with the MC‐J complex binding the most genes (5423) and MC‐J2 the least (3159) (Fig. 5a). 

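At the level of binding regions, the peaks of the 6 lists merged into 26850 regions, of which 11443 (42.6%, 95% Wilson interval 42.0–43.2%) held a peak of at least 1 FUL2 complex and at least 1 MC complex. Of the 19186 regions with a FUL2 peak, 59.6% (58.9–60.3%) also had an MC peak, and of the 19107 regions with an MC peak, 59.9% (59.2–60.6%) also had a FUL2 peak. When the MC lists were shifted along the chromosomes to 100 random positions, a median of 0.916% and at most 1.07% of all regions held peaks of both proteins. An input common to all lists by itself raises the overlap, and in simulated groups without any binding, called against a shared control, 9.10% of the called windows were called for both proteins, out of 151 called per simulation. These calls are far fewer than the 26850 regions and depend on the simulated settings. The simulated shares are therefore no baseline for lists of this length. Between complexes with the same partner, 59.7% (58.7–60.6%) of the FUL2‐J peaks were overlapped by an MC‐J peak and 57.6% (56.7–58.6%) the other way, 71.7% (70.5–73.0%) of the FUL2‐J2 peaks by an MC‐J2 peak and 75.8% (74.5–77.0%) the other way, and 45.3% (44.4–46.2%) of the FUL2‐TM3 peaks by an MC‐TM3 peak and 43.2% (42.3–44.1%) the other way. The shifted lists gave at most 1.55% in any of these comparisons, and the simulated groups at most 12.4% (MC‐J, with 27.75 calls per simulation). Of the alternatives set before the data were examined, calling peaks shared only with summits within 100 bp moved the share of regions with both proteins most, to 37.7%. Leaving out the peaks within 1 Mb of chromosome ends, a choice made after seeing the data, gave 47.2%. It raised the share of FUL2‐TM3 peaks with an MC‐TM3 peak to 64.4% and lowered the share of MC‐TM3 peaks with a FUL2‐TM3 peak to 36.9%.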

By pooling the data of the three heterodimers, 6463 and 7718 genes were bound by FUL2 and MC, respectively, of which the majority (5530 genes) were bound by both proteins (Fig. 5b). Although this suggested that there are also unique binding sites for FUL2 and MC, inspection of the data in the IGV browser revealed that in cases where targets seemed specific, they were in fact just above the significance threshold for MC, and just below it for FUL2, or vice versa. 

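The number of peaks that were overlapped by no peak of any complex of the other protein was 2256 for FUL2‐J, 377 for FUL2‐J2, 5360 for FUL2‐TM3, 4128 for MC‐J, 636 for MC‐J2 and 3421 for MC‐TM3. Most of the 5360 lay within 1 Mb of a chromosome end. Of the 4918 FUL2‐TM3 peaks there, 23.1% overlapped an MC‐TM3 peak, 1.16% an MC‐J peak and 0.447% an MC‐J2 peak. Ranked by −log10 q within their own list, where 0 is the weakest and 100 the strongest peak, the peaks in FUL2 lists alone had a median percentile of 33.1 (95% binomial interval of the median 32.3–33.8) and those in MC lists alone of 36.8 (36.1–37.1). In every list the shared peaks ranked higher, and the probability that a shared peak outranked an unshared one was between 0.642 (MC‐TM3) and 0.736 (MC‐J2). On single chromosomes it was never below 0.551. Of the unshared MC‐J peaks, 34.6% were in the weakest 25% of the list and 11.1% (460 peaks) in the strongest 25%, and of the unshared FUL2‐TM3 peaks 37.7% and 11.8% (635 peaks). The other lists had 282 (MC‐TM3), 117 (FUL2‐J), 13 (MC‐J2) and 10 (FUL2‐J2) unshared peaks in the strongest 25%. In the strongest 10% of each list, the share of peaks with a peak of the other protein was between 87.4% (FUL2‐TM3) and 99.8% (FUL2‐J2). The signal of the other protein below its own threshold was not used here.

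**Figure D2:**
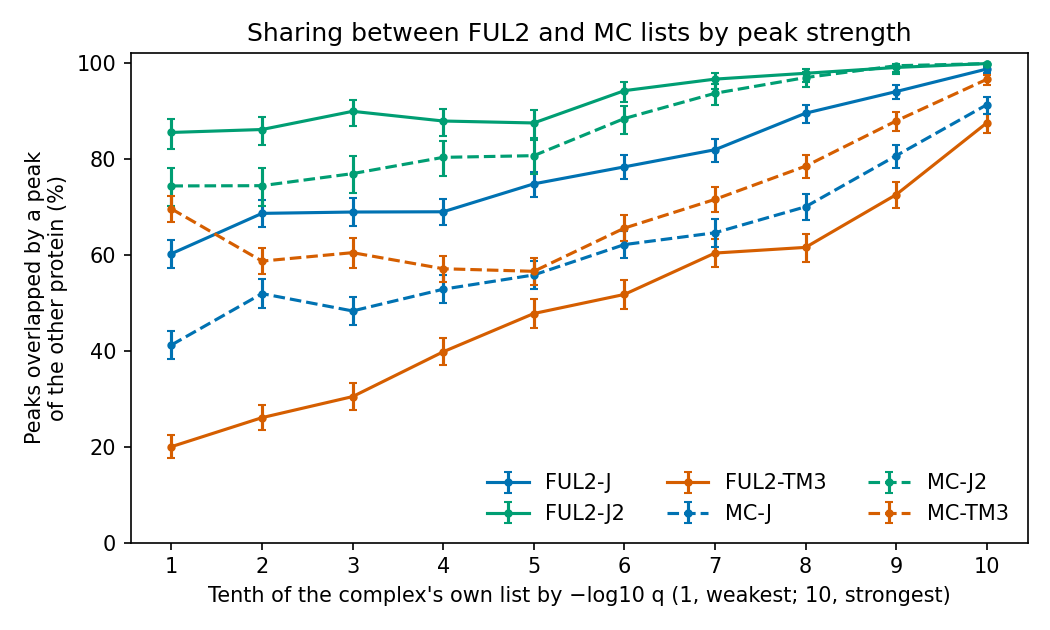
Percentage of peaks overlapped by a peak of any complex of the other protein, by steps of 10% of each complex's own list ranked by −log10 q (1, weakest; 10, strongest). Points are single lists and bars are 95% Wilson intervals. The share was higher in step 10 than in step 1 in every list, rising from 60.2% to 98.7% for FUL2‐J. For MC‐TM3 step 1, with 69.5%, was not the lowest.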

We could not identify real FUL2‐specific or MC‐specific binding sites, as also illustrated by a scatter plot in which the coverage of the combined FUL2 targets was set out against that of the combined MC targets (Fig. S17b).

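Of the 7743 regions with peaks of FUL2 complexes alone, 245 (3.16%) were in the lists of 2 or 3 FUL2 complexes, and of the 7664 regions with peaks of MC complexes alone, 496 (6.47%) were in the lists of 2 or 3 MC complexes. Among the regions shared by both proteins, 41.8% were in 2 or 3 FUL2 lists and 44.1% in 2 or 3 MC lists. The regions of FUL2 complexes alone include many FUL2‐TM3 peaks near chromosome ends. Of the 4918 such peaks, shared or not, 2.07% overlapped a FUL2‐J peak and 0.671% a FUL2‐J2 peak, which holds the 3.16% down. In 5 regions a peak was called for all 3 FUL2 complexes and no MC complex, and in 20 regions for all 3 MC complexes and no FUL2 complex. By −log10 q compared across lists, the strongest FUL2 region with at least 2 lists lay on chromosome 4 from 3058032 to 3058399. It had a −log10 q of 30.2 and a fold of 5.42 in the FUL2‐J list, and 7.98 and a fold of 2.97 in the FUL2‐TM3 list. The next one lay on chromosome 4 from 42698871 to 42699188. It had a −log10 q of 17.5 and a fold of 4.19 in the FUL2‐J2 list, and 29.5 and a fold of 5.33 in the FUL2‐TM3 list. Ranks within the lists reverse this order. The first region was at percentile 88.3 in the FUL2‐J list and 17.1 in the FUL2‐TM3 list. The other was at percentile 63.7 in the FUL2‐J2 list and 97.9 in the FUL2‐TM3 list. The strongest MC region lay on chromosome 8 from 43799636 to 43800038, with a −log10 q of 16.1 and a fold of 3.38 in the MC‐J list and 53.1 and a fold of 6.41 in the MC‐TM3 list, followed by one on chromosome 5 from 2781257 to 2781658, with a −log10 q of 23.0 and a fold of 5.23 in the MC‐J list and 48.2 and a fold of 7.84 in the MC‐TM3 list. Coordinates are those of the Moneyberg genome, whose gene annotation at these 4 regions was not used here. None of them lay within 1 Mb of a chromosome end.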

**Fig. 5:**
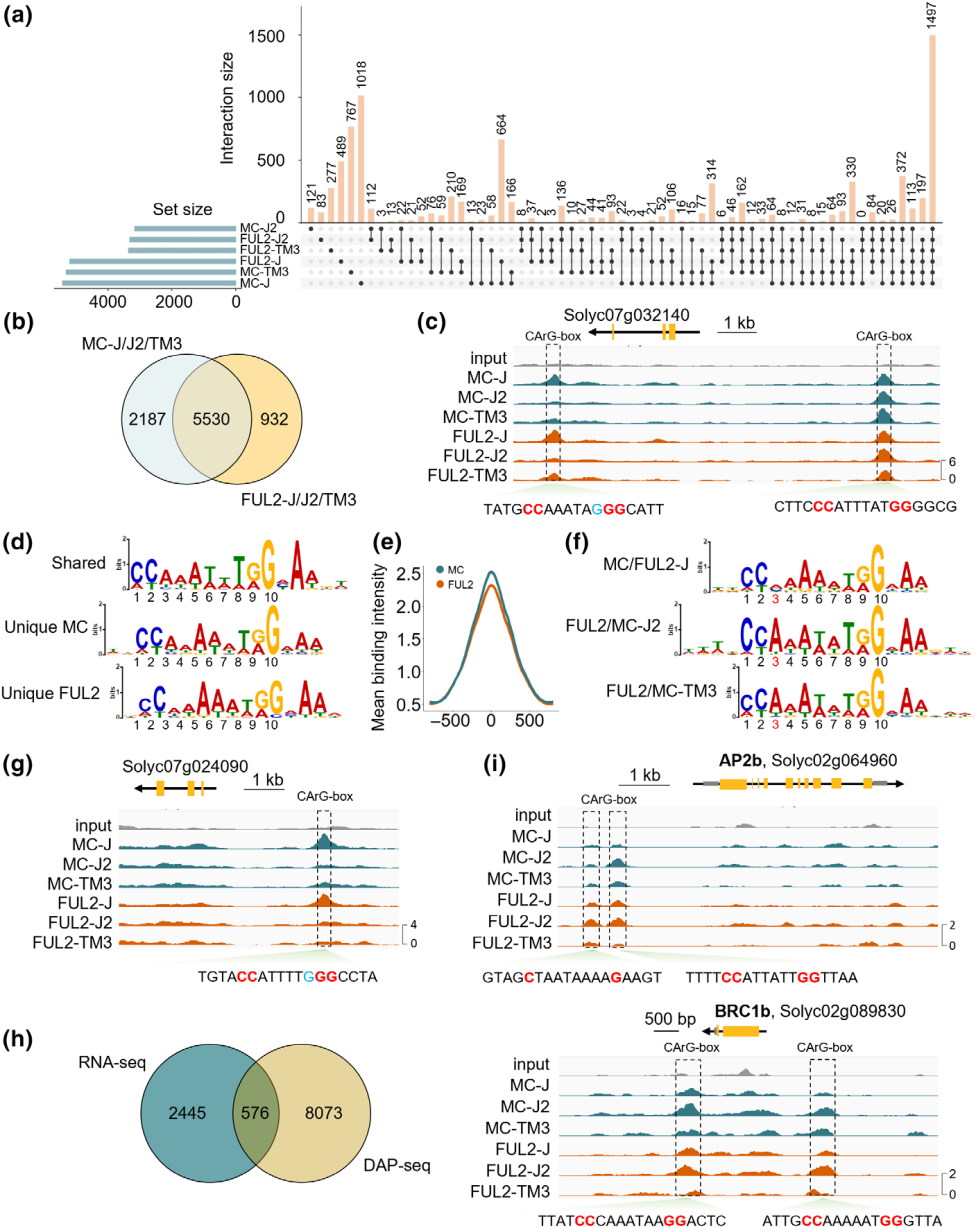
Genome‐wide overview of the downstream targets of FUL2 and MC in tomato. (a) UpSet plot showing the overlapping and unique target genes bound by protein complexes containing FUL2 or MC. The set size on the *x*‐axis defines the total number of bound genes. The *y*‐axis shows the number of genes in each category (connected dots). (b) Venn diagram showing the overlap of target genes of FUL2 and MC. (c) Integrative Genomics Viewer (IGV) screenshot visualizing the binding of protein complexes to a target gene for all six different complexes. Two CArG‐boxes are present at the locus, with the left one being a non‐canonical CArG‐box, which has a C in the A/T core. (d) PWM‐based models representing CArG‐box motifs obtained for FUL2 and MC based on (b). (e) Mean binding intensity of DAP‐seq peaks for FUL2 and MC. (f) PWM‐based models representing CArG‐box motifs obtained for J, J2, and TM3 based on (a). (g) IGV view of J binding with C variation at position 3 (or 8) of the CArG‐box motif, similar to the downstream CArG‐box in (c). (h) Overlap of differentially expressed genes of *mc/ ful2 mbp20* in the IM/FM, and genes at MC and FUL2 DAP‐seq peaks. (j) IGV screenshot of FUL2 and/or MC binding at *AP2b* and *BRC1b*.

Because MADS‐domain proteins bind a highly conserved DNA sequence, called CArG‐box, as an obligate dimer, we were not surprised to observe that the CArG‐box was highly enriched under the peaks. We identified canonical CArG‐boxes (CC(A/T)_6_GG), underlying peaks bound with high affinity by the different complexes (Fig. 5c). No clear difference between PWMs of the pooled FUL2‐ and MC‐bound targets was identified (Fig. 5d). Additionally, we quantified the binding intensity of the common target regions based on normalized read coverage and found very similar values, although the MC peaks were slightly higher than those of FUL2 (Fig. 5e). 

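The fold enrichment that MACS2 gives at each summit, the authors' value, was used to compare the order of the common peaks between lists, since a fold is relative to the background of its own list. At the 6233 FUL2‐J peaks shared with MC‐J, Spearman's rank correlation of the folds was 0.658 across peaks, and between 0.586 and 0.722 on the 12 single chromosomes. At the 3544 FUL2‐J2 peaks shared with MC‐J2, Spearman's rank correlation of the folds was 0.769 across peaks, and between 0.743 and 0.816 on the 12 single chromosomes. At the 4826 FUL2‐TM3 peaks shared with MC‐TM3, Spearman's rank correlation of the folds was 0.705 across peaks, and between 0.586 and 0.782 on the 12 single chromosomes. Similar backgrounds correlate the folds by themselves. When the pileups were exchanged at random between the shared peaks of each list and each peak kept its own background, the correlation was at most 0.350 for J, 0.373 for J2 and 0.401 for TM3 in 100 exchanges, where the 5402, 3221 and 4133 shared peaks solved in both lists gave 0.683, 0.779 and 0.639. Peaks are not independent replicates, so no p‐value is given. The summits of the shared peaks were a median of 14 bp apart for J2, 18 bp for J and 27 bp for TM3. Ranking by −log10 q in place of the fold lowered the correlation most for TM3, to 0.469. The normalized read coverage itself was not used here.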

Then, we extended the analysis to the different protein complexes and calculated the PWMs with pooled peaks for J, J2, and TM3. Interestingly, we found that the complexes with J have a relaxed constraint for the A/T stretch nucleotides, in particular at position 3 of the CArG‐box motif, where often a C is tolerated (Fig. 5f). 

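FUL2‐J and MC‐J shared 6233 regions, of which 2296 (36.8%, 95% Wilson interval 35.6–38.0%) had no peak in any J2 or TM3 list. These J‐specific regions had a median percentile of 49.9 by −log10 q within the FUL2‐J list and 60.1 within the MC‐J list, and 24.1% and 33.7% of them were in the strongest 25% of these lists. The J‐specific region with the highest −log10 q in the FUL2‐J list lay from 19834205 to 19834656 on chromosome 6, with folds of 9.90 in the FUL2‐J list and 7.17 in the MC‐J list and a −log10 q of 82.4 and 47.0. The second lay from 26464370 to 26464834 on chromosome 4, with folds of 10.5 in the FUL2‐J list and 8.29 in the MC‐J list and a −log10 q of 79.4 and 53.0. The third lay from 2774091 to 2774836 on chromosome 2, with folds of 6.95 in the FUL2‐J list and 5.15 in the MC‐J list and a −log10 q of 79.1 and 42.6. For the third, the readable part of Dataset S4 gives the authors' annotation, distal intergenic, 43.5 kb from the transcription start site of the nearest gene, Solyc02g160730. The sequence under the peaks was not used here.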

Focusing on the MC‐J/FUL2‐J specific targets in the IGV browser, we indeed identified specific loci, or loci bound with higher affinity, which had C/G variation in the underlying motif (Figs 5c,g, S18a). This suggests that the MC‐J/FUL2‐J complexes exhibit a superior ability to bind genome‐wide targets compared to the J2 and TM3 complexes, which further explains that FUL2‐J and MC‐J have the largest number of bound target genes. 

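The other partners had 315 regions (J2) and 1707 regions (TM3) that were in both of their lists and in no list of another partner, which is 8.89% and 35.5% of the regions that their FUL2 and MC lists shared. Of the TM3‐specific regions, 1006 lay within 1 Mb of a chromosome end, against 31 of the J‐specific ones. The number depended on which peaks were kept. With the 4000 peaks of highest −log10 q in each list, 801 regions were J‐specific, 804 J2‐specific and 393 TM3‐specific. This cut removed called J and TM3 peaks, so that J2 regions holding such peaks could count as J2‐specific. With a −log10 q of at least 10, which kept the J lists longer, 1990 regions were J‐specific and 291 J2‐specific. Bound genes per complex were not counted here.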

Although FUL2 and MC have the same nucleotide binding preferences, the corresponding tetrameric complexes may exhibit a different affinity for CArG‐box spacing. For example, it has been found that the SEPALLATA (SEP) homotetramer does not exhibit spacing preferences, while the SEP‐AGAMOUS heterotetramer prefers a distinct spacing of ∼36, ∼47, or ∼57 bp between CArG box motifs (Lai *et al*., 2020). We tested whether we could identify spacing patterns for the six tested complexes but did not detect clear peaks (Fig. S17c). 

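The share of covered bases that a pair of lists had in common, the Jaccard index, was 0.553 for FUL2‐J2 and MC‐J2, 0.385 for FUL2‐J and MC‐J and 0.221 for FUL2‐TM3 and MC‐TM3, on average 0.386 for lists with the same partner. It averaged 0.180 over the 6 pairs with the same protein and another partner, and 0.192 over the 6 pairs that had neither in common. Lists with the same partner thus exceeded all other pairs by 0.200 on average, the largest difference among the 15 ways to pair the 6 lists (exact permutation test, one‐sided, p = 0.0667, the smallest p that 15 pairings allow). The single pairs were mixed. Of the 12 pairs with different partners, 5 had a higher index than the TM3 pair, the highest of them FUL2‐J with MC‐TM3 (0.282). The difference was smallest, 0.0901, with the share of the shorter list's peaks in place of the Jaccard index. It was still the largest of the 15 pairings, although by this measure FUL2‐J2 with MC‐TM3 (0.770) was above every pair with the same partner. With 4000 peaks per list, the Jaccard difference was 0.168. Both J2 alignments were merged with one tool and both J alignments with another, so shared processing was not separated from the partner. The paper reasons from the targets that FUL2 and MC shared, from their similar motif models and binding intensities, and from the C tolerated in the motif of the J complexes. It also draws on browser views of seemingly specific sites near the threshold, a scatter of coverage and a test of CArG‐box spacing.

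**Figure D3:**
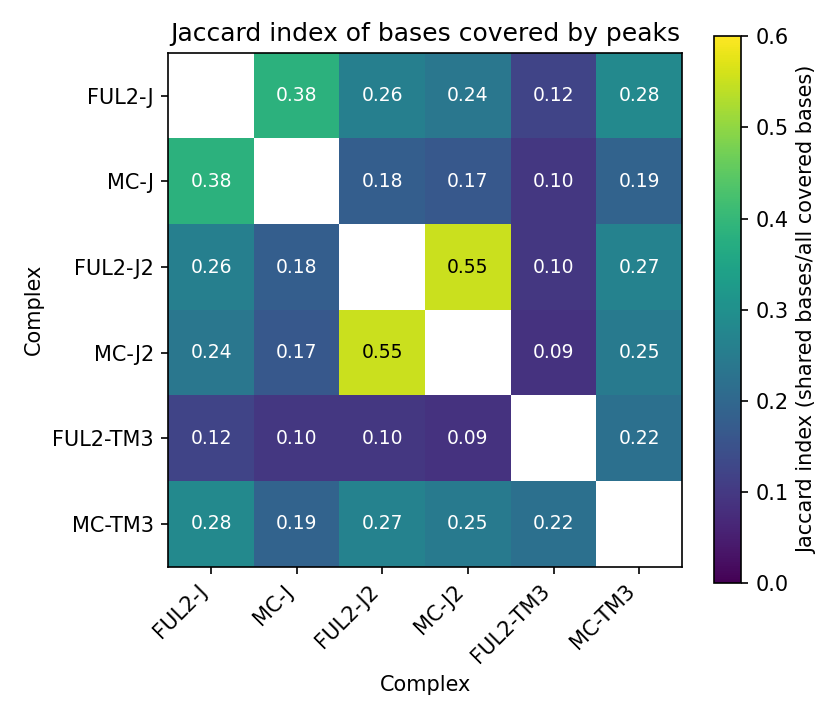
Jaccard index of the bases covered by peaks (shared bases divided by all covered bases) for each pair of the 6 complexes, ordered by partner. The highest values, 0.553 and 0.385, are those of FUL2 and MC with J2 and with J.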

In conclusion, we identified differences in nucleotide binding affinity for the J‐containing complexes compared to the STM3 and J2 containing complexes, but there is no difference between the FUL‐ and AP1‐like proteins in their capacity to bind CArG‐boxes.

Next, we aimed to identify which differentially regulated genes described in the previous section are directly bound by FUL2/MC. Therefore, we compared the combined DEGs identified in *mc* and *ful2 mbp20* FMs/IMs at *P*adj < 0.05 with the MC/FUL2 DAP‐seq target genes from Fig. 5b and identified 576 potential direct targets of MC and FUL2/MBP20 in the FM/IM (Fig. 5h). Among these genes, the *AP2a*, *AP2b*, and *AP2c* genes are present, as well as, for example, *TM3, BRC1*, and *SQUAMOSA PROMOTER BINDING PROTEIN‐LIKE 15* (*SPL15*) (Figs 5i, S18b). However, other expected direct targets, such as *CKX5*, *CKX6*, and *CKX8*, did not show significant enrichment in the DAP‐seq, although we previously showed binding of FUL2 and MBP20 to their promoters using EMSA (Jiang *et al*., 2022). To test whether MC is also able to bind these *CKX* genes, we performed an EMSA experiment and confirmed binding with high affinity to *CKX5* and low affinity to *CKX6/8* (Fig. S19). In addition, no significant peaks were identified in the regulatory regions of the close homologs of *AHL15, WRI3, SlKIX9, WRKY28*, or *BLH1*, despite their strong upregulation in both the *mc* and *ful2 mbp20* mutants, nor was there significant enrichment at the *SP* locus. However, CArG‐boxes were identified in the promoter regions of most of these genes, including *SP* (Fig. S20), suggesting that they could be direct targets of MC/FUL2. This indicates that our DAP‐seq experiment has not picked up all relevant binding sites, possibly because the non‐amplified DAP library still contained DNA‐methylated sites.

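Of these genes, BLH1 (Solyc01g007070) can be placed on the Moneyberg genome from the readable part of Dataset S4, although only between neighbours, on chromosome 1 between Solyc01g006890, which ends at 2076213, and Solyc01g007910, which starts at 2659284. This assumes that genes follow the order of their numbers, as the 18 genes that the table places within 2 Mb of this interval did. In the 583 kb between the neighbours, the FUL2‐J, FUL2‐TM3 and MC‐J lists held no peak. The density of their peaks on chromosome 1, outside 1 Mb from its ends, would give 7.16, 3.37 and 7.43. The FUL2‐J2 list held 1 peak (3.49 at that density), the MC‐J2 list 2 (3.28) and the MC‐TM3 list 4 peaks (6.84). Their positions relative to BLH1 are not known. The neighbours come from genes nearest to FUL2‐J peaks, and a FUL2‐J peak inside the interval would usually have named a closer one. The lack of FUL2‐J peaks is therefore largely set by how the interval was built. Other lists share peaks with FUL2‐J (MC‐J 57.6% of its own) and inherit part of this. The counts cannot show whether BLH1 lacks binding. The other genes were not analysed here.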

### *SP* is a putative direct target of MC

Because we identified *SP* as the only specific target of MC that may explain its pronounced effect on IM identity, we investigated the *SP* locus in more detail (Fig. 6a). Despite the absence of significant DAP‐seq peaks, we did find several CArG‐boxes in the upstream region of *SP*. Since the Arabidopsis ortholog of MC, AP1, is binding in the 3' region of the *SP* ortholog *TFL1* (Kaufmann *et al*., 2010), we also inspected the downstream region and identified an additional CArG‐box (Fig. 6a). This CArG‐box is located in a small region with open chromatin (Fig. S21). Interestingly, we also identified a 4.7 kb retrotransposable element in the regulatory region of *SP*, *c*. 2 kb upstream of the start codon (Fig. 6a). This element, which has close homology to a Retrovirus‐related Pol polyprotein from transposon TNT 1–94, is not annotated at the *SP* locus in the ITAG4.0 genome version. It is present in *Solanum lycopersicum* and *S. pimpenellifolium*, but absent in *S. pennelli*, indicating a recent insertion. We tested using EMSA whether MC and FUL2 are able to bind to the identified CArG‐boxes, and found that a region *c*. 1.5 kb upstream of the ATG, with two non‐canonical CArG‐boxes separated by 32 bp (P3), was bound by both MC and FUL2 (Fig. 6b), while a CArG‐box further upstream (P2), lacking an A‐tract (Käppel *et al*., 2018), was not. Moreover, the downstream CArG‐box associated with open chromatin is strongly bound by MC alone (Fig. 6b). AP1 has been described as a pioneer transcription factor able to bind closed chromatin (Pajoro *et al*., 2014). Because *SP* is completely silenced before the primary floral transition, we reasoned that its locus may be repressed by epigenetic marks, and therefore difficult to access. We inspected the epigenetic marks at the *SP* locus and found that high levels of the repressive histone mark H3K27me3 occupy the entire *SP* locus up to the 3' open chromatin region (OC) (Fig. S21), while a high level of DNA methylation covers more specifically the upstream transposable element region, including the P3 CArG‐boxes just downstream of the element (Fig. S21d). We reasoned that the lack of DAP‐seq enrichment at the *SP* locus may be due to the use of a non‐amplified library from leaf tissue, which still contains DNA modifications (including DNA methylation) (O'Malley *et al*., 2016). Therefore, we amplified the library used for DAP‐seq and performed ampDAP‐qPCR with M‐J and FUL2‐J, using primers spanning the probe fragments. Interestingly, this showed enrichment for P1, P3, and OC but not for P2, in agreement with the EMSA results (Fig. 6b,c). Notably, the OC region was specifically highly enriched in the MC‐J sample, confirming the EMSA result, indicating that the tetrameric MC‐J complex can bind to the 3' region of *SP* similar to the situation in Arabidopsis, while FUL2‐J cannot.

**Fig. 6:**
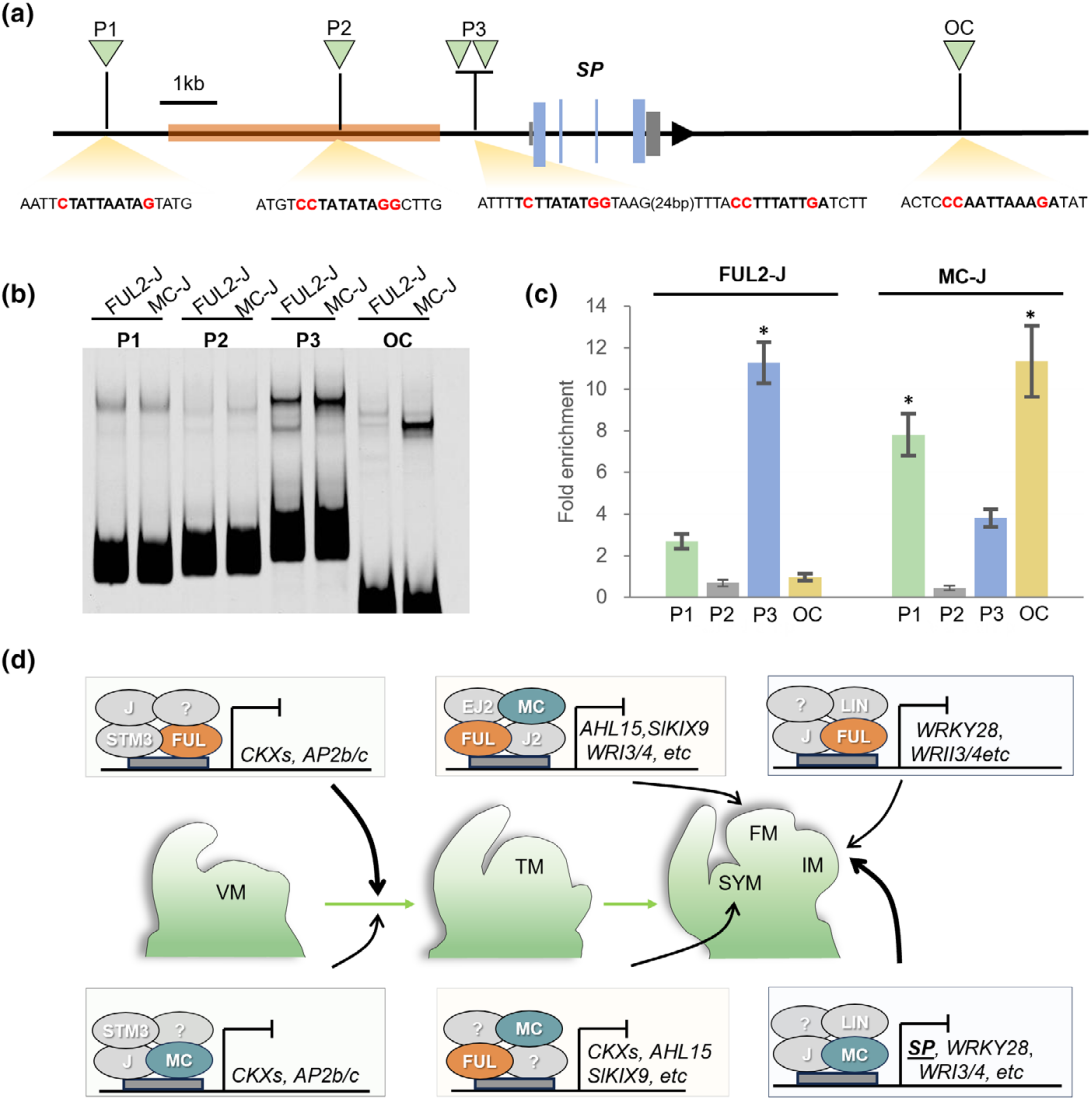
Targets of the MC/SlFUL complexes. (a) Schematic representation of the *SP* locus showing the location of CArG‐box motifs. P1–P3, tested probe fragments for EMSA; OC, EMSA probe fragment at open chromatin *c*. 5 kb downstream of the *SP* open reading frame. Orange bar, location of the retrotransposon. Blue bars, exons. (b) EMSA experiment testing binding of the MC‐J and FUL2‐J complexes to the probes depicted in (a). (c) DAP‐qPCR results using an amplified library and primers spanning the CArG‐boxes depicted in (a). Fold enrichment was calculated relative to the average value of two reference fragments without CArG‐box. Error bars indicate the SD based on three replicates. Significant differences were determined using a one‐way ANOVA with Tukey *post hoc* test (*, *P* < 0.001). (d) Model describing the putative functions of the AP1/FUL‐like TFs in tomato reproductive meristems. The model is based on data presented in this study, as well as data from other studies (see Discussion section), and built on a combination of expression data, protein–protein interaction data, and mutant analysis. Each complex is probably tetrameric, and putative interactors of FUL2/MC are indicated. Where the actions of FUL and MC are separated in different boxes, the width of the arrow that points towards the meristem indicates the contribution of MC in comparison to FUL. Dark gray rectangles indicate CArG‐box motifs. For connection to other key players, we refer to recently published reviews (e.g. Périlleux & Huerga‐Fernández, 2022).

Our results suggest that MC is required as an additional repressor to enforce *SP* silencing and maintain reproductive fate. In line with this, enhanced activity of *SP* in *35S:SP* lines causes the appearance of leaves in inflorescences, while *35S:SP* in the *an* mutant background (which only develops IMs) results in the complete conversion of these IMs to VMs (Pnueli *et al*., 1998). To find additional support for the importance of *SP* silencing during inflorescence development, we determined vegetative reversion rates in previously published *sp* mutants (Jiang *et al*., 2025) and found zero reversions, lower than the corresponding WTs (Fig. S6b). Thus, in the *mc* mutant, the *SP* locus may be more vulnerable for derepression, resulting in higher, albeit variable, *SP* expression and reversion to the vegetative phase.

## Discussion

### Dissecting the roles of *AP1/FUL‐like* genes during the tomato floral transition

Our data provide a detailed overview of the contributions of the *AP1*‐ and *FUL*‐like genes to tomato reproductive development, and show that together, the three genes are major controllers of both the floral transition and the acquisition/maintenance of reproductive fate in the IM, resulting in very few flowers in the *mc ful2 mbp20* triple mutant. We did not include *FUL1* and *MBP10* in our analysis, as the study of Jiang *et al*. (2022) revealed that the *ful2 mbp20* double mutant, and the *ful1 ful2 mbp10 mbp20* quadruple mutant (*quadful*) displayed very similar phenotypes, suggesting that *FUL1* and *MBP10* have at most a minor contribution. In line with this, our qPCR showed similar dysregulation of genes in *ful2 mbp20* and *quad‐ful* SYMs (Fig. 4b). However, given that mutation of *FUL1* mildly enhances the *ful2 mbp20* inflorescence phenotype (Jiang *et al*., 2022), knocking out *FUL1* in *mc ful2 mbp20* may reduce flower formation even more. Interestingly, while *MBP10* is not expressed in WT reproductive meristems and has been suggested to undergo pseudogenization (Maheepala *et al*., 2019; Jiang *et al*., 2022), its expression is derepressed in *mc* mutants (Fig. S12). This indicates, together with its upregulation in *j* mutants (Huerga‐Fernández *et al*., 2024), that *MBP10* may be able to compensate for the loss of related MADS‐box genes, similar to other MADS‐box genes, such as *STM3*, which were upregulated in the *ful2 mbp20* and *mc* mutants (Fig. S12). Thus, it is probable that knocking out all these genes would result in a complete block of flowering.

In the initiation of the floral transition, *FUL2* plays a prominent role due to its early expression (Jiang *et al*., 2022). Our data show that *MC* plays a minor role here, with a mild phenotype in the *mc* single mutant (Fig. 2b, Yuste‐Lisbona *et al*. (2016)), and a small contribution to the late‐flowering phenotype of the *ful2 mbp20* mutant in the triple mutant (Fig. 2b). The AP1/FUL TFs interact with the SOC1‐like proteins TM3/STM3 to form a flowering‐inducing complex, and this complex appears to regulate two main types of target genes directly: AP2‐like TFs (*AP2b/c* and *WRI3/4*) and cytokinin oxidases involved in the degradation of cytokinin (Jiang *et al*., 2022; Zahn *et al*., 2023) (see Fig. 6d for a hypothetical model of the mode‐of‐action of MC/FUL2/MBP20). In Arabidopsis, the *AP2*‐like TFs *AP2*, TARGET OF EARLY ACTIVATION TAGGED 1 (TOE1), TOE2, and TOE3, SCHLAFMUTZE (SMZ) and SCHNARCHZAPFEN (SNZ) are repressors of the floral transition through interaction with TOPLESS (TPL) co‐repressors (Aukerman & Sakai, 2003; Yant *et al*., 2009), and are direct targets of FUL (Balanzà *et al*., 2018). In addition, it was recently shown that the repression of *AP2* by SOC1 is needed to achieve meristem doming in Arabidopsis (Bertran Garcia de Olalla *et al*., 2024). Thus, it is likely that the tomato AP1/FUL TFs mainly control the floral transition together with the SOC1 co‐orthologs TM3/STM3 by repressing vegetative fate and allowing meristem doming through repression of *AP2*s and *CKXs* (Werner *et al*., 2003; Jiang *et al*., 2022; Wang *et al*., 2023) (Fig. 6d). J, the SVP ortholog interacting with the AP1/FUL/SOC1‐like proteins (Fig. S2), may contribute as well, given its abundance in VM and TM, and its effect on flowering time (Leseberg *et al*., 2008; Thouet *et al*., 2012; Jiang *et al*., 2022; Huerga‐Fernández *et al*., 2024). The *AP2*‐clade genes are probably additionally repressed via the age pathway, in which miR172 efficiently targets their transcripts (Wu *et al*., 2009; Lin *et al*., 2021). Because most species exhibit meristem doming upon the floral transition, it is plausible that the FUL/AP1/SOC1‐*AP2/CKX* module is a conserved mechanism in the onset of flowering.

Interestingly, we found that the crucial role of the tomato *AP1/FUL*‐like genes in the sympodial floral transition is not executed via the well‐known repressor *SP* (Pnueli *et al*., 1998; Thouet *et al*., 2008), or the *AP2*‐like genes, but appears primarily regulated via suppression of *CKXs* and other TFs, including homologs of *AHL15*, *WRI3/4*, *KIX9*, *WRKY28*, *and BLH1*. Possibly, this means that *AP2*‐like genes are already sufficiently repressed in the SYMs. Since *FUL2* expression was reported to be upregulated in an *sp* mutant background (Kang *et al*., 2022; Jiang *et al*., 2025), SP is probably acting upstream of *AP1/FUL‐like* genes in the SYM. Not surprising given its higher expression in SYMs, the comparison of the *ful2 mbp20* and *mc ful2 mbp20* phenotypes shows that *MC* has a much larger contribution to sympodial flowering time regulation than to primary shoot flowering. The specific effect that MC has on *SP* may also add to this function, although the upregulation of *SP* was not significant in *mc* SYMs (Fig. 4b).

### Dissecting the roles of *AP1/FUL*‐like genes in the establishment of FM and IM identity

In contrast to the reproductive transition, flower and inflorescence development are angiosperm‐specific processes. While most basal angiosperms have solitary flowers, more derived angiosperms have complex inflorescence structures that can be divided into different types, based on meristem determinacy, the presence/absence of a main axis, and occurrence of branching (Coen & Nugent, 1994). To evolve a more complex inflorescence, FM determination must be circumvented or bypassed. In tomato, where the latter occurs, reproductive meristem development requires a delicate balance between FM and IM identity, a trait that is in several species regulated by MADS‐domain complexes, sometimes in combination with the activity of the floral repressor TFL1 (Périlleux *et al*., 2019). Our transcriptomic data show that this balance has shifted in *mc* and *ful2 mbp20* mutants, but the careful separation of FM and IM meristems in WT, *mc*, and *ful2 mpb20* also reveals that the main function of the *AP1/FUL* genes in tomato appears to be the repression of vegetative identity, while we found no evidence that AP1/FUL directly regulates the *LFY‐UFO* module that controls FM identity and the upregulation of the floral organ identity genes in both the monocots and eudicots (Selva *et al*., 2021; Rieu *et al*., 2023a,b).

Tomato *AP1/FUL*‐genes are not essential for FM identity and patterning, so the first flower can form, albeit much later and with leaf‐like sepals (Fig. S5). FM maturation is delayed in *ful2 mbp20* mutants and in *mc ful2 mbp20* mutants, reflected in the inflorescence branching phenotype of both mutants, which form regularly additional IMs, like *j2 ej2* mutants (Soyk *et al*., 2017). MC and FUL2/MBP20 both appear to play a role in this process, but their exact contributions remain unclear because of the discrepancy between the phenotypic data (that show more branching in *ful2 mbp20* mutants) and the transcriptomic data (that show a more pronounced effect in the *mc* mutants). We suppose that their effect may depend on the environmental conditions, because inflorescence branching is a highly variable phenotype (Zahn *et al*., 2023). It may also depend on the extent to which they regulate *TM3/STM3*, which counteracts the branching effect (Wang *et al*., 2021, 2023; Zahn *et al*., 2023). Nevertheless, also in the *mc ful2 mbp20* triple mutant, the phenotype never reaches the severity of the *j2 ej2* branching phenotype. This suggests that J2 and EJ2 are more prominent regulators of FM maturation, acting also independently of *AP1/FUL‐like*.

It is *MC* that plays a major role in establishing reproductive fate in the IM, and we expected that the RNA‐seq comparison between *mc* IMs and *ful2 mbp20* FMs would shed light on the much more pronounced role of *MC*, but the transcript profiles were largely similar. A possible explanation for the more severe phenotype in the *mc* single mutant is simply that the higher dosage of *MC* in the wild‐type results in a more important functional contribution. However, the transcript abundances of *MBP20*, *FUL2*, and *FUL1* together almost add up to the *MC* levels, and expression level may therefore not be the only explanation. The role of MC is possibly enforced by its specific effect on the repression of *SP*. In Arabidopsis, the mutual regulation between *TFL1* and *AP1* is essential to gain the strict boundaries between the indeterminate IM and the FMs that form on its flanks (Liljegren *et al*., 1999; Kaufmann *et al*., 2010; Goslin *et al*., 2017; Zhu *et al*., 2020). TFL1 is directly suppressing both *AP1* and *LFY*, thereby retaining reproductive identity, but preventing floral organ initiation (Zhu *et al*., 2020), while AP1 is on its turn directly suppressing *TFL1* (Kaufmann *et al*., 2010; Goslin *et al*., 2017). The upregulation of *SP* in the *mc* mutant may point in the same direction. In tomato, MC may be required to keep *SP* completely repressed and sustain reproductive identity (Fig. 6). It may be able to fulfill this role, in contrast to FUL2/MBP20, because of its higher ability to access closed chromatin (Pajoro *et al*., 2014), and/or because it is better capable to bind the 3' CArG‐box. Possibly, the MC‐J tetrameric complex connects the 3' CArG‐box with one of the upstream CArG‐boxes (P1 or P3) to establish a repressive loop. The fact that mutations in the MC interactor J also lead to *SP* upregulation (Huerga‐Fernández *et al*., 2024) do support a role for MC‐J in the repression of *SP* to maintain reproductive fate in the IM. Also, the IM‐marker LIN, which physically interacts with MC, may act together with MC (and J) in a complex (Fig. 6d). It is not yet clear why AP1‐like TFs would have the capacity to repress *TFL1*‐like genes and FUL‐like TFs would not, but we find here that the 3' CArG‐box may be key to the answer. Another possibility is that, because AP1 can interact with more non‐MADS proteins than other ABC‐type MADS‐domain TFs (Smaczniak *et al*., 2012), including the co‐repressors LEUNIG and ZEUSS, it may exhibit additional functionality. This functionality may be acquired via its specific C‐terminal motif, which arose through a frameshift after the split of the AP1‐ and FUL‐clades (Litt & Irish, 2003). In addition to the repression of *SP*, the repression of *AP2b*, *AP2c*, *AHL15*, *WRI3*, *KIX9*, *WRKY28*, and *BLH1* by the joint activity of MC and SlFULs further ensures reproductive fate and meristem maturation (Schmitz *et al*., 2005; Pagnussat *et al*., 2007; To *et al*., 2012; Ding *et al*., 2013; Kim *et al*., 2013; Zhao *et al*., 2018; Karami *et al*., 2020; Tian *et al*., 2020; Swinnen *et al*., 2022).

It is clear that for the formation of the Arabidopsis inflorescence, the AP1/LFY‐TFL1 module is very important to separate IM and FM fate and to ensure continuous IM growth, while *FUL* plays a minor role in this process (Ferrándiz *et al*., 2000). In tomato, on the other hand, the *AP1/FUL* genes are only modestly involved in the regulation of FM maturation but are crucial for the maintenance/gain of reproductive fate in the freshly formed IMs. Thus, the role of the *AP1/FUL* genes in FM identity and patterning appears less important in tomato than in Arabidopsis. While flower formation is abolished in the Arabidopsis *ap1 cal* double mutant (Ferrándiz *et al*., 2000), the first flower in tomato *mc* or *mc ful2 mbp20* mutants is normal, except for leaf‐like sepals. In tomato, the main function of the *AP1/FUL* genes appears to be the control of reproductive meristem fate, while the gradual transition of IM to FM and subsequent initiation of the floral organs is mainly regulated via J2 EJ2 and the S‐FA‐AN module. Thus, both in Arabidopsis and tomato, the FT/SPL‐AP1/FUL‐*CKX/AP2* module regulates the floral transition and reproductive identity, while the FT‐LFY‐UFO‐ABC‐class module regulates FM identity, patterning, and floral organ initiation. Because *FUL*‐like genes in monocots are essential for the reproductive transition and inflorescence architecture as well (e.g. Preston & Kellogg, 2007; Li *et al*., 2019), the role of the FUL/AP1‐like genes in regulating these traits together appears very conserved. After the split of the euAP1, euFULI, and euFULII clades in the eudicots, divergence resulted in a gain of function for the euFULI‐clade genes in fruit development (Pabón‐Mora *et al*., 2012), while the AP1 lineage became important for sepal identity. Furthermore, our data suggest that AP1‐like TFs have a conserved role in the regulation of *TFL1* orthologs. In conclusion, we do show here that genes from all three clades contribute to reproductive meristem identity and development in the eudicots but that there are lineage‐specific differences in the contributions of the *FUL*‐ and *AP1*‐like genes. These are mainly linked to their expression patterns, but AP1 may also have additional functionality on the protein level.

## Competing interests

None declared.

## Author contributions

MB conceived the project; XJ, IEZ, KT, ER and CR performed the research; MB, XJ, IZ and KT analyzed the data and prepared the figures; GCA, CG‐M. CF and MB supervised the project. MB and HW acquired project funding. MB, XJ and IEZ wrote the article with input from GCA and KT; all authors read and approved the publication of the manuscript.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Dataset S1** Marker genes in FM and IM.

**Dataset S2** Venn analysis of DEGs in Fig. 4(e).

**Dataset S3** RNA‐seq data overview and DEG lists.

**Dataset S4** List of DAP‐Seq peaks bound by FUL2‐ and MC‐ complexes.

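Each row of this dataset is a peak of one complex with its position, the values that MACS2 gave it (score, fold enrichment, −log10 p, −log10 q and the offset of the summit) and the gene feature and nearest gene assigned to it, with the distance to that gene's transcription start site. All 1724 rows used here had the position of a peak in the deposited FUL2‐J list. Positions count from 1 in this dataset, while the deposited lists count the start from 0.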

**Fig S1** The protein sequences of tomato AP1/FUL‐like proteins.
**Fig. S2** Yeast two‐hybrid analysis of tomato AP1/FUL‐like proteins with MADS‐domain proteins from different subfamilies.
**Fig. S3** Localization of *FUL1, FUL2*, *MBP20*, and *MC* transcripts in WT reproductive meristems by *in situ* hybridization using specific 5′/3′ probes.
**Fig. S4** Quantification of flowering time of WT and *mc ful2 mbp20* mutants under glasshouse conditions in autumn.
**Fig. S5** Flower and inflorescence phenotypes of WT and *ap1/ful*‐like mutants.
**Fig. S6** Inflorescence vegetative reversion in *ful1 ful2 mbp20* mutants.
**Fig. S7** Target genes in the sympodial shoot vegetative meristem (SVM) tested with qRT‐PCR in different genotypes.
**Fig. S8** Expression dynamics of marker genes during reproductive meristem development.
**Fig. S9** PCA plot of the RNA‐Seq samples.
**Fig. S10** FPKM values of selected DEGs across vegetative and reproductive meristem stages in WT and *tm3 stm3* mutant.
**Fig. S11** Gene expression detected in SYMs of WT, *mc*, and *ful2 mbp20* mutants by qRT‐PCR.
**Fig. S12** Z‐normalized expression of MADS‐box genes in the sFM and sIM of WT, *mc*, and *ful2 mbp20*.
**Fig. S13** Expression analysis of DEGs from the RNA‐seq experiment in mixed FM/IM using qRT‐PCR.
**Fig. S14** Expression of putative MC‐specific and FUL2/MBP20‐specific DEGs tested by qRT‐PCR in young floral buds of WT, *mc*, *ful2 mbp20, quad‐ful*, *and mc ful2 mbp20*.
**Fig. S15** Expression of *J*, *J2*, and *TM3/STM3* in shoot apical meristems.
**Fig. S16** Electrophoretic Mobility Shift Assay (EMSA) to test complex formation of the different combinations of MADS‐domain proteins.
**Fig. S17** Analysis of DAP‐seq peaks.
**Fig. S18** Integrative Genomics Viewer (IGV) screenshots of targets with clear peaks.
**Fig. S19** MC can bind to the promoters of *CKX5/6/8*.
**Fig. S20** Integrative Genomics Viewer (IGV) screenshots of DEGs with no significant DAP‐seq peaks.
**Fig. S21** DNA and chromatin marks up‐nd downstream of *SP*.
**Table S1** Primers used in this study.
**Table S2** FPKM values of interesting DEGs.
**Table S3** Tomato gene accession numbers.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

The raw RNA‐Seq data are publicly available in the Sequence Read Archive (SRA, ncbi.nlm.nih.gov/sra) with the accession number PRJNA1006186. The raw DAP‐Seq data are publicly available in the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE271397. Gene sequences can be found in the Sol Genomics Network database (http://solgenomics.net/) under the accession numbers in Table S3.

# Supplementary material for: Tomato flowering depends on overlapping functions of AP1/FUL‐like genes in reproductive meristem specification
**Source:** New Phytol. 2025 Aug 19;248(2):1002–20. doi: 10.1111/nph.70451
**Supplement:** Supplementary file 5 — Fig S1 The protein sequences of tomato AP1/FUL‐like proteins. Fig. S2 Yeast two‐hybrid analysis of tomato AP1/FUL‐like proteins with MADS‐domain proteins from different subfamilies. Fig. S3 Localization of FUL1, FUL2, MBP20, and MC transcripts in WT reproductive meristems by in situ hybridization using specific 5′/3′ probes. Fig. S4 Quantification of flowering time of WT and mc ful2 mbp20 mutants under glasshouse conditions in autumn. Fig. S5 Flower and inflorescence phenotypes of WT and ap1/ful‐like mutants. Fig. S6 Inflorescence vegetative reversion in ful1 ful2 mbp20 mutants. Fig. S7 Target genes in the sympodial shoot vegetative meristem (SVM) tested with qRT‐PCR in different genotypes. Fig. S8 Expression dynamics of marker genes during reproductive meristem development. Fig. S9 PCA plot of the RNA‐Seq samples. Fig. S10 FPKM values of selected DEGs across vegetative and reproductive meristem stages in WT and tm3 stm3 mutant. Fig. S11 Gene expression detected in SYMs of WT, mc, and ful2 mbp20 mutants by qRT‐PCR. Fig. S12 Z‐normalized expression of MADS‐box genes in the sFM and sIM of WT, mc, and ful2 mbp20. Fig. S13 Expression analysis of DEGs from the RNA‐seq experiment in mixed FM/IM using qRT‐PCR. Fig. S14 Expression of putative MC‐specific and FUL2/MBP20‐specific DEGs tested by qRT‐PCR in young floral buds of WT, mc, ful2 mbp20, quad‐ful, and mc ful2 mbp20. Fig. S15 Expression of J, J2, and TM3/STM3 in shoot apical meristems. Fig. S16 Electrophoretic Mobility Shift Assay (EMSA) to test complex formation of the different combinations of MADS‐domain proteins. Fig. S17 Analysis of DAP‐seq peaks. Fig. S18 Integrative Genomics Viewer (IGV) screenshots of targets with clear peaks. Fig. S19 MC can bind to the promoters of CKX5/6/8. Fig. S20 Integrative Genomics Viewer (IGV) screenshots of DEGs with no significant DAP‐seq peaks. Fig. S21 DNA and chromatin marks up‐nd downstream of SP. Table S1 Primers used in this study. Table S2 FPKM values of interesting DEGs. Tabl

## **New Phytologist supporting information**

Article title: Tomato flowering depends on overlapping functions of *AP1/FUL*-like genes in reproductive meristem specification.

Authors: Xiaobing Jiang, Iris E. Zahn, Kai Thoris, Chris Roelofsen, Edelin Roque, Concepción Gómez-Mena, Cristina Ferrándiz, Hongru Wang, Gerco C. Angenent and Marian Bemer

Article acceptance date: 18 July 2025

|         |            | MC | FUL1 | FUL2 | MBP10 | MBP20 |
|---------|------------|----|------|------|-------|-------|
| SVP     | SIMBP24    | -  | -    | -    | -     | -     |
|         | J          | +  | +    | +    | +     | +     |
| AG      | TAG1       | -  | -    | +    | -     | -     |
|         | TM5        | +  | -    | +    | -     | +     |
| SEP     | TM29       | -  | -    | +    | -     | -     |
|         | MADS-RIN   | +  | +    | +    | -     | +     |
|         | MADS1/EJ2  | +  | +    | +    | -     | -     |
|         | SIMBP21/J2 | +  | +    | +    | +     | +     |
|         | SIMBP21/J2 | +  | +    | +    | +     | +     |
| SOC1    | TM3        | +  | +    | +    | +     | +     |
|         | STM3       | +  | +    | +    | +     | +     |
|         | SIMBP18    | +  | +    | +    | -     | -     |
|         | SIMBP13    | -  | -    | -    | -     | -     |
|         | SIMBP14    | -  | -    | -    | -     | -     |
| ANR1    | SIMBP9     | -  | -    | -    | -     | -     |
|         | SIMBP12    | -  | -    | -    | -     | -     |
| TT16    | SIMBP22    | -  | -    | -    | -     | -     |
| AP1/FUL | MC         | -  | -    | -    | -     | -     |
|         | FUL1       | -  | -    | -    | -     | -     |
|         | FUL2       | -  | -    | -    | -     | -     |
|         | MBP10      | -  | -    | -    | -     | -     |
|         | MBP20      | -  | -    | -    | -     | -     |

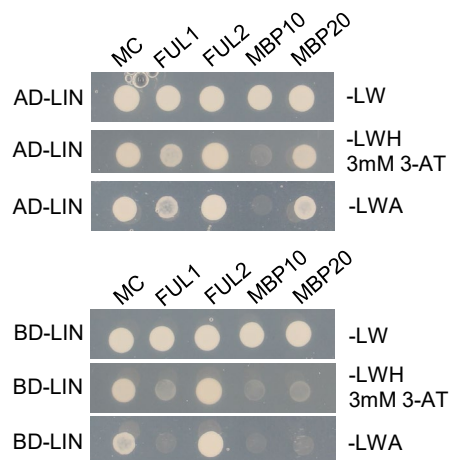

**Fig. S2. Yeast two-hybrid analysis of tomato AP1/FUL-like proteins with MADS-domain proteins from different subfamilies.** Reciprocal interaction is shown by dark yellow shading, one-way interaction by light yellow shading, and blank cells indicate a failure to interact. Data combined from Jiang et al, 2022, and this study. The results for LIN are new for FUL1, FUL2, MBP10 and MBP20 and therefore presented in a separate panel.

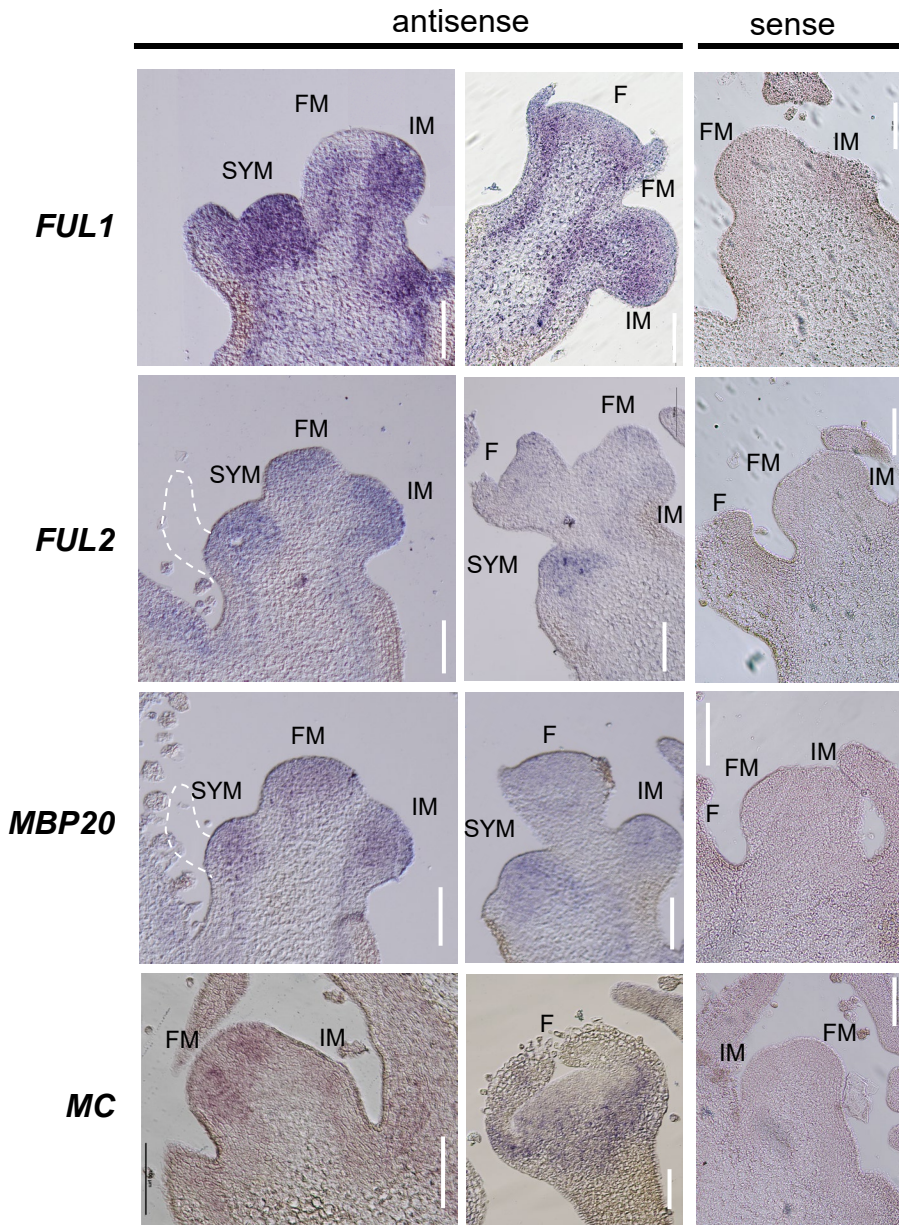

**Fig S3. Localization of *FUL1*, *FUL2*, *MBP20* and *MC* transcripts in WT reproductive meristems by in situ hybridization using specific 5'/3' probes.** Left two panels: antisense probe; right panel: sense probe. FM: floral meristem, IM: inflorescence meristem, SYM, sympodial shoot meristem, F: flower. White bar: 100  $\mu$ m.

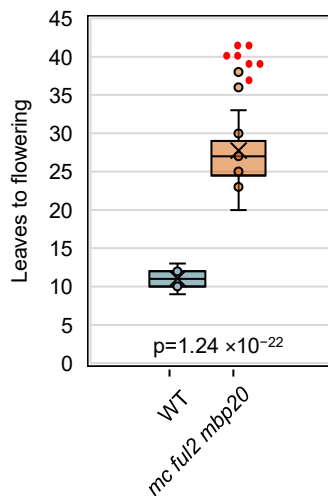

**Fig. S4. Quantification of flowering time of WT and *mc ful2 mbp20* mutants under greenhouse conditions in autumn.** The dots represent individual plants (WT n=21, *mc ful2 mbp20* n=37). The red dots show the number of formed leaves for individual *mc ful2 mbp20* mutants that had not yet made the floral transition when the experiment ended (n=7 (out of 37)). The boxplots show the flowering time before the floral transition, excluding the red data points. The p-value was calculated using a two-tailed independent Student's t-test.

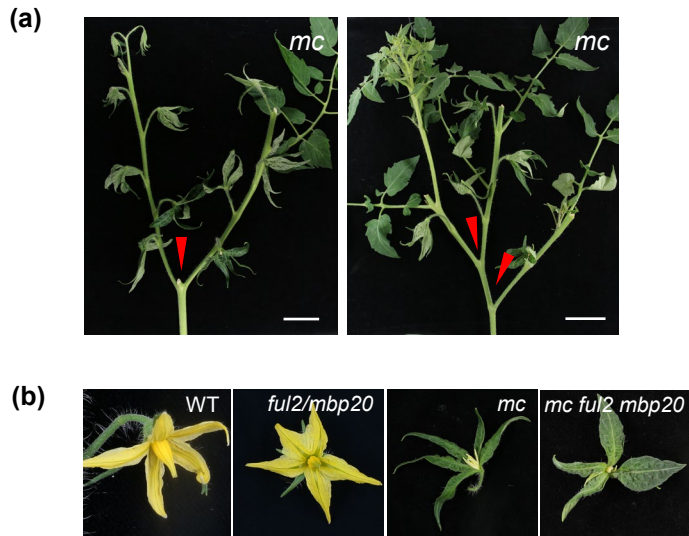

**Fig. S5. Flower and inflorescence phenotypes of WT and *ap1/ful*-like mutants.** (a) Branched inflorescences in the *mc* mutant. Red arrows indicate branching points. White bar: 1cm. (b) Flowers of WT and the three different mutants.

(a)

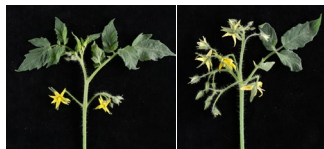

(b)

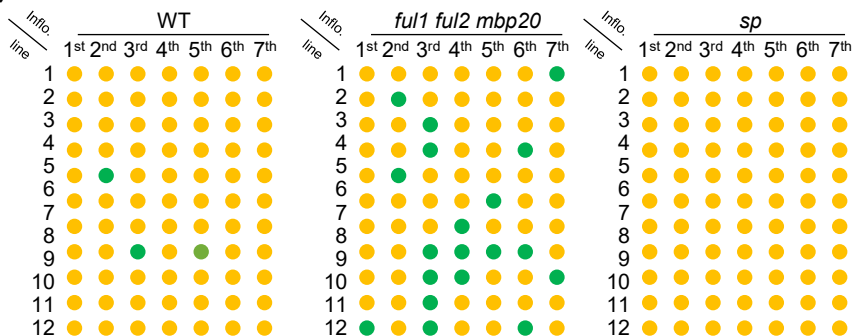

**Fig. S6. Inflorescence vegetative reversion in *ful1 ful2 mbp20* mutants.** (a) Representative inflorescences that reverted to shoot growth (left panel) and leaf development (right panel) in a *ful1 ful2 mbp20* mutant. (b) Frequency of inflorescence vegetative reversion in WT and *ful1 ful2 mbp20* mutant. Dots in yellow indicate normal inflorescences and green indicate vegetative reverted inflorescences.

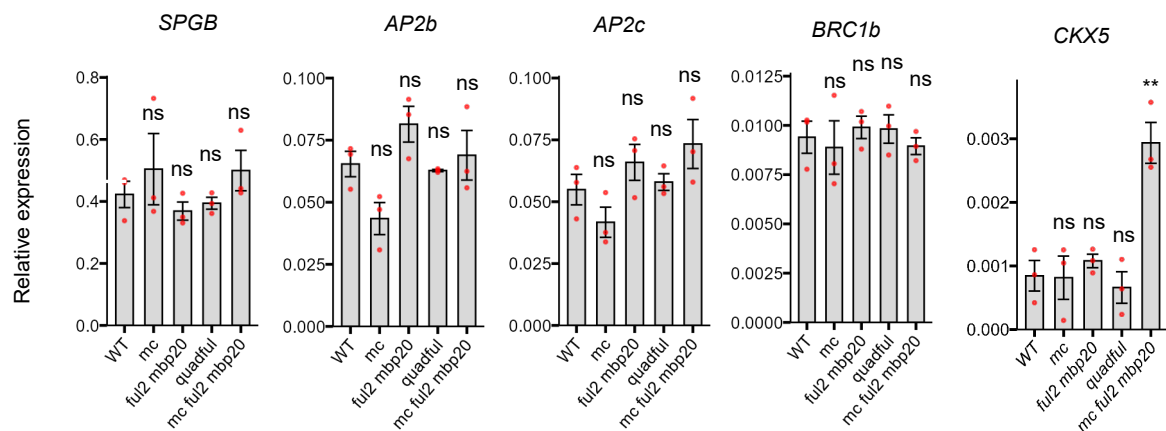

**Fig. S7. Target genes in the sympodial shoot vegetative meristem (SVM) tested with qRT-PCR in different genotypes.** Values represent the mean  $\pm$  SE of three biological replicates (indicated with red dots). Significant differences were determined using a two-tailed Student's t-test (\*  $p < 0.05$ , \*\*  $p < 0.01$ ). ns: non-significant.

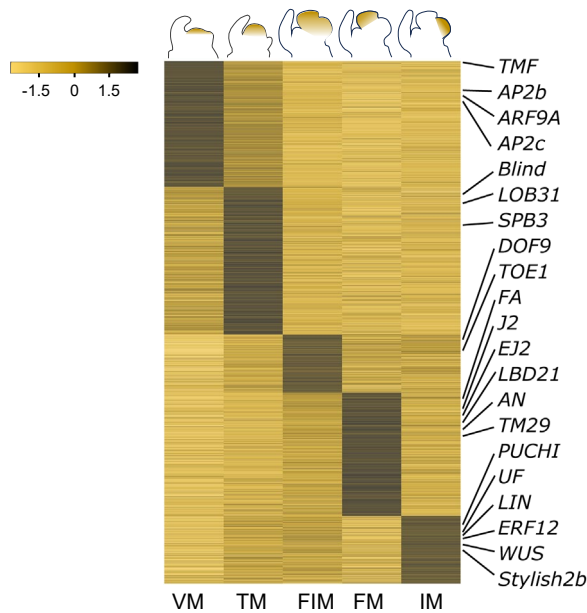

**Fig. S8. Expression dynamics of marker genes during reproductive meristem development.** Z-normalized expression of meristem-maturation markers in the primary VM, TM, FM/IM, and sFM, sIM. Genes were clustered based on developmental stage with the highest expression level. Schematic apices show isolated meristems highlighted in yellow-brown. Scaled expression was calculated based on the average expression values from three (VM, TM, FM/IM) or four biological replicates (sFM, sIM).

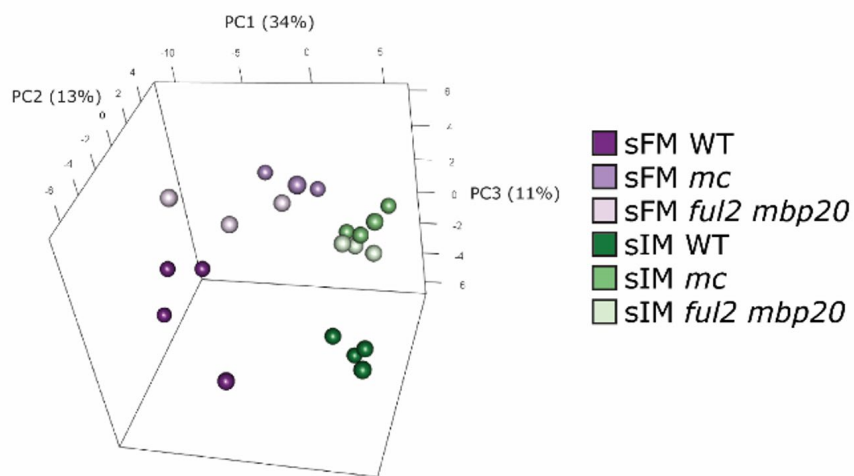

**Fig. S9. PCA plot of the RNA-Seq samples.** Note that PC1 represents the developmental stage of the meristems, as negative PC1 values correlate with sFM identity and positive PC1 values with sIM identity.

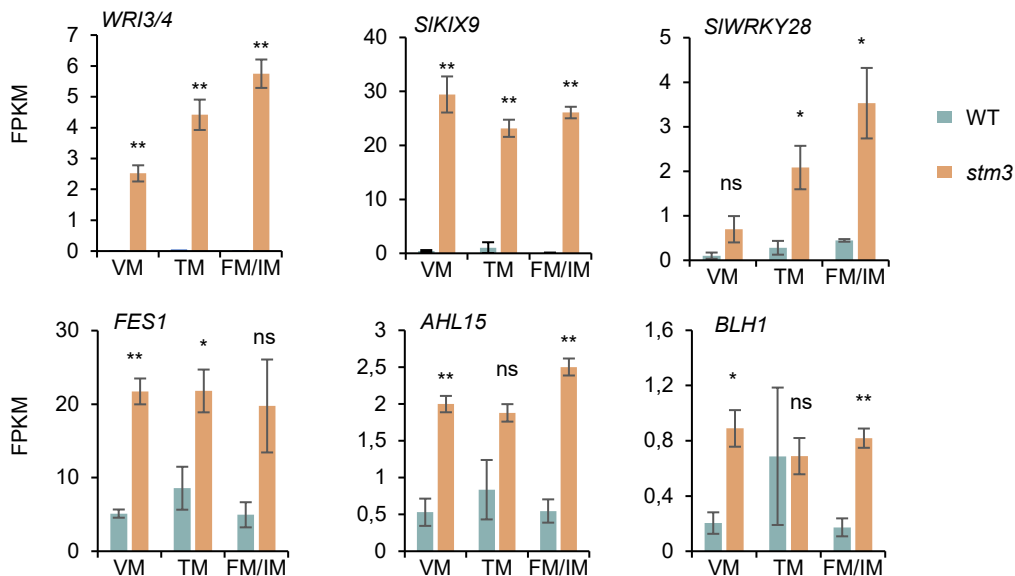

**Fig. S10. FPKM values of selected DEGs across vegetative and reproductive meristem stages in WT and *tm3 stm3* mutant** (from Zahn et al., 2023). The values shown (mean  $\pm$  SE) are the average of three replicates. Significant differences were calculated using a two-tailed Student's *t* test (\*  $p < 0.05$  and \*\*  $p < 0.01$ ). VM: vegetative meristem, TM: transition meristem, FM/IM: floral meristem and inflorescence meristem.

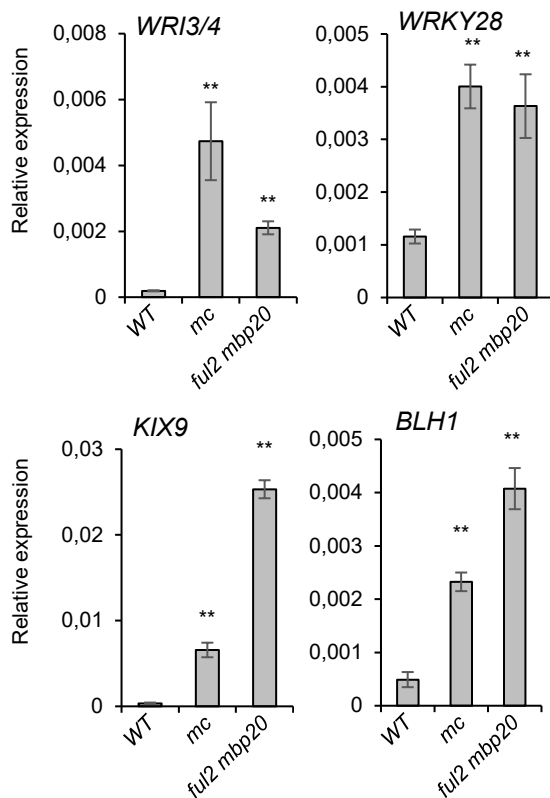

**Fig. S11. Gene expression detected in SYMs of WT, *mc*, and *ful2 mbp20* mutants by qRT-PCR.** The values shown (mean  $\pm$  SE) are the average of three replicates. Significant differences were calculated using a two-tailed Student's *t* test (\*  $p < 0.05$  and \*\*  $p < 0.01$ ).

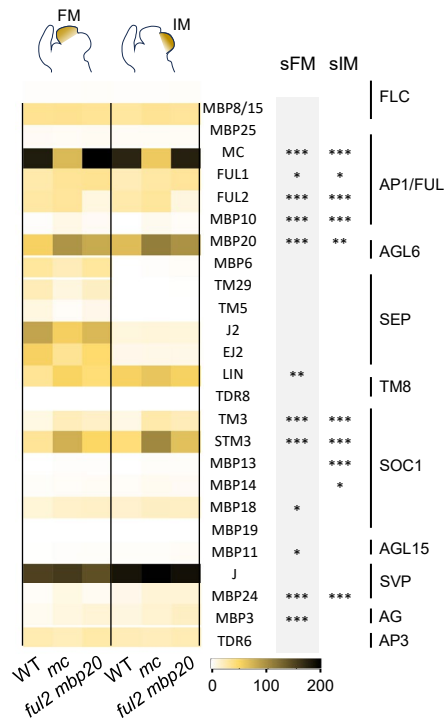

**Fig. S12. Z-normalized expression of MADS-box genes in the sFM and sIM of WT, *mc* and *ful2 mbp20*.** Asterisks indicate statistical significance according to the adjusted p value from the likelihood-ratio test (LRT) between WT, *mc* and *ful2 mbp20* in the sFM or sIM. All MADS-MIKC type genes with substantial expression (FPKM>1) in at least one sample type are shown. The non-normalized expression of these and the 15 more lowly expressed genes are shown in Supplementary Data Set 4. Schematic apices show isolated meristems highlighted in yellow-brown. MADS-box gene subfamilies are based on Smaczniak et al. (2012) and Wang et al. (2019). \* Padj < 0.05, \*\* Padj < 0.01, \*\*\* Padj < 0.001.

**Common targets**

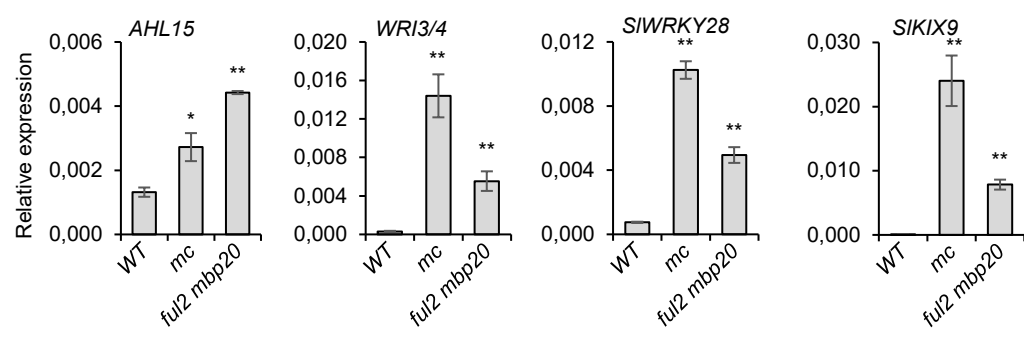

**MC Specific targets**

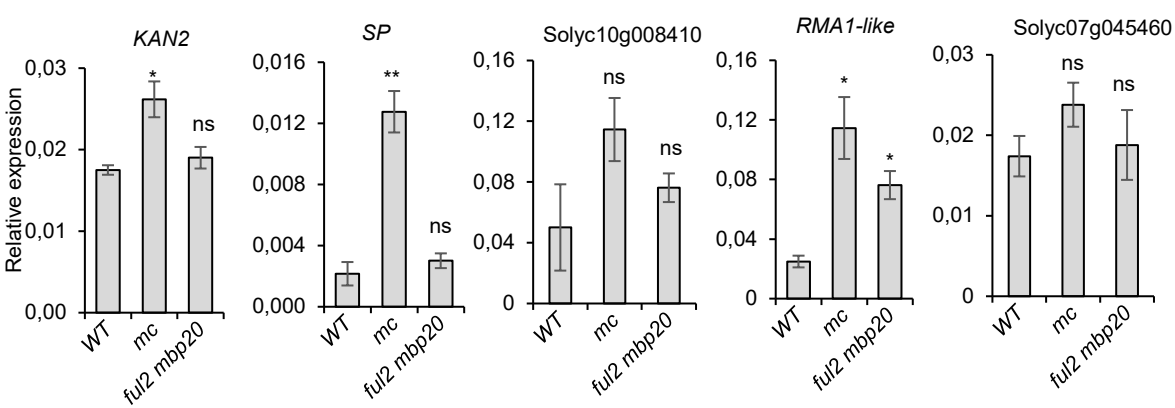

**FUL2 Specific targets**

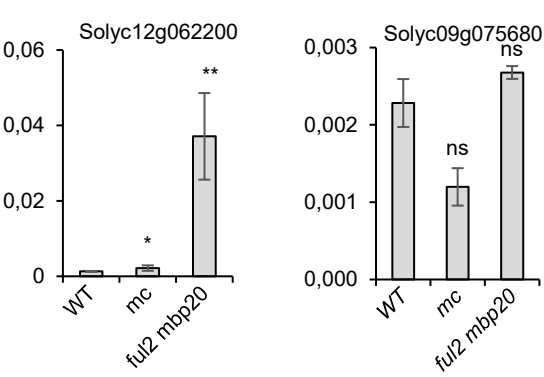

**Fig. S13. Expression analysis of DEGs from the RNA-seq experiment in mixed FM/IM using qRT-PCR.** The values shown (mean ± SE) are the average of three replicates. Significant differences were calculated using a two-tailed Student's *t* test (\* *p* < 0.05 and \*\* *p* < 0.01).

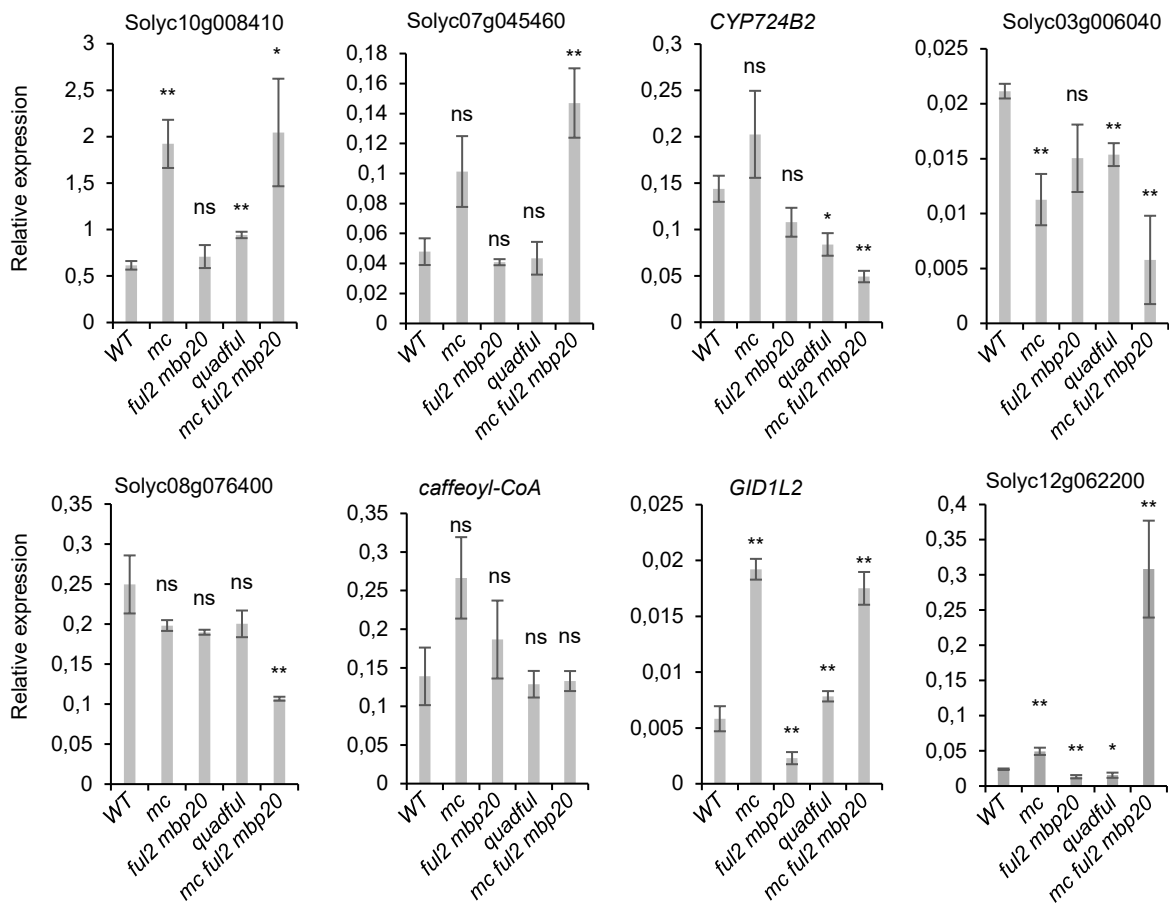

**Fig. S14. Expression of putative MC-specific, and FUL2/MBP20-specific DEGs tested by qRT-PCR in young floral buds of WT, *mc*, *ful2 mbp20*, *quad-ful* and *mc ful2 mbp20*.** The values shown (mean  $\pm$  SE) are the average of three replicates. Significant differences were calculated using a two-tailed Student's *t* test (\*  $p < 0.05$  and \*\*  $p < 0.01$ ).

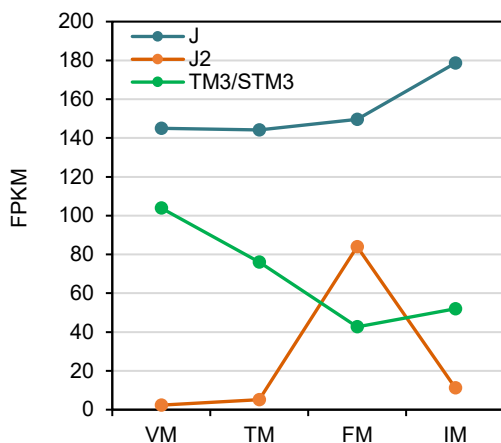

**Fig. S15. Expression of *J*, *J2*, and *TM3/STM3* in shoot apical meristems.** VM: vegetative meristem; TM: transition meristem; FM: floral meristem; IM: inflorescence meristem.

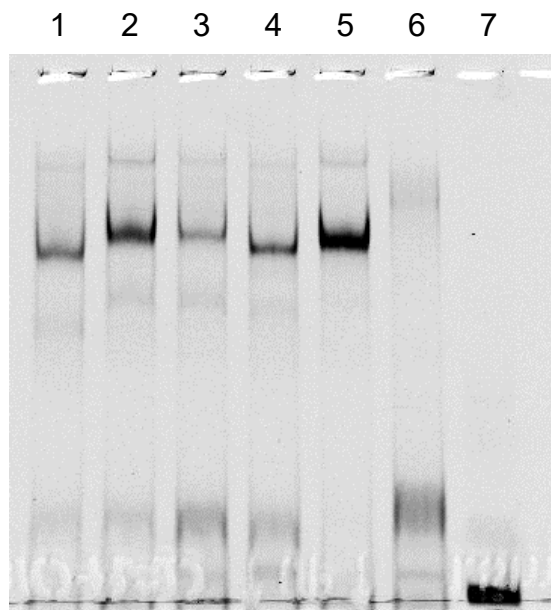

|    | Protein    | Probe  |
|----|------------|--------|
| 1. | J2         | SAUR10 |
| 2. | FUL2 + J2  | SAUR10 |
| 3. | MC + J2    | SAUR10 |
| 4. | MC + TM3   | SAUR10 |
| 5. | FUL2 + TM3 | SAUR10 |
| 6. | TNT -      | SAUR10 |
| 7. | MQ -       | SAUR10 |

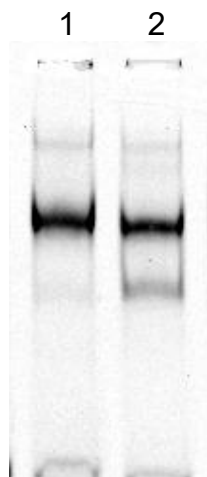

|    | Protein | Probe  |
|----|---------|--------|
| 1. | MC+J    | SAUR10 |
| 2. | FUL2+J  | SAUR10 |

**Fig. S16. Electrophoretic Mobility Shift Assay (EMSA) to test complex formation of the different combinations of MADS-domain proteins.** Combinations of two proteins were added to the CArG-box containing SAUR10 probe (Bemer et al., 2017). The FUL2 and MC proteins were fused to a FLAG-tag. Tetrameric complexes are formed in all cases. Only in the case of FUL2-J, a prominent dimeric complex is also visible.

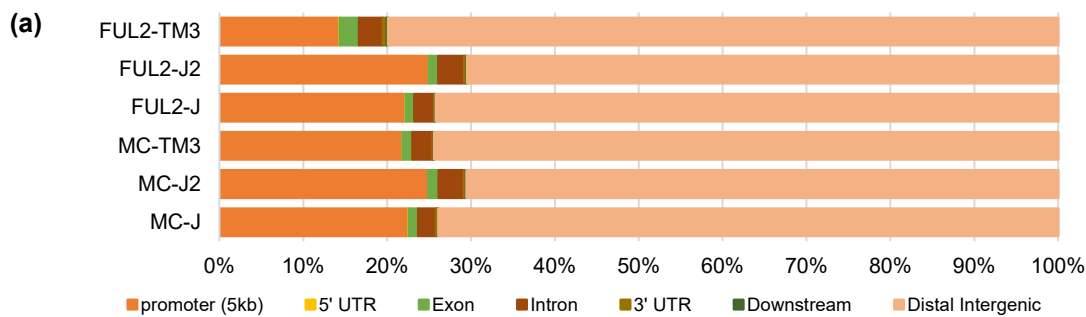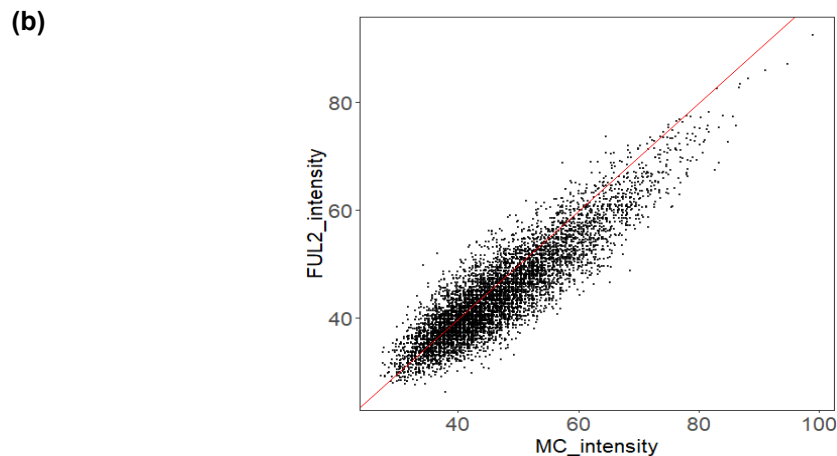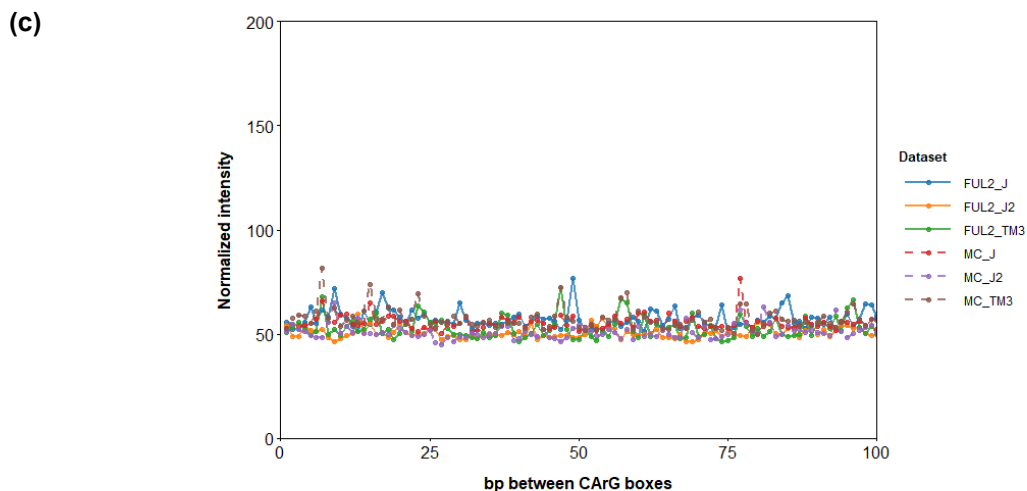

**Fig. S17. Analysis of DAP-seq peaks.** (a) distribution across gene features. (b) comparison of peak intensities for the pooled FUL2 and MC common targets at  $p < 0.0001$ . (c) Normalized intensity of all peak pairs with given CARg-box spacing.

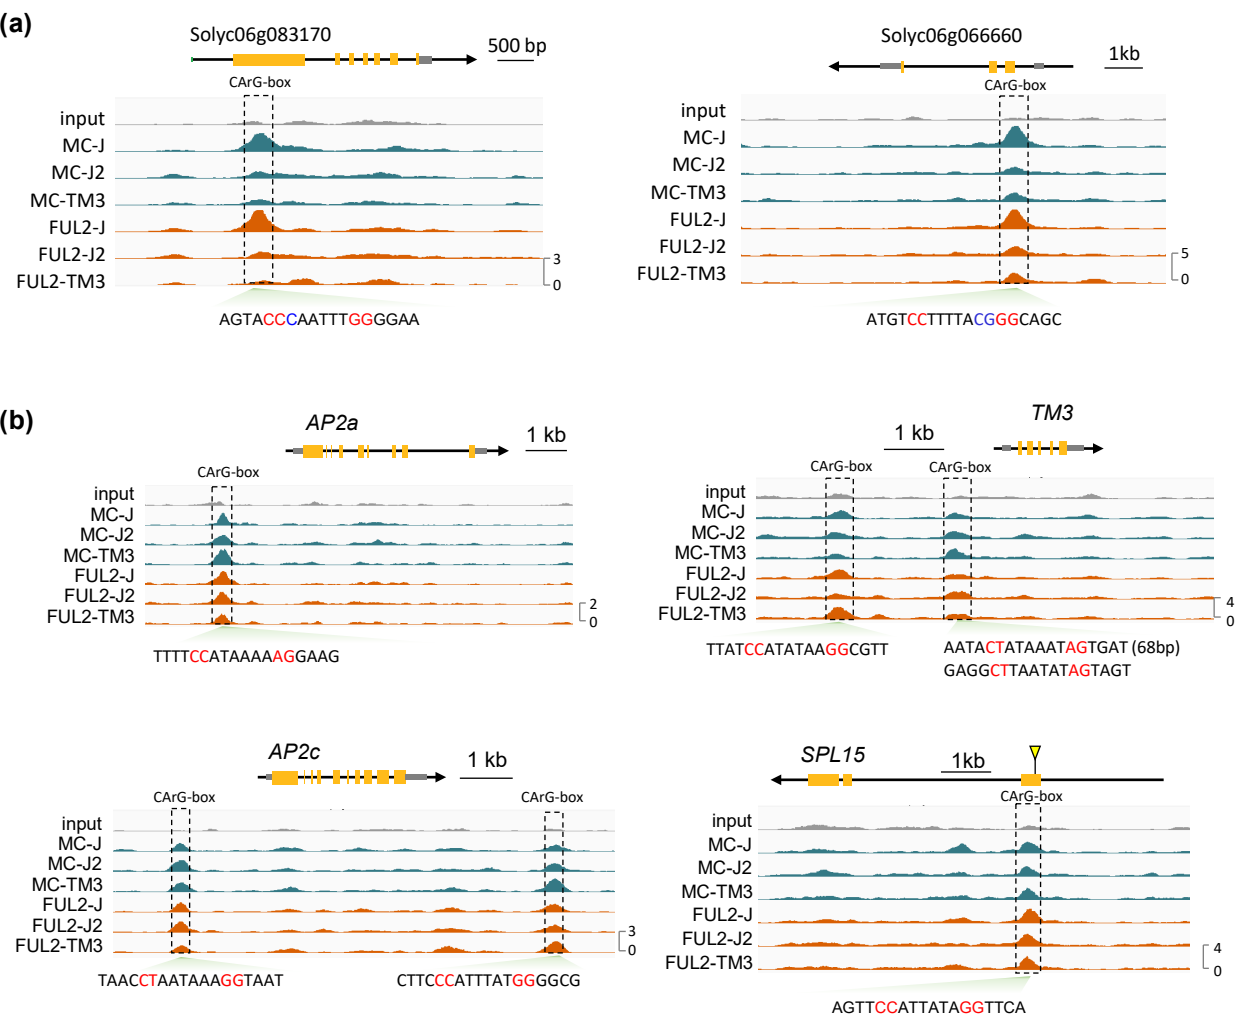

**Fig. S18. Integrative Genomics Viewer (IGV) screenshots of targets with clear peaks.** (a) J binding with C variation at position 3 of CArg-box motif. (b) DEGs bound by FUL2 and MC.

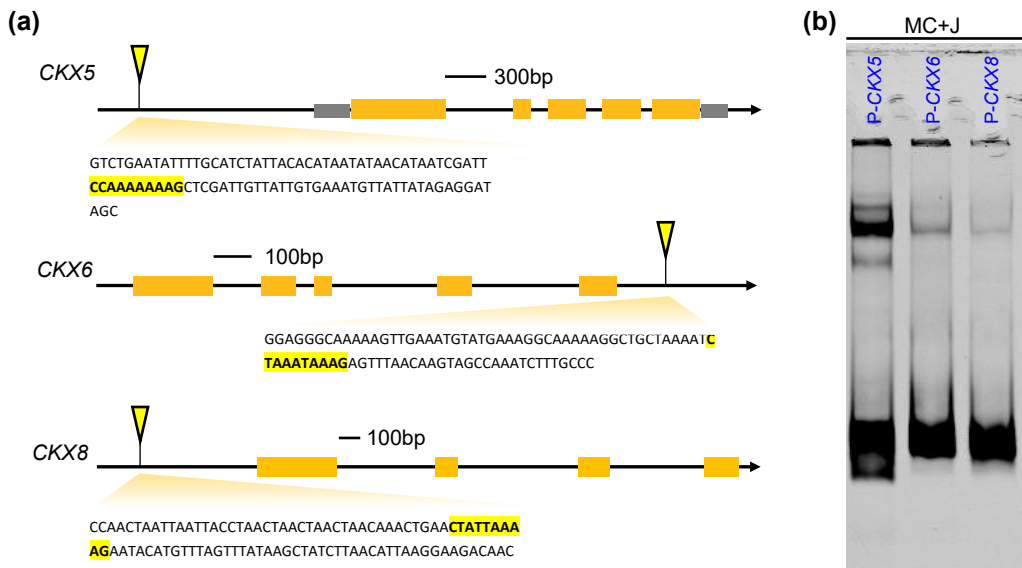

**Fig S19. MC can bind to the promoters of *CKX5/6/8*.** (a) Schematic representation of *CKX5/6/8* genomic loci showing CarG-box motifs. The full probe sequences of *CKX5/6/8* (P-*CKX5/6/8*) are shown. Triangles indicate CarG boxes. (b) EMSA with MC-J and the probe fragments shown in (a)

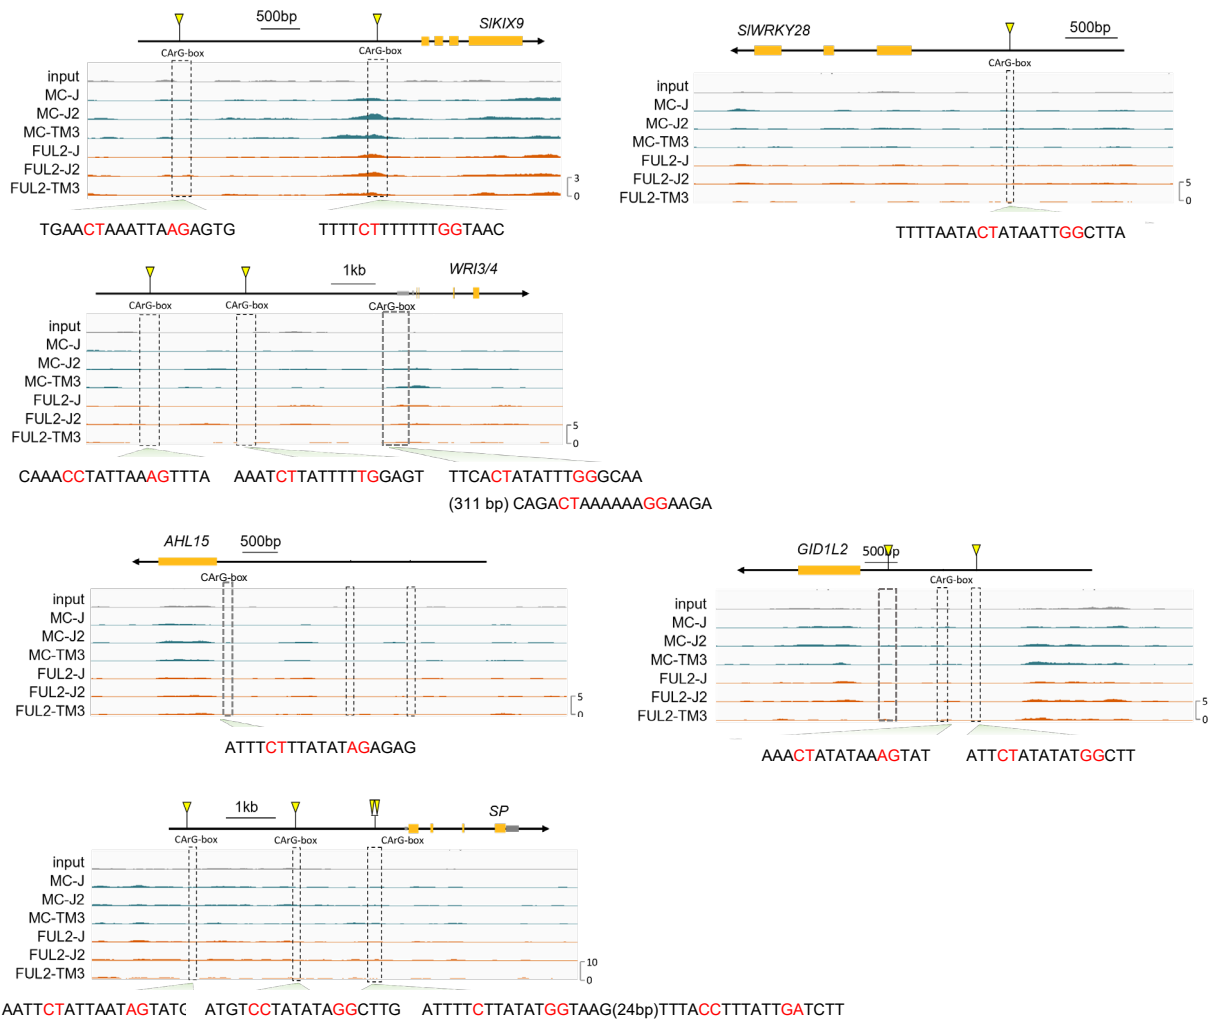

**Fig. S20. Integrative Genomics Viewer (IGV) screenshots of DEGs with no significant DAP-seq peaks.**

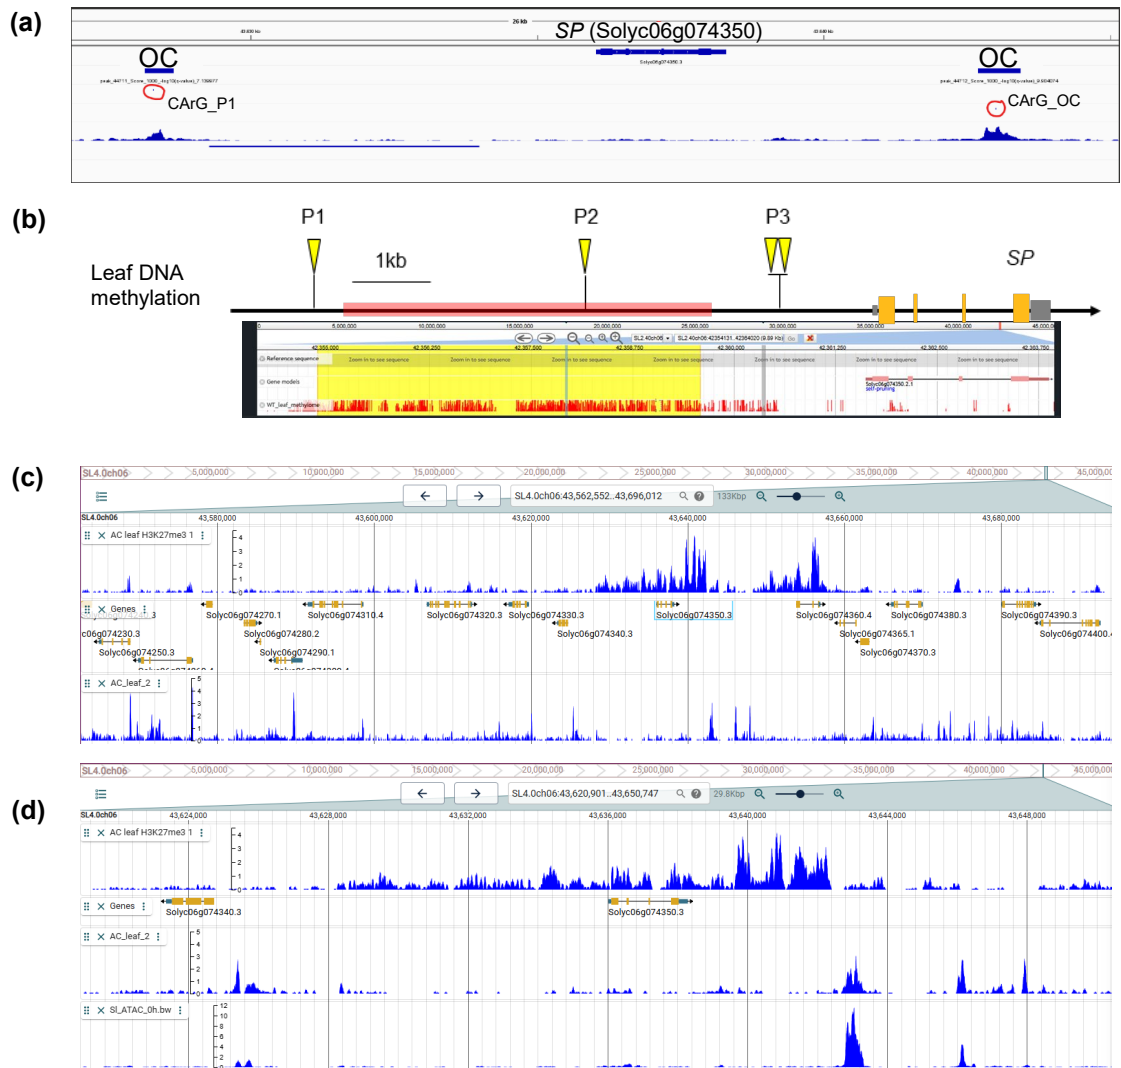

**Fig S21. DNA and chromatin marks up- and downstream of *SP*.** (a) In inflorescence meristem, there is a small open chromatin peak at the location of CARG-box P1 and an additional small peak at the location of the downstream CARG-box. The red circles indicate the locations of the two tested CARG-boxes. (b) Leaf DNA methylation is particularly pronounced at the TE (b), while the entire locus is in leaves silenced by H3K27me3 (c,d). The open chromatin data (Dnase-seq (middle track in (d)) and ATAC-seq (bottom track in (d)) show that the entire region is closed, except for an open chromatin peak around 5 kb 3' of the stop codon (location downstream CARG-box) (c,d). DNA methylation data from <http://ted.bti.cornell.edu/epigenome/jbrowse/>; other data from: <http://www.epigenome.cuhk.edu.hk/jbrowse2/>)

**Table S1. Primers used in this study.**

| Oligo name     | F                                                             | R                                                                       | purpose                  |
|----------------|---------------------------------------------------------------|-------------------------------------------------------------------------|--------------------------|
| MC cloning     | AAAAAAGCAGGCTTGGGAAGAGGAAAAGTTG                               | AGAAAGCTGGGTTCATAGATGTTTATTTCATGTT                                      | Y2H                      |
| LIN cloning    | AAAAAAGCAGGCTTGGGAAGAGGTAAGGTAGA                              | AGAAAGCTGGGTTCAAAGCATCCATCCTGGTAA                                       | Y2H                      |
| MC-sgRNA-1     | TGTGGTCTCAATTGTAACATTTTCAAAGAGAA<br>GGTTTTAGAGCTAGAAATAGCAAG  | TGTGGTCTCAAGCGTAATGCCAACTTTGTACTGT                                      | CRISPR/Cas9              |
| MC-sgRNA-2     | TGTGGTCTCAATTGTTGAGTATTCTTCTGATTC<br>AGTTTTAGAGCTAGAAATAGCAAG | GGTCTCAAGCGTAATGCCAACTTTGTAC                                            |                          |
| MC genotyping  | AGTGGGTTGTACTATTTCCCT                                         | GAGACACACACTTATTTTGCAGGA                                                | genotyping               |
| MC promoter    | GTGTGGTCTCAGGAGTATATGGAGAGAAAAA<br>ATCCTC                     | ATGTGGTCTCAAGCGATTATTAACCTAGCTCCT<br>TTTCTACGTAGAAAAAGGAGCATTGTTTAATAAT | GUS assay                |
| FUL2 promoter  | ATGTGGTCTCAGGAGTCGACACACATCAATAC<br>AAG                       | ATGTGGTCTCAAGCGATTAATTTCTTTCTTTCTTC<br>TTTC                             |                          |
| FUL1 probe 1   | CACATAACAAATAATCCATCTTCTCTG                                   | CGGATATTTTTCTATACTATGAAT                                                | In situ<br>hybridization |
| FUL1 probe 2   | GATGCCACAATATATTGTCTATG                                       | ATGGAATCATACATCAAAATTTATTT                                              |                          |
| FUL2 probe 1   | TGACAACACTTTTGACGAAACAC                                       | TTAATTTCTTTCTTTCTTTCTTCTTC                                              |                          |
| FUL2 probe 2   | ATTAAACTTAATGAAGTATAAAG                                       | GACAAAACATCCAAAGAGAGGATG                                                |                          |
| MBP20 probe 1  | ATAAAACCTCCCCCCCCAACCC                                        | CCCCTCTCTATCTTTAATGCG                                                   |                          |
| MBP20 probe 2  | ATCACATTCTACCACCAACTTCC                                       | CCTAGATCTTTTAGTACTAAAAAA                                                |                          |
| MC probe       | GAGGAATAATGAGCTTGACCT                                         | ATGAGACCACAAAATTACTAATAG                                                |                          |
| MC             | TGGACATGAATTCTTCTTCCTC                                        | AGGACCAAGAACATCTGGATC                                                   | qRT-PCR                  |
| BLH1           | CCAAGTACATCTCTCCACC                                           | GGAGTCAGGTGTCGAATTGGT                                                   |                          |
| FES1           | GCTGGGGTGCATCATGTAGA                                          | TTCCGGTCTGTTTGCTTGA                                                     |                          |
| WRI3/4         | GGCAGCTATACAGTACCGTGG                                         | TGTTTGTTAGGCATGGGA                                                      |                          |
| SIKIX9         | TGAGGTTCATGGCTCAGCA                                           | GCCTCAGAATTGGCTTTGGA                                                    |                          |
| SIWRKY28       | ATGAGGTTGGAGAGCAAG                                            | GTCTTCTCCTTCTTCTTGGCTC                                                  |                          |
| KAN2           | TAGGGCTCCAAGGATGCGTT                                          | CACCCAAGAGTTCAACAGCA                                                    |                          |
| BRC1b          | GTGCCATCAACAACAAGAG                                           | CCTCACCTCCGATCCCTAT                                                     |                          |
| GID1L2         | CGTCGTTGCTGTTTCGGTAA                                          | GTGCGGTCCAACAATCTTCG                                                    |                          |
| Solyc10g008410 | ACATGAAGGCGGCAATCTCT                                          | CATTGTGGGTGGCGTTGAG                                                     |                          |
| Solyc09g075680 | TCTGCCAGACTCTACCTCCC                                          | CGCCGCCGTGGTAATATACT                                                    |                          |
| Solyc07g045460 | ATTGAGGGATCATGGGATGG                                          | GATACACGCCTGATGGAAAC                                                    |                          |
| Solyc12g062200 | CAGCGAGCAACATCAGCAAAC                                         | GGAGGCGACTGTCCATGAAT                                                    |                          |
| CYP724B2       | CAGTGCTGTTCAATTTGACCC                                         | GCTCATCACTCTCCCATCTCC                                                   |                          |
| caffeoyl-CoA   | GCCCTGCACTACTGTTCTT                                           | TGTCCTTGTCAGCATCCACA                                                    |                          |
| Solyc03g006040 | GACTCCAGCTAGAAGCCATTCA                                        | CCTACTTGTAACCCTAGC                                                      |                          |
| Solyc08g076400 | TAGGGCTCCAAGGATGCGTT                                          | CACCCAAGAGTTCAACAGCA                                                    |                          |
| SP probe 1     | ATGGAATATGGAGAAAAGGG                                          | CAGCTTTATAACTCTACTCC                                                    | EMSA +<br>ampDAP-qPCR    |
| SP probe 2     | TGTGCAATGTAGGAATAGTATCCCA                                     | AGTACGACTATGGTAGGCCC                                                    |                          |
| SP probe 3     | GACAAATATGATACTCCCACCGT                                       | CTCATTTTCTCTTCTCATAAATG                                                 |                          |
| SP probe OC    | GAAAGAGAGATGAAAAGGG                                           | TACTATGCTTTTAGATAACGTG                                                  |                          |
| DAP-qPCR REF1  | ACCTGGAATGAGGCGCTGGTG                                         | TGTTGCTGCATCAGCGGAAC                                                    |                          |
| DAP-qPCR REF2  | GGAGATTGAAACTGCCAGGAGCA                                       | CTGCAGCTTCATACCAATCATGG                                                 |                          |

Table S2. FPKM values of interesting DEGs.

|                             | gene_id       | Annotation                    | WT                                                |        |        |        | WT     |        |        |        | ful2mbp20 |        |        |        | ful2mbp20 |        |        |        | mc    |        |        |       | mc    |        |       |      |  |  |
|-----------------------------|---------------|-------------------------------|---------------------------------------------------|--------|--------|--------|--------|--------|--------|--------|-----------|--------|--------|--------|-----------|--------|--------|--------|-------|--------|--------|-------|-------|--------|-------|------|--|--|
|                             |               |                               | FM_1                                              | FM_2   | FM_3   | FM_4   | IM_1   | IM_2   | IM_3   | IM_4   | FM_1      | FM_2   | FM_3   | FM_4   | IM_1      | IM_2   | IM_3   | IM_4   | FM_1  | FM_2   | FM_3   | FM_4  | IM_1  | IM_2   | IM_3  | IM_4 |  |  |
| common targets              | Solyc06068570 | AP2-ERF WRINKLED ortholog     | 0.26                                              | 0.00   | 0.05   | 0.04   | 0.07   | 0.03   | 0.00   | 0.00   | 6.08      | 4.48   | 4.46   | 8.88   | 7.38      | 7.70   | 6.80   | 6.14   | 5.71  | 8.08   | 7.07   | 7.87  | 9.28  |        |       |      |  |  |
|                             | Solyc08059700 | SIKX9                         | 0.86                                              | 0.11   | 0.51   | 0.13   | 0.30   | 0.11   | 0.13   | 0.00   | 21.30     | 20.06  | 18.48  | 22.42  | 18.70     | 25.43  | 29.12  | 20.91  | 26.82 | 29.80  | 23.74  | 16.67 | 29.47 |        |       |      |  |  |
|                             | Solyc04064770 | FES1-homolog (zinc-finger TF) | 10.60                                             | 1.77   | 4.65   | 3.92   | 8.31   | 4.07   | 12.50  | 5.13   | 47.31     | 51.11  | 51.95  | 53.72  | 53.52     | 55.73  | 61.12  | 63.05  | 57.78 | 57.48  | 60.24  | 58.26 | 61.46 |        |       |      |  |  |
|                             | Solyc12011200 | SIWRKY28                      | 1.20                                              | 0.24   | 0.45   | 0.44   | 0.31   | 0.25   | 0.31   | 0.25   | 4.82      | 4.00   | 5.03   | 5.18   | 6.01      | 5.29   | 7.17   | 5.91   | 6.58  | 6.79   | 6.09   | 5.32  | 9.01  |        |       |      |  |  |
|                             | Solyc12087950 | AHL15-homolog                 | 0.67                                              | 0.96   | 0.79   | 0.54   | 0.70   | 0.51   | 0.41   | 0.45   | 2.13      | 2.28   | 2.67   | 2.55   | 1.93      | 2.63   | 2.40   | 2.35   | 2.68  | 2.31   | 1.79   | 2.66  | 2.17  |        |       |      |  |  |
|                             | Solyc01007070 | BUH1                          | 0.54                                              | 0.31   | 0.34   | 0.15   | 0.21   | 0.20   | 0.16   | 0.22   | 1.32      | 0.86   | 1.55   | 1.98   | 1.63      | 2.08   | 1.90   | 1.07   | 2.72  | 1.42   | 2.04   | 1.19  | 2.43  |        |       |      |  |  |
|                             | FM/IM         | Solyc12077620                 | Unknown Protein                                   | 0.95   | 1.14   | 1.50   | 1.07   | 1.06   | 1.41   | 1.21   | 1.30      | 0.85   | 0.58   | 2.18   | 1.35      | 1.59   | 0.91   | 2.47   | 5.03  | 3.50   | 4.80   | 4.27  | 4.44  | 3.36   |       |      |  |  |
|                             | FM            | Solyc12077620                 | Unknown Protein                                   | 1.62   | 0.86   | 0.59   | 0.72   | 0.91   | 0.82   | 1.41   | 1.02      | 0.84   | 0.68   | 1.35   | 0.76      | 2.06   | 1.61   | 3.23   | 4.69  | 3.64   | 3.21   | 3.49  | 3.10  | 2.42   |       |      |  |  |
|                             | FM            | Solyc10008410                 | RING finger protein 5                             | 12.54  | 5.75   | 10.25  | 8.16   | 8.46   | 7.52   | 16.78  | 9.69      | 20.41  | 13.36  | 11.11  | 21.11     | 29.67  | 32.82  | 58.97  | 29.79 | 45.56  | 46.79  | 43.31 | 24.20 | 38.15  |       |      |  |  |
|                             | IM            | Solyc09098050                 | Ankyrin repeat-containing protein At5g02620       | 0.46   | 0.44   | 0.65   | 0.28   | 0.66   | 0.86   | 0.54   | 0.60      | 0.31   | 0.48   | 0.47   | 0.56      | 0.61   | 0.65   | 1.47   | 1.06  | 0.93   | 2.45   | 1.70  | 1.56  | 1.94   |       |      |  |  |
| MC specific targets         | FM            | Solyc09084460                 | Chymotrypsin inhibitor 2                          | 0.99   | 0.24   | 0.83   | 0.53   | 0.40   | 0.83   | 0.34   | 0.78      | 0.61   | 0.85   | 0.78   | 0.51      | 0.78   | 0.76   | 3.32   | 3.06  | 1.85   | 1.82   | 1.01  | 0.84  | 1.18   |       |      |  |  |
|                             | FM            | Solyc08076400                 | Mylb family transcription factor-like             | 5.19   | 3.78   | 4.93   | 4.91   | 9.64   | 7.59   | 6.50   | 9.81      | 5.57   | 5.42   | 3.49   | 8.40      | 5.81   | 8.62   | 13.52  | 9.92  | 9.78   | 14.89  | 11.19 | 10.59 | 14.57  |       |      |  |  |
|                             | FM            | Solyc07056160                 | CYP724B2 mRNA for cytochrome P450                 | 42.49  | 32.39  | 46.59  | 32.45  | 38.58  | 36.87  | 32.39  | 40.22     | 61.76  | 46.53  | 37.05  | 48.95     | 49.93  | 39.71  | 132.60 | 93.50 | 119.60 | 102.42 | 73.04 | 86.77 | 117.86 |       |      |  |  |
|                             | FM            | Solyc07052220                 | Unknown Protein                                   | 1.39   | 1.55   | 0.39   | 1.47   | 1.87   | 1.18   | 0.45   | 1.30      | 1.66   | 0.88   | 1.50   | 2.26      | 1.84   | 2.73   | 3.72   | 4.97  | 3.58   | 2.65   | 4.79  | 4.49  | 3.03   |       |      |  |  |
|                             | FM            | Solyc07045460                 | 5-AMP-activated protein kinase subunit beta-1     | 6.15   | 4.71   | 4.43   | 4.72   | 12.05  | 8.29   | 9.07   | 10.05     | 6.89   | 5.78   | 7.88   | 4.83      | 12.81  | 10.83  | 15.34  | 18.24 | 9.48   | 13.43  | 17.14 | 15.50 | 11.99  | 19.44 |      |  |  |
|                             | FM            | Solyc06074350                 | self-pruning                                      | 0.23   | 0.23   | 0.27   | 0.47   | 3.70   | 2.69   | 15.83  | 0.48      | 1.39   | 0.51   | 0.07   | 2.73      | 3.71   | 0.45   | 13.04  | 4.63  | 5.48   | 19.32  | 26.73 | 19.89 | 10.37  |       |      |  |  |
|                             | IM            | Solyc05005000                 | IBR finger domain-containing protein              | 6.49   | 5.43   | 8.72   | 9.77   | 7.63   | 9.19   | 10.31  | 9.08      | 7.12   | 7.25   | 7.29   | 8.06      | 3.37   | 10.19  | 3.40   | 2.27  | 1.19   | 2.67   | 3.19  | 2.23  | 2.00   |       |      |  |  |
|                             | IM            | Solyc05056620                 | Macrocalyx                                        | 162.64 | 166.47 | 201.29 | 169.57 | 181.55 | 156.97 | 161.65 | 171.93    | 195.59 | 193.74 | 188.29 | 184.55    | 163.26 | 163.75 | 65.12  | 75.01 | 73.58  | 61.22  | 55.61 | 60.18 | 61.84  |       |      |  |  |
|                             | IM            | Solyc05021510                 | Unknown Protein                                   | 5.00   | 6.24   | 5.72   | 4.03   | 5.77   | 7.42   | 6.69   | 6.51      | 1.53   | 2.68   | 4.56   | 3.62      | 1.90   | 3.77   | 2.70   | 3.10  | 3.81   | 2.86   | 3.12  | 2.89  | 3.64   |       |      |  |  |
|                             | FM            | Solyc04076037                 | orphan gene                                       | 0.00   | 0.00   | 0.00   | 0.00   | 0.00   | 0.77   | 21.94  | 0.00      | 0.00   | 0.00   | 0.00   | 0.92      | 0.00   | 0.00   | 24.78  | 23.92 | 1.00   | 31.66  | 27.71 | 0.00  | 0.00   |       |      |  |  |
|                             | IM            | Solyc04014510                 | glutamine synthase                                | 4.80   | 3.68   | 6.01   | 2.89   | 5.69   | 6.92   | 6.25   | 5.08      | 4.63   | 3.79   | 3.33   | 5.99      | 6.29   | 5.00   | 4.96   | 3.77  | 2.03   | 2.31   | 2.79  | 2.05  | 3.49   |       |      |  |  |
|                             | IM            | Solyc03011730                 | Prolyl-tRNA synthetase                            | 5.66   | 5.25   | 5.84   | 5.34   | 5.97   | 5.60   | 6.05   | 5.14      | 8.25   | 5.34   | 5.12   | 5.96      | 8.56   | 6.83   | 17.98  | 14.98 | 12.13  | 16.61  | 13.87 | 15.78 | 15.24  |       |      |  |  |
|                             | IM            | Solyc03078210                 | Unknown Protein                                   | 0.75   | 1.59   | 1.43   | 1.63   | 1.52   | 1.38   | 1.84   | 1.63      | 1.52   | 0.90   | 1.34   | 1.58      | 1.47   | 1.36   | 0.45   | 0.34  | 0.98   | 0.31   | 0.40  | 0.45  | 0.76   |       |      |  |  |
|                             | IM            | Solyc03006040                 | DNA binding protein                               | 28.93  | 23.21  | 20.46  | 34.63  | 30.49  | 25.67  | 19.46  | 32.44     | 22.03  | 21.44  | 14.68  | 25.11     | 21.54  | 38.96  | 63.48  | 30.62 | 38.15  | 77.36  | 72.54 | 38.41 | 51.65  |       |      |  |  |
|                             | FM            | Solyc02081390                 | Amine oxidase family protein                      | 2.30   | 1.82   | 1.52   | 2.00   | 2.23   | 2.08   | 2.52   | 1.75      | 1.83   | 1.88   | 1.77   | 1.82      | 2.70   | 3.33   | 6.13   | 3.42  | 3.78   | 6.05   | 3.59  | 3.39  | 5.27   |       |      |  |  |
|                             | IM            | Solyc02094920                 | Phospholipid-translocating P-type ATPase flippase | 0.52   | 0.98   | 2.14   | 0.50   | 2.60   | 2.97   | 3.26   | 3.34      | 2.58   | 1.81   | 2.97   | 2.71      | 3.96   | 1.69   | 1.74   | 1.97  | 1.64   | 2.07   | 0.47  | 1.47  | 0.97   |       |      |  |  |
|                             | IM            | Solyc02068140                 | Nodulin-like protein                              | 1.66   | 1.08   | 6.27   | 0.57   | 4.64   | 6.39   | 5.54   | 3.57      | 6.36   | 3.80   | 1.03   | 5.00      | 5.06   | 3.64   | 1.16   | 5.67  | 1.26   | 2.02   | 1.56  | 3.76  | 2.41   |       |      |  |  |
|                             | FM            | Solyc01056657                 | Unknown protein                                   | 0.00   | 0.00   | 0.15   | 0.00   | 0.00   | 0.00   | 0.00   | 0.00      | 0.00   | 0.00   | 0.00   | 0.00      | 0.00   | 0.00   | 0.00   | 1.74  | 2.96   | 2.57   | 2.74  | 1.64  | 1.94   |       |      |  |  |
|                             | FM/IM         | Solyc01067255                 | Unknown protein                                   | 1.11   | 1.29   | 0.87   | 0.70   | 0.90   | 0.90   | 1.20   | 0.81      | 0.76   | 0.56   | 1.14   | 0.71      | 0.99   | 0.49   | 1.19   | 2.36  | 2.05   | 1.44   | 2.12  | 2.21  | 2.29   |       |      |  |  |
| FUL2/MBP20 specific targets | FM/IM         | Solyc01081480                 | GPI inositol-deacylase PGAP1-like protein         | 1.08   | 1.35   | 0.94   | 1.21   | 1.28   | 1.42   | 0.52   | 0.90      | 3.62   | 4.40   | 3.78   | 4.08      | 3.96   | 3.21   | 0.64   | 0.65  | 1.61   | 1.15   | 0.83  | 0.50  | 0.74   |       |      |  |  |
|                             | IM            | Solyc010108050                | Dynamin-related protein 3B                        | 1.34   | 1.06   | 1.34   | 2.26   | 1.16   | 1.88   | 1.38   | 1.51      | 2.39   | 3.14   | 2.54   | 2.43      | 3.23   | 3.72   | 1.43   | 1.02  | 1.38   | 1.32   | 1.00  | 0.97  | 1.07   |       |      |  |  |
|                             | IM            | Solyc02087800                 | Aldose-1-epimerase-like protein                   | 0.55   | 0.42   | 0.36   | 0.49   | 0.88   | 0.67   | 0.74   | 0.55      | 0.62   | 0.72   | 0.75   | 1.34      | 1.53   | 1.88   | 0.30   | 0.35  | 0.68   | 0.58   | 0.73  | 0.60  | 0.77   |       |      |  |  |
|                             | IM            | Solyc020893270                | caffeoyl-CoA-O-methyltransferase                  | 13.64  | 10.66  | 12.60  | 11.35  | 10.46  | 14.99  | 22.77  | 14.95     | 26.90  | 32.57  | 29.18  | 31.30     | 41.57  | 34.45  | 13.37  | 14.05 | 16.01  | 15.50  | 18.86 | 8.79  | 21.62  |       |      |  |  |
|                             | IM            | Solyc04007690                 | Unknown Protein                                   | 4.74   | 5.27   | 3.93   | 4.70   | 4.71   | 6.94   | 5.08   | 5.96      | 5.73   | 7.86   | 13.72  | 12.69     | 9.39   | 12.89  | 5.22   | 4.77  | 4.44   | 6.46   | 6.48  | 5.14  | 4.83   |       |      |  |  |
|                             | FM            | Solyc04081700                 | Unknown Protein                                   | 0.00   | 0.09   | 0.07   | 0.09   | 0.00   | 0.14   | 0.00   | 0.00      | 7.59   | 0.36   | 2.90   | 0.00      | 0.00   | 0.00   | 0.00   | 0.00  | 0.00   | 0.00   | 0.11  | 0.00  | 0.00   |       |      |  |  |
|                             | IM            | Solyc05055020                 | Light-dependent short hypocotyls 1                | 1.21   | 1.75   | 1.13   | 2.17   | 0.99   | 1.26   | 1.12   | 0.98      | 1.05   | 1.53   | 1.46   | 1.84      | 1.86   | 3.10   | 1.07   | 0.61  | 1.43   | 0.63   | 1.29  | 0.83  | 0.80   |       |      |  |  |
|                             | FM            | Solyc05008020                 | Nav1h-antiporter 1                                | 3.34   | 3.36   | 3.42   | 3.01   | 1.79   | 2.25   | 2.31   | 2.80      | 8.04   | 8.08   | 8.19   | 7.32      | 8.92   | 8.46   | 3.18   | 3.46  | 3.81   | 3.48   | 3.27  | 3.20  | 4.09   |       |      |  |  |
|                             | FM            | Solyc05049033                 | Unknown protein                                   | 0.13   | 0.00   | 0.00   | 0.00   | 0.00   | 0.00   | 0.00   | 0.00      | 3.37   | 3.52   | 3.65   | 3.64      | 4.07   | 3.56   | 0.00   | 0.00  | 0.00   | 0.00   | 0.00  | 0.00  | 0.00   |       |      |  |  |
|                             | IM            | Solyc05050280                 | CBL-interacting protein kinase 13                 | 1.11   | 0.98   | 1.25   | 1.12   | 1.20   | 1.81   | 1.55   | 1.65      | 3.20   | 4.60   | 2.97   | 5.11      | 4.32   | 4.52   | 1.11   | 1.61  | 3.31   | 1.03   | 2.15  | 1.73  | 1.18   |       |      |  |  |
|                             | FM/IM         | Solyc05050290                 | CBL-interacting protein kinase 13                 | 1.06   | 0.81   | 0.79   | 1.13   | 0.68   | 1.04   | 0.75   | 1.14      | 2.26   | 2.27   | 2.00   | 2.06      | 1.89   | 2.28   | 0.59   | 0.57  | 1.38   | 0.45   | 0.95  | 0.94  | 0.94   |       |      |  |  |
|                             | IM            | Solyc070150147                | Unknown Protein                                   | 0.67   | 0.63   | 0.59   | 1.26   | 1.77   | 2.00   | 0.98   | 1.47      | 0.91   | 1.06   | 0.59   | 3.15      | 2.77   | 5.58   | 0.75   | 0.18  | 0.96   | 1.12   | 1.73  | 1.24  | 1.10   |       |      |  |  |
|                             | IM            | Solyc09062960                 | Unknown Protein                                   | 0.40   | 0.00   | 0.00   | 0.00   | 0.00   | 0.07   | 0.00   | 0.00      | 0.84   | 2.25   | 0.09   | 5.82      | 8.55   | 0.15   | 0.00   | 0.03  | 0.00   | 0.00   | 0.00  | 0.00  | 0.00   |       |      |  |  |
|                             | FM/IM         | Solyc09075680                 | Gibberellin receptor GID1L2                       | 2.29   | 1.84   | 3.17   | 2.36   | 2.52   | 1.88   | 1.23   | 1.94      | 6.10   | 4.47   | 4.53   | 5.69      | 4.68   | 5.74   | 3.50   | 2.08  | 1.90   | 1.82   | 1.51  | 1.92  | 2.40   |       |      |  |  |
|                             | IM            | Solyc09082190                 | Unknown Protein                                   | 0.46   | 0.99   | 2.33   | 0.14   | 1.27   | 2.29   | 1.18   | 1.24      | 4.09   | 3.42   | 4.07   | 3.58      | 3.08   | 7.71   | 1.05   | 2.06  | 0.53   | 1.04   | 0.12  | 0.51  | 0.07   |       |      |  |  |
|                             | FM            | Solyc11006740                 | F-box protein PP2-B1                              | 1.12   | 0.82   | 1.43   | 0.98   | 0.84   | 1.34   | 1.25   | 0.80      | 2.51   | 2.57   | 2.17   | 2.20      | 2.99   | 2.62   | 1.00   | 1.02  | 1.20   | 1.24   | 0.94  | 1.53  | 1.44   |       |      |  |  |
|                             | FM            | Solyc120626200                | Orphan gene, unknown protein                      | 2.55   | 0.12   | 0.00   | 0.08   | 0.16   | 0.10   | 0.10   | 0.15      | 63.45  | 72.01  | 73.66  | 64.39     | 67.39  | 70.93  | 0.00   | 0.16  | 0.32   | 0.12   | 0.10  | 1.18  | 0.25   |       |      |  |  |

**Table S3. Tomato gene accession numbers.**

| <b>Gene Name</b>    | <b>Gene ID</b> | <b>Gene Name</b>   | <b>Gene ID</b> |
|---------------------|----------------|--------------------|----------------|
| <i>FUL1</i>         | Solyc06g069430 | <i>MBP24</i>       | Solyc01g105800 |
| <i>FUL2</i>         | Solyc03g114830 | <i>MBP13</i>       | Solyc08g080100 |
| <i>MBP10</i>        | Solyc02g065730 | <i>MBP14</i>       | Solyc12g056460 |
| <i>MBP20</i>        | Solyc02g089210 | <i>MBP9</i>        | Solyc04g076680 |
| <i>MC</i>           | Solyc05g056620 | <i>MBP12</i>       | Solyc12g088090 |
| <i>J</i>            | Solyc11g010570 | <i>MBP22</i>       | Solyc11g005120 |
| <i>J2</i>           | Solyc12g038510 | <i>SP</i>          | Solyc06g074350 |
| <i>EJ2</i>          | Solyc03g114840 | <i>SPGB</i>        | Solyc02g083520 |
| <i>TM29</i>         | Solyc02g089200 | <i>CKX5</i>        | Solyc04g016430 |
| <i>MADS-RIN</i>     | Solyc05g012020 | <i>CKX6</i>        | Solyc12g008900 |
| <i>TM5</i>          | Solyc05g015750 | <i>CKX8</i>        | Solyc10g017990 |
| <i>TM3</i>          | Solyc01g093965 | <i>AHL15-like</i>  | Solyc12g087950 |
| <i>STM3</i>         | Solyc01g092950 | <i>FES1-like</i>   | Solyc04g064770 |
| <i>MBP18</i>        | Solyc03g006830 | <i>WRI3/4-like</i> | Solyc06g068570 |
| <i>TAG1</i>         | Solyc02g071730 | <i>KIX9-like</i>   | Solyc08g059700 |
| <i>MBP24</i>        | Solyc01g105800 | <i>SIWRKY28</i>    | Solyc12g011200 |
| <i>BLH1</i>         | Solyc01g007070 | <i>AP2a</i>        | Solyc03g044300 |
| <i>CYP724B2</i>     | Solyc07g056160 | <i>AP2b</i>        | Solyc02g064960 |
| <i>KAN2</i>         | Solyc08g076400 | <i>AP2c</i>        | Solyc02g093150 |
| <i>BRC1b</i>        | Solyc02g089830 | <i>GID1L2</i>      | Solyc09g075680 |
| <i>caffeoyl-CoA</i> | Solyc02g093270 | <i>RMA1-like</i>   | Solyc10g008410 |
| <i>SPL15</i>        | Solyc10g078700 |                    |                |

## References:

- Bemer M, van Mourik H, Muiño JM, Ferrándiz C, Kaufmann K, Angenent GC. 2017.** FRUITFULL controls SAUR10 expression and regulates Arabidopsis growth and architecture. *Journal of Experimental Botany* **68**(13): 3391-3403.
- Jiang X, Lubini G, Hernandez-Lopes J, Rijnsburger K, Veltkamp V, de Maagd RA, Angenent GC, Bemer M. 2022.** FRUITFULL-like genes regulate flowering time and inflorescence architecture in tomato. *The Plant Cell* **34**(3): 1002-1019.
- Smaczniak C, Immink RG, Angenent GC, Kaufmann K.** Developmental and evolutionary diversity of plant MADS-domain factors: insights from recent studies. *Development*. 2012 Sep;139(17):3081-98. doi: 10.1242/dev.074674. PMID: 22872082.
- Wang Y, Zhang J, Hu Z, Guo X, Tian S, Chen G.** Genome-Wide Analysis of the MADS-Box Transcription Factor Family in *Solanum lycopersicum*. *Int J Mol Sci*. 2019 Jun 18;20(12):2961. doi: 10.3390/ijms20122961. PMID: 31216621; PMCID: PMC6627509.
- Zahn IE, Roelofsen C, Angenent GC, Bemer M. 2023.** TM3 and STM3 Promote Flowering Together with FUL2 and MBP20, but Act Antagonistically in Inflorescence Branching in Tomato. *Plants* **12**(15): 2754.

How the deposited data were processed for this re-analysis (not part of the article)

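The series holds DAP‐seq of 6 protein complexes, FUL2 or MC with J, J2 or TM3, with 3 libraries per complex and 3 input libraries, 21 samples in all. What was deposited is one list of narrow peaks per complex. The authors trimmed the reads with Trim Galore, mapped them to the Moneyberg genome with hisat2, merged alignments per complex and called peaks with MACS2. The paper gives the threshold of the peak calling and a control made without plasmid, named input, but not the versions of these tools or how the input libraries were combined for the calling. In the deposited lists, each peak has a score, which in 52971 of 52995 peaks was 10 times the −log10 q without its decimals and was not used, a fold enrichment over the local background, a −log10 p and a −log10 q as the authors' peak caller wrote them, and the offset of the summit. The lists hold no counts and no values per replicate. The merged alignments' names refer to 2 input alignments each, so that the number of libraries behind a list could not be settled from the files.

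The lists were compared by position with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks were shared when they overlapped by at least 1 bp, and overlapping peaks of all lists were joined into regions, whose number was checked against bedtools 2.31.1 merge. Shares of peaks or regions have 95% Wilson intervals, medians of percentiles have binomial intervals, and rank correlations have intervals from Fisher's transformation. Chance overlap was taken from 100 circular shifts of the MC lists along each chromosome, with one random offset per chromosome for the 3 lists, at least 2 Mb from the true position. Taking one input as common to all complexes, unchanged groups were simulated over windows of 300 bp in 20 simulations with the recovered weights, one shared control and each list's lowest −log10 p as cut‐off, with 5% of the windows raised up to 10 times in treatment and control alike. Pairs with the same partner were set against all other pairs with an exact permutation over the 15 ways to pair 6 lists. A grouping by protein is not among these pairings and was not tested. For the rank correlations, the pileups of the shared peaks were exchanged at random within each list, with each peak's background kept and with pairs kept that passed both lists' lowest −log10 p. This comparison was added after seeing the data. Peaks are not replicates, so no p‐value across peaks is given.

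The depth behind the lists was recovered by solving MACS2's formulas for the fold (with a pseudocount of 1) and for p, with backgrounds of at least 5 considered. A pileup counted as whole within 0.1 reads. One treatment read was worth 0.460 (FUL2‐J2) to 0.773 (MC‐TM3) reads at the scale of the input, and 88.3% to 98.5% of the peaks of a list were solved. Where the formulas allowed several solutions, the only one with a whole number of reads was taken, and peaks without such a solution were left out of the values on reads. The method was tested on simulated data. With 3779 and 3995 simulated peaks it recovered the set weights of 0.460 and 0.700, and gave the simulated number of reads at 99.5% and 98.1% of the solved peaks. With 4000 pileups that were no whole numbers of reads, no weight made more than 22.8% of them whole. The overlap and region counts were tested on 19800 simulated peaks and returned the 8900 regions that were set.

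The alternatives set before the data were examined were an overlap of at least 50% of both peaks, summits within 100 bp, a −log10 q of at least 10, the 4000 peaks of each list with the highest −log10 q, a fold of at least 3, and leaving out the unplaced sequence. For single results, −log10 q and fold were exchanged as the measure of strength, the share of the shorter list's peaks replaced the Jaccard index, and partner‐specific regions were counted from at least 1 list of the partner. Leaving out the peaks within 1 Mb of a chromosome end was added after seeing the data. Chromosome lengths were taken as the last position of any peak. Regions named one by one were fixed beforehand by rule, as the 2 regions with the highest −log10 q in at least 2 lists of one protein and in no list of the other, the 3 J‐specific regions with the highest −log10 q in the FUL2‐J list, and the genes named in the paper that the readable part of Dataset S4 places or brackets. By this rule TM3 (Solyc01g093965) and STM3 (Solyc01g092950) would fall between Solyc01g091950 and Solyc01g093990, but that interval has 0.525 kb per gene number against a median of 12.1 kb on chromosome 1, so the gene order there cannot be relied on and they are not reported.

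Gene names were not matched, since the gene table used carries 0 Solyc identifiers. The sequence and the gene annotation of the Moneyberg genome were not used here, so CArG‐boxes, motif models, target genes and their overlap with differentially expressed genes were not computed. Read coverage and the differential peak analysis were not used either.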

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

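All tests in this part were chosen after the results were seen. Over the 6 lists, 9 properties were examined for a list far from the others by Dixon's criterion, in which the gap to the next list, divided by the whole range, must exceed the critical value for 6 values. Chance flags about 1 in 20 such groups, and the 6 lists are different complexes, not replicates of one. FUL2‐TM3 stood apart in 4 properties. It had 46.2% of its peaks within 1 Mb of a chromosome end (next, 12.4% in MC‐TM3), 33.9% of its peaks with a fold under 3 (next, 12.0% in MC‐J), 2.99% of its peaks on the unplaced sequence (next, 0.943% in MC‐TM3), and the lowest median −log10 q, 11.8 (next, 15.3 in FUL2‐J2). These are not independent, since the peaks near chromosome ends had the lower folds. Fold and −log10 q are relative to the background and depth of each list, so the flags on them can also reflect those.

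The peaks at chromosome ends are not reported in the paper. For FUL2‐TM3, 19 of the 24 chromosome ends had more than 50 peaks in the last 1 Mb, with up to 619 at one end, and for MC‐TM3 11 ends did. None did in the J and J2 lists. A greater depth of the FUL2‐TM3 treatment is excluded as the cause, since its depth relative to the input was 1.44, below the 2.18 of FUL2‐J2. Peaks barely past the threshold are not the whole cause, as 36.5% of the 6996 FUL2‐TM3 peaks with a −log10 q of at least 10 were still near ends, where an even spread gives 2.91%. A high copy number of these sequences in the DNA used for every complex would also raise the J and J2 lists, of which the highest had 2.03%. The implied background at the FUL2‐TM3 summits was higher near ends, with a median of 19.1 against 13 input reads elsewhere, so these sequences had more input reads than the rest. The FUL2‐TM3 alignments were merged with another tool than the J and MC‐TM3 alignments, but MC‐TM3 also had 12.4% of its peaks near ends.

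The pattern was shared in part within the TM3 complexes. Of the MC‐TM3 peaks near ends, 87.9% overlapped a FUL2‐TM3 peak, against 36.9% of its other peaks and at most 60.2% when the peaks near ends were moved by 10 to 50 kb, which roughly keeps their density. In the other direction, 23.1% of the 4918 FUL2‐TM3 peaks near ends overlapped an MC‐TM3 peak, against 64.4% of its other peaks and at most 17.0% of the moved ones, so most of them were in the FUL2‐TM3 list and not in the MC‐TM3 list. For the shared part, a candidate explanation is something that the TM3 assays had in common, either the partner itself or the DNA, protein or sequencing of these assays. The lists hold no batch, so these were not separated, and why FUL2‐TM3 had more such peaks than MC‐TM3 was not tested. Repeats at chromosome ends could take part in this, but no sequence was used here.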

How the results depend on the processing

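No paired analysis was possible because each list was made from merged libraries and holds no value per replicate, so replicate numbers could not be compared and no replicate could be left out. The alternatives were set before the data were examined, except leaving out the peaks near chromosome ends, which was chosen after seeing the data. Of 145 values under an alternative, 79 stayed within the interval of the value reported (within 1.5 times for a count, and in the same direction for the difference between same‐partner and other pairs, which has no interval) and 66 did not. These intervals cover counting error over many peaks and are narrow. The difference between same‐partner lists and other pairs kept its direction under all 8 alternatives, from 0.0901, with the share of the shorter list's peaks, to 0.200, but its size was not held to an interval. Leaving out the unplaced sequence moved none of the 22 results. The cause of the changes below was not tested, except that a stricter filter leaves fewer peaks by construction and that counting from 1 list of the partner relaxes the criterion.

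With an overlap of at least 50% of both peaks, 38.8% of all regions held peaks of both proteins. The overlapped shares were 39.1% (FUL2‐TM3 peaks with MC‐TM3) and 36.3% (MC‐TM3 peaks with FUL2‐TM3). The median percentile of peaks of one protein alone was 34.4 (FUL2) and 34.7 (MC). The rank correlation was 0.663 (TM3). With summits within 100 bp, 37.7% of all regions held peaks of both proteins. The overlapped shares were 56.5% (FUL2‐J peaks with MC‐J), 70.4% (FUL2‐J2 peaks with MC‐J2), 37.7% (FUL2‐TM3 peaks with MC‐TM3), 54.6% (MC‐J peaks with FUL2‐J), 74.3% (MC‐J2 peaks with FUL2‐J2) and 35.1% (MC‐TM3 peaks with FUL2‐TM3). Peaks of one protein alone had a median percentile of 34.5 (MC). The rank correlation was 0.679 (TM3).

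With a −log10 q of at least 10, 43.4% of all regions held peaks of both proteins. The overlapped shares were 57.6% (FUL2‐J peaks with MC‐J), 49.9% (FUL2‐TM3 peaks with MC‐TM3) and 35.7% (MC‐TM3 peaks with FUL2‐TM3). The median percentile of peaks of one protein alone was 33.5 (MC). The number of peaks was 6996 (FUL2‐TM3). The number of partner‐specific regions was 1038 (TM3). The rank correlation was 0.62 (J), 0.726 (J2) and 0.638 (TM3). With a fold of at least 3, 44.0% of all regions held peaks of both proteins. The overlapped shares were 58.1% (FUL2‐J peaks with MC‐J), 51.3% (FUL2‐TM3 peaks with MC‐TM3) and 35.9% (MC‐TM3 peaks with FUL2‐TM3). The median percentile of peaks of one protein alone was 34.7 (FUL2) and 34.1 (MC). The number of peaks was 7046 (FUL2‐TM3). The number of partner‐specific regions was 919 (TM3). The rank correlation was 0.580 (J), 0.743 (J2) and 0.541 (TM3).

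With the 4000 peaks of each list that had the highest −log10 q, 44.7% of all regions held peaks of both proteins. The overlapped shares were 54.2% (FUL2‐J peaks with MC‐J), 73.3% (FUL2‐J2 peaks with MC‐J2), 41.9% (FUL2‐TM3 peaks with MC‐TM3), 54.2% (MC‐J peaks with FUL2‐J), 73.3% (MC‐J2 peaks with FUL2‐J2) and 42.0% (MC‐TM3 peaks with FUL2‐TM3). Peaks of one protein alone had a median percentile of 30.8 (MC). The number of partner‐specific regions was 801 (J), 804 (J2) and 393 (TM3). The rank correlation was 0.678 (J), 0.713 (J2) and 0.580 (TM3). At equal list length, the J‐specific regions no longer outnumbered the J2‐specific ones, and the order of J and TM3 was kept. This cut removed called J and TM3 peaks, so that J2 regions holding such peaks could count as J2‐specific.

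Without the peaks within 1 Mb of a chromosome end, 47.2% of all regions held peaks of both proteins. The overlapped shares were 64.4% (FUL2‐TM3 peaks with MC‐TM3) and 36.9% (MC‐TM3 peaks with FUL2‐TM3). Peaks of one protein alone had a median percentile of 32.0 (FUL2) and 34.5 (MC). The number of peaks was 5736 (FUL2‐TM3). The number of partner‐specific regions was 701 (TM3). The rank correlation was 0.612 (TM3). Once these peaks were left out, FUL2‐TM3 peaks were found in the MC‐TM3 list more often than FUL2‐J peaks in the MC‐J list, so that the order of J and TM3 changed in this direction. In the other direction MC‐TM3 stayed below MC‐J.

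With fold enrichment in place of −log10 q, the median percentile of peaks of one protein alone was 34.0 (FUL2) and 39.5 (MC). Counted from at least 1 list of the partner, the number of partner‐specific regions was 8164 (J), 973 (J2) and 9847 (TM3). With −log10 q in place of fold enrichment, the rank correlation was 0.577 (J), 0.740 (J2) and 0.469 (TM3). The median percentile of peaks of one protein alone stayed below 50 under all alternatives, for both proteins.

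The depth of the lists limits what can be said of missing peaks. A list that lacks a peak shows only that the signal did not pass the threshold on q in the merged alignment, and the lists give no value at positions that were not called.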

Differences from the paper's values

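None of the 6 peak counts differed from the paper's by more than 1 peak. The paper gives the threshold of the peaks as a P‐value of 0.0001. In the deposited lists that value bounds q, with a lowest −log10 q of 4.01 to 4.22 per list, while the lowest −log10 p was 6.00 to 6.65. The paper gives a range, over all complexes, for the share of peaks in promoters up to 5 kb, and its text does not define whether that class is one‐sided. The values here cover chromosome 1 of FUL2‐J alone, the complete part of the annotation used. There, 17.5% of the peaks were in a promoter class or up to 5000 bp upstream of a start site, which is below the paper's range, and 21.1% when 5000 bp were counted on both sides, which is within it. The paper states that it identified no real FUL2‐specific or MC‐specific sites, from browser views of signal around the threshold and a scatter of coverage. At the level of called peaks, 5 regions were in all 3 FUL2 lists and no MC list and 20 in all 3 MC lists and no FUL2 list. Whether there was signal below the threshold at these regions was not analysed here.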

Other observations

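The tests in this part were chosen after the results were seen. Each of the 6 lists holds exactly 1 peak fewer than the count in the paper's text for that complex. The Dataset S4 sheets of the FUL2 complexes hold 10449 (FUL2‐J), 4940 (FUL2‐J2) and 10654 (FUL2‐TM3) peaks below a header line, the same numbers as the deposited lists.

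Strong peaks of one list were often missing from the list of the other protein with the same partner. Of the 2561 FUL2‐J peaks in the strongest 25% of the list whose pileup could be solved, 12.0% had no MC‐J peak, and of the 2598 such MC‐J peaks 18.5% had no FUL2‐J peak. For TM3 these shares were 27.9% of the FUL2‐TM3 peaks and 34.9% of the MC‐TM3 peaks, and for J2 3.99% and 2.18%. If the pileup were equal in both complexes, Poisson noise of the reads would have missed at most 0.597% (FUL2‐TM3), even with each pileup lowered by 2 standard deviations, so counting noise at an equal pileup cannot give these shares. The peaks near chromosome ends are not the whole cause for FUL2‐TM3, whose share fell from 27.9% to 21.3% without them, and the share for MC‐TM3 was 35.6% without them. In the J and J2 lists, fewer strong peaks were near ends than were missed (26 in FUL2‐J, 24 in MC‐J, 12 in FUL2‐J2 and 11 in MC‐J2), and the shares missed without them were 12.0%, 18.5%, 3.95% and 2.12%, so the peaks near ends are excluded as the cause there. What stays open is variation between libraries beyond counting noise, which merged lists hide, and a difference in affinity between the complexes. A lower share of active protein or a weaker signal in 1 assay as a whole stays open too. None of these was tested. The strong peaks missed in the same‐partner list that were in no other list of the other protein either were 115 of the 307 in FUL2‐J, 10 of the 48 in FUL2‐J2, 627 of the 734 in FUL2‐TM3, 430 of the 480 in MC‐J, 13 of the 26 in MC‐J2 and 282 of the 998 in MC‐TM3.

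The J2 lists were shorter than the J and TM3 lists. A lower depth of the J2 treatments is excluded, since the lower of their depths was 1.99 times the input and the highest of the other lists 1.68 times. A stricter p at the end of these lists is excluded too, since at one common minimum of −log10 p the longer J2 list kept 4939 peaks and the shortest of the others 10432. A weaker binding of the J2 complexes and a lower share of active protein in these assays stay open and were not tested. An effect of scaling the deeper treatments down was not tested either. In the simulated groups without binding, the J2 lists had the fewest calls, 9.95 (FUL2‐J2) and 10.45 (MC‐J2), against 27.75 (MC‐J) to 50.7 (MC‐TM3). These numbers are far below the lengths of the lists. The share of J2 peaks overlapped by a peak of one of the J or TM3 lists ranged from 42.1% (FUL2‐TM3) to 77.0% (MC‐TM3) for FUL2‐J2, and from 39.5% (FUL2‐TM3) to 75.6% (MC‐TM3) for MC‐J2.

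J‐specific regions outnumbered J2‐specific regions, 2296 to 315. With 4000 peaks per list there were 801 J‐specific regions against 804 J2‐specific ones. That cut removed called J and TM3 peaks, so that J2 regions holding such peaks could count as J2‐specific. The filters that kept the J lists longer gave 1990 against 291 (−log10 q of at least 10) and 1997 against 321 (fold of at least 3). These counts cannot decide whether list length is the source of that difference. Why the J lists are longer stays open.

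Over all lists, 14666 of the 26850 regions (54.6%) were in 1 list alone and 1291 (4.81%) in all 6.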
